# Transcriptomic profiling of *Debaryomyces hansenii* reveals detoxification and stress responses to benzo(a)pyrene exposure

**DOI:** 10.1128/aem.01557-25

**Published:** 2025-09-16

**Authors:** Francisco Padilla-Garfias, Augusto César Poot-Hernández, Minerva Araiza-Villanueva, Martha Calahorra, Norma Silvia Sánchez, Antonio Peña

**Keywords:** yeast, extremophilic yeasts, *Debaryomyces hansenii*, polycyclic aromatic hydrocarbons, benzo(a)pyrene, bioremediation, mycoremediation, genome-wide expression, transcriptomics, molecular genetics, xenobiotic metabolism, detoxification system, redox homeostasis

## Abstract

The environmental accumulation of polycyclic aromatic hydrocarbons (PAHs), such as benzo(a)pyrene (BaP), poses significant threats to ecosystems and public health due to their persistent nature, mutagenic potential, and well-documented carcinogenicity. In this study, we investigated the ability of the extremophilic yeast *Debaryomyces hansenii* to activate specialized detoxification mechanisms for BaP degradation, even under nutrient-deprived conditions. When exposed to 100 ppm BaP, *D. hansenii* eliminated over 70% of the contaminant within 3 days, while maintaining normal growth dynamics. RNA-Seq analysis revealed widespread transcriptional remodeling, with 1,179 genes upregulated and 1,031 downregulated under BaP-only conditions, and 1,067 upregulated and 977 downregulated genes during cometabolic exposure (2% glucose + 100 ppm BaP), from a total of 6,506 annotated genes. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses highlighted the activation of xenobiotic degradation pathways, notably involving cytochrome P450 monooxygenases, epoxide hydrolases, and glutathione S-transferases, alongside an enhanced antioxidant response and finely tuned glutathione homeostasis. This work presents the transcriptomic profile of BaP detoxification in *D. hansenii*, which reveals a complex transcriptional activation of genes related to stress adaptation and detoxification. Collectively, these findings suggest that *D. hansenii* could represent a promising eukaryotic platform for bioremediation.

**IMPORTANCE:**

Polycyclic aromatic hydrocarbons (PAHs), such as benzo(a)pyrene (BaP), are long-lasting environmental pollutants with serious health and ecological implications. Although microbial degradation offers a promising strategy for remediation, most efforts have focused on bacterial and filamentous fungal systems, leaving other microbial groups comparatively unexplored. In contrast, extremotolerant yeasts remain largely overlooked despite their inherent resilience. Here, we investigated the marine yeast *Debaryomyces hansenii* and discovered that it not only tolerates BaP under glucose-limited conditions but also actively degrades it. This response relies on a combination of detoxifying enzymes and antioxidant defenses, reflecting a well-orchestrated metabolic adaptation to chemical stress. Our findings underscore the untapped and promising potential of *D. hansenii* as a robust option for bioremediation using eukaryotic organisms, particularly in environments where conventional microbes may fail to survive.

## INTRODUCTION

Benzo(a)pyrene (BaP) is a five-ring polycyclic aromatic hydrocarbon (PAH) commonly produced during the incomplete combustion of organic matter and found in coal processing residues, oil sludge, asphalt, and tobacco smoke (1). Its remarkable chemical stability, conferred by its aromatic ring structure, underlies its environmental persistence and widespread distribution in soil and airborne particles (2–4). Human exposure is common, primarily through inhalation or dietary intake. Once absorbed, BaP is rapidly metabolized by cytochrome P450 (CYP) enzymes into reactive and often carcinogenic intermediates, such as BaP-7,8-dihydrodiol, BaP-7,8-dihydrodiol-9,10-epoxide (also called BPDE), and BaP-quinones (1, 5, 6). BPDE is a highly mutagenic metabolite that forms covalent DNA adducts, while BaP-quinones can generate reactive oxygen species (ROS) and induce oxidative stress. These metabolites have been linked to a range of harmful effects, including epigenetic disruption, neurotoxicity, teratogenicity, and impaired reproductive function (6, 7).

One of the most promising strategies for mitigating BaP contamination is mycoremediation, which is a fungal-based approach that leverages the metabolic capacity of fungi to degrade persistent organic pollutants (8, 9). Fungal species capable of metabolizing PAHs are mainly found within the Ascomycota and Basidiomycota phyla and include both filamentous fungi and yeasts (9–12). However, most studies to date have focused on filamentous forms, using biochemical assays to evaluate degradation kinetics, leaving the potential of yeasts comparatively underexplored (13, 14).

Fungal degradation of PAHs involves a sequence of extracellular and intracellular reactions, generally grouped into three metabolic phases. In Ascomycota, phase I involves the oxidative transformation of PAH into hydroxylated or epoxide intermediates, primarily mediated by CYPs and epoxide hydrolases (EHs). Phase II entails the conjugation of these reactive metabolites with sulfate, glucose, or reduced glutathione (GSH), catalyzed by transferases, such as glutathione S-transferases (GSTs). Finally, phase III facilitates the compartmentalization or excretion of the resulting water-soluble conjugates (10, 11, 15–17). These enzymatic processes are governed by a multigene regulatory system, collectively termed the xenome, that orchestrates fungal xenobiotic metabolism (10, 11, 18).

Cometabolism, wherein a readily metabolizable carbon source is supplied alongside a recalcitrant compound, can markedly enhance PAH degradation by providing not only additional energy but also key cofactors for detoxification enzyme activity. While BaP degradation is the primary focus of this study, we also examined how glucose supplementation might influence this process. Previous studies have shown that glucose availability can stimulate the activity of key detoxification enzymes, including CYPs, EHs, and GSTs, thereby supporting both growth and detoxification (19, 20). However, how such modulation plays out in extremophilic yeasts like *Debaryomyces hansenii* remains largely uncharacterized.

Among non-conventional yeasts, *D. hansenii* has emerged as a particularly versatile and stress-tolerant species, capable of thriving under high salinity, oxidative stress, low temperatures, and even in the presence of heavy metals and hydrophobic hydrocarbons, such as BaP (21–23). Its broad environmental adaptability, combined with its oleaginous metabolism and metabolic plasticity, makes it a compelling candidate for bioremediation applications, especially in extreme or contaminated ecosystems (24–27).

While several yeasts, such as *Candida*, *Cryptococcus*, *Rhodotorula*, *Pichia*, and *Debaryomyces* spp., are known to degrade high molecular weight PAHs (10), only *Rhodotorula mucilaginosa* has been analyzed at the transcriptomic level using next-generation sequencing (NGS) (28). These studies revealed the transcriptional activation of detoxification, redox balance, and DNA repair pathways, emphasizing the central role of these mechanisms in enabling yeast survival under xenobiotic stress (10, 28, 29).

However, to date, no transcriptomic studies have explored how extremophilic yeasts like *D. hansenii* respond to BaP or similar PAHs. Most available transcriptomic data, instead, focus on halotolerance and metal resistance (27, 30). Interestingly, the presence of a functional CYP gene (*DhDIT2*) capable of BaP oxidation adds further weight to its potential as a biotechnological option for use in marine or saline environments (23, 25). In this study, we present the first genome-wide transcriptomic analysis of *D. hansenii* exposed to BaP, under both glucose-limited and cometabolic conditions. By integrating RNA Sequencing (RNA-Seq) with physiological assays, we aim to elucidate the molecular principles of BaP detoxification and suggest the potential of *D. hansenii* as an extremotolerant platform for sustainable mycoremediation in the future.

## MATERIALS AND METHODS

### Strains, media, and culture conditions

*D. hansenii* Y7426 strain (United States Department of Agriculture, Peoria, IL, USA) was maintained on solid YNBG (yeast nitrogen base with glucose) medium (0.67% [wt/vol] yeast nitrogen base [YNB] without amino acids [Bio Basic Inc., Cat. S507], 2% [wt/vol] glucose, supplemented with 20 mg/L histidine, 20 mg/L methionine, 20 mg/L tryptophan, 30 mg/L leucine, 100 mg/L lysine, and 2% [wt/vol] agar). The YNB composition is: 5.0 g/L ammonium sulfate; 1.0 g/L monopotassium phosphate; 0.5 g/L magnesium sulfate; 0.1 g/L sodium chloride; 0.1 g/L calcium chloride; 0.5 mg/L boric acid; 0.04 mg/L copper sulfate; 0.1 mg/L potassium iodide; 0.2 mg/L ferric chloride; 0.4 mg/L manganese sulfate; 0.2 mg/L sodium molybdate; 0.4 mg/L zinc sulfate; and vitamins, including 0.002 mg/L biotin, 0.002 mg/L folic acid, 2 mg/L inositol, 0.4 mg/L niacin, 0.2 mg/L p-aminobenzoic acid, 0.4 mg/L calcium pantothenate, 0.4 mg/L pyridoxine hydrochloride, 0.2 mg/L riboflavin, and 0.4 mg/L thiamine hydrochloride. Cultures were refreshed monthly and routinely grown overnight in 250 mL of YNBG (same composition as above, but without agar) within 500 mL Erlenmeyer flasks at 28°C with orbital shaking at 250 revolutions per minute (rpm) for 24 h.

A 10,000 ppm (10 mg/mL) stock solution of BaP (Sigma-Aldrich, USA, B1760) was prepared by dissolving 10 mg of BaP in 1.0 mL of analytical-grade acetone. The stock solution was added to the culture medium to reach a final concentration of 100 ppm (100 µg/mL or ~396 µM). The final acetone concentration was kept below 1% (vol/vol), a condition previously shown not to affect the growth or metabolic activity of *D. hansenii* (23).

### Growth and survival assays

All growth and survival assays were performed under aseptic conditions, using three independent biological replicates, each measured in technical duplicate, unless otherwise indicated. To assess BaP tolerance, *D. hansenii* cells were pre-cultured for 24 h in YNBG, washed two times with sterile water, and resuspended to an initial optical density at 600 nm (OD_600_) of 1.0. Serial 10-fold dilutions were prepared in sterile water in 96-well plates, and 5 µL of each dilution was spotted onto the surface of YNB (the medium had the same composition as YNBG, but without glucose), YNBG, YNB + 100 ppm BaP, or YNBG + 100 ppm BaP plates, using an aluminum multi-pin replicator. Plates were incubated at 28°C and monitored daily for 6 days.

For growth curves analysis, 24-h pre-culture was adjusted to an OD_600_ of 0.03, using a Beckman DU 650 spectrophotometer, and inoculated into the respective media. Cultures were incubated at 28°C, and optical density was recorded hourly for 6 days using a Bioscreen C automated plate reader (with an initial OD_600_ baseline of approximately 0.2 in this instrument).

Dry weight determinations were performed over 6 days using the method described by Peña et al. (31) with some changes. Shortly, pre-cultures grown in YNBG were used to inoculate 50 mL of fresh YNB, YNBG, YNB + 100 ppm BaP, or YNBG +100 ppm BaP, adjusting to OD_600_ = 0.1. At 24-h intervals, 1.0 mL aliquots were collected, transferred to aluminum plates, and dried at 95°C until a constant weight.

### BaP degradation assay

BaP degradation was quantified by spectrofluorometry and validated by gas chromatography-mass spectrometry (GC-MS), based on the method described by Padilla-Garfias et al. (23), with slight modifications. Briefly, cultures of *D. hansenii* grown for 24 h in YNBG were used to inoculate 250 mL of YNB or YNBG supplemented with 100 ppm BaP, adjusted to an initial OD_600_ = 0.1. Samples (3.0 mL) were collected at 0, 1, 2, 3, and 6 days and stored at −20°C prior to BaP extraction. To extract residual BaP, each sample was mixed three times with 3.0 mL of chloroform, vortexed, and centrifuged at 3,000 rpm (1750 × *g*) for 5 min in an IEC clinical centrifuge to separate phases. The organic phase was recovered, evaporated at 62°C, and the residue was resuspended in 3.0 mL of acetone. Fluorescence was measured using an AMINCO SLM spectrofluorometer (excitation wavelength at 356 nm and emission wavelength at 405 nm), and concentrations were calculated from a standard curve. To distinguish true biodegradation from passive adsorption or abiotic loss, two negative controls were included: a cell-free medium control and a heat-inactivated culture control (95°C, 15 min). Each sample was evaluated using three independent biological replicates, with technical duplicates per sample.

GC-MS analysis was conducted using a Hewlett-Packard 5890-II system with a JEOL SX-102 A spectrometer and an HP-5MS column (30 m × 0.25 mm, 0.25 µm). Helium served as the carrier gas; chromatographic separation used a temperature gradient from 50°C to 300°C. Detection parameters followed standard ionization protocols.

### Glucose consumption

Glucose consumption was measured using the Glucose Oxidase Activity Assay Kit MAK501 (Sigma-Aldrich), with slight modifications to the manufacturer’s protocol as described below. *D. hansenii* was cultured in 50 mL of YNBG or YNBG supplemented with 100 ppm BaP in 150 mL Erlenmeyer flasks at 28°C with shaking at 250 rpm for 6 days. Each condition was evaluated using three independent biological replicates, with technical duplicates per sample.

Aliquots (1.0 mL) were collected at 0, 1, 2, 3, and 6 days, centrifuged at 3,100 rpm (1,625 × *g*), and the supernatants were stored at −20°C. Before analysis, samples were thawed and diluted 1:10 in deionized water. A 50 µL aliquot was mixed with 100 µL of Glucose Oxidase reagent and 50 µL of the colorimetric substrate, incubated at room temperature for 30 min, and absorbance was measured at 570 nm.

Glucose concentration was determined using a standard curve (0–10 mM), and consumption was calculated as the difference between the initial value (day 0) and subsequent measurements.

### RNA extraction

*D. hansenii* cells were initially grown in 250 mL of YNBG medium at 28 °C with shaking at 250 rpm for 24 h. Following this pre-culture, two separate RNA-Seq experiments were performed using three independent biological replicates per condition. In the first, the cells were transferred to 50 mL flasks containing either YNBG or YNB supplemented with 100 ppm BaP and incubated under the same conditions for 3 days. In the second experiment, the cells were cultured in either YNBG or YNBG + 100 ppm BaP.

For RNA extraction, the same protocol was applied to all samples across the study. A 15 mL sample of culture was collected on day 0 (post pre-culture) and day 3 (in all conditions). The cells were pelleted by centrifugation and resuspended in 1.0 mL of AE buffer (50 mM sodium acetate and 10 mM EDTA, pH 5.2). Total RNA was extracted using a modified phenol-SDS method described by Schmitt et al. (32). Briefly, 40 µL of 10% SDS, 450 µL of acid phenol, and approximately 400 µL of glass beads (0.45 mm diameter) were added to the cell suspension. The mixture was vigorously vortexed and incubated at 65°C for 20 min, with intermittent vortexing for 30 s every 5 min. It was then rapidly frozen in liquid nitrogen for 3 min. Samples were centrifuged at 10,000 rpm (6,700 × *g*) for 10 min in an Eppendorf 5415C centrifuge to separate phases, and the aqueous phase was recovered and purified with two sequential extractions using phenol/chloroform/isoamyl alcohol (25:24:1), followed by a third extraction with chloroform/isoamyl alcohol (24:1). RNA was precipitated with 0.3 M sodium acetate and 2.5 volumes of absolute ethanol, washed with 70% ethanol, air-dried at room temperature, and resuspended in nuclease-free water. RNA quality and integrity were assessed by 1% denaturing agarose gel electrophoresis, confirming the presence of intact 28S and 18S rRNA bands.

### RNA-Seq: sample preparation, library construction, data analysis, and gene enrichment

Total RNA was purified from samples collected and extracted as described in “RNA extraction,” using the same standardized protocol across all conditions. RNA was precipitated with 7.5 M LiCl following the method of Walker et al. (33). RNA quality and integrity were verified through 1% denaturing agarose gel electrophoresis, spectrophotometry (NanoDrop, Thermo Scientific), and Bioanalyzer 2100 (Agilent Technologies). Only samples with OD260/280 and OD260/230 ratios above 2.0, and RIN values ≥ 4.0, were included for sequencing. Three independent biological replicates per condition were analyzed.

RNA samples were lyophilized and sent to Novogene Co. (Sacramento, CA, USA) for library preparation and sequencing. Poly(A)-enriched mRNA was isolated using magnetic beads with oligo(dT), fragmented, and reverse-transcribed using random hexamer primers. Library construction involved end repair, adapter ligation, size selection (~150 bp), PCR amplification, and quality control via Qubit and RT-PCR. Paired-end sequencing (≥20 million read pairs per sample) was performed on the Illumina HiSeq 6000 platform. Bioinformatic processing was conducted using the snakePipes (v2.5.0) mRNA-Seq pipeline (34) with default parameters, raw reads and mapping were quality-checked with FastQC and MultiQC (35). In more detail, the pair-end raw reads were processed with Cutadapt (36) to trim Illumina adapters, low-quality (phred score < 16) and ambiguous bases (N) at the 3′ end of each read, with a minimum allowed length of 25 bases. Then, the reads were aligned to the *D. hansenii* CBS767 genome (NCBI GCF_000006445.2) using STAR (37), and the gene count was conducted with featureCounts (38). Finally, differential expression was analyzed using DESeq2 (39). The DESeq2 normalized counts were used to quality control the experiment using a PCA plot.

Functional enrichment of differentially expressed genes was performed using FungiFun (40), based on Gene Ontology (GO) terms (41, 42) and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations (43–45). Enrichment was considered significant at an adjusted *P* value < 0.05. KEGG pathway visualization was conducted via the KEGG REST API (43–45).

### RNA-Seq verification: cDNA synthesis and RT-qPCR to analyze gene expression

To validate the RNA-Seq results and perform gene expression experiments, total RNA was extracted as described in “RNA extraction,” treated with DNase I (RQ1 RNase-Free DNase kit, Promega) to eliminate genomic DNA contamination, and reverse transcribed into cDNA using the ImProm-II Reverse Transcription System (Promega). Gene expression validation was subsequently performed by RT-qPCR using three independent biological replicates and two technical replicates per sample.

RT-qPCR was conducted using specific primers (see Table S1) targeting the 10 most up- and downregulated open reading frames (ORFs), as well as genes associated with detoxification pathways. Sequences were retrieved from NCBI, and primers were designed using Primer-BLAST, then evaluated for dimer formation and specificity with DINAMelt (http://www.unafold.org/hybrid2.php) (46). Primers were synthesized at the Molecular Biology Unit of the Institute of Cellular Physiology, UNAM.

Reactions were run on a Rotor-Gene Q thermal cycler (Qiagen) using SYBR Green chemistry (qPCR SyberMaster highROX, Jena Bioscience). Relative gene expression was quantified using the ΔΔCt method (47), with YNBG-grown cells as the calibrator. Expression values were normalized to *DhACT1* (ORF DEHA2D05412g), following Sánchez et al. (48).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 10 (GraphPad Software Inc., San Diego, CA, USA). Data were presented as mean ± standard deviation (SD) from three independent biological replicates. For Fig. 1, the area under the curve (AUC) was calculated and used for subsequent statistical analyses, as detailed in Fig. S1.

**Fig 1:**
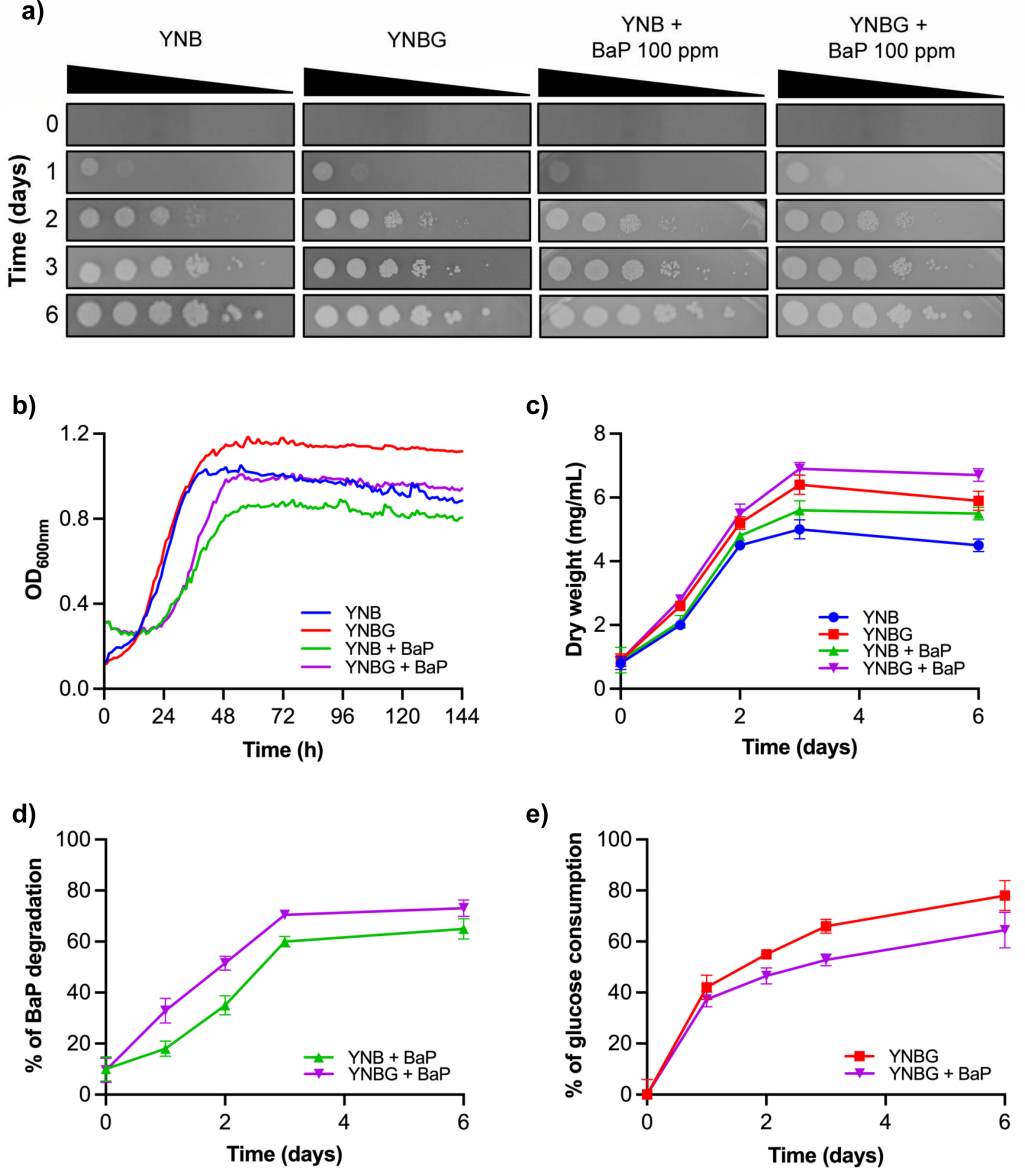
Physiological response of *D. hansenii* to BaP exposure. (**a**) Growth on solid YNB, YNBG, YNB + 100 ppm BaP, and YNBG + 100 ppm BaP media assessed by serial dilution over 6 days. (**b**) Growth curves in liquid cultures under the same conditions. (**c**) Biomass quantification via dry weight measurements over time. (**d**) BaP degradation kinetics evaluated by spectrofluorometry. (**e**) Glucose consumption dynamics in the presence or absence of BaP. Statistical comparisons are provided in Fig. S1.

A standard one-way ANOVA was applied when comparing more than two groups under the assumptions of normal distribution and equal variances. Then, Tukey’s multiple comparisons test was performed with *P* value multiplicity adjustment. Normality was assessed using the Shapiro–Wilk test, and homogeneity of variance was evaluated using Brown–Forsythe and Bartlett’s tests, both based on residual analysis performed with Prism’s built-in tools. For comparisons between two groups, an unpaired Student’s *t*-test was applied, assuming equal variances. Differences were considered statistically significant at *P* < 0.05. Exact *P* values and significance levels were reported in the corresponding figure legends.

## RESULTS

Based on previous findings demonstrating *D. hansenii*’s ability to tolerate up to 500 ppm BaP and identifying *DhDIT2* as a BaP-oxidizing CYP gene (23), we performed a comprehensive set of physiological assays to assess yeast growth and metabolism under both glucose-limited and cometabolic conditions. These assays included growth evaluations on solid and liquid media, dry biomass measurements, BaP degradation kinetics, and glucose consumption analysis (Fig. 1). Remarkably, spot assays confirmed that *D. hansenii* tolerates 100 ppm BaP as a sole carbon source, exhibiting growth patterns that closely resembled those observed under both control (YNBG) and minimal (YNB) conditions (Fig. 1a).

Growth curve analysis (Fig. 1b) revealed that *D. hansenii* consistently reached the stationary phase within 48 h (2 days) across all experimental conditions, although a noticeable increase in doubling time revealed a clear metabolic burden imposed by BaP. In minimal medium, the generation time was notably higher (YNB: 10.0 ± 0.04 h) compared to glucose-supplemented culture (YNBG: 7.5 ± 0.02 h), and exposure to BaP further increased doubling times (YNB + BaP: 18.3 ± 2.7 h; YNBG + BaP: 11.7 ± 1.5 h).

It is important to mention and consider that the growth curves (Fig. 1b) were performed in an automated plate reader where agitation and oxygen availability is not the same as in the experimental conditions in which dry weight (Fig. 1c), BaP degradation (Fig. 1d), and glucose consumption (Fig. 1e) were determined. It is also important to note that the experimental strategy of the yeast culturing for Fig. 1c through e was used for RNA extraction.

Dry weight measurements (Fig. 1c) corroborated the observations from the growth curves. As expected, cultures exposed to BaP as the sole carbon source exhibited reduced biomass accumulation compared to control conditions. However, cometabolic cultures (YNBG + BaP) produced the highest biomass levels, suggesting that *D. hansenii* can partially metabolize BaP to sustain growth when glucose is present.

BaP degradation efficiency, assessed by spectrofluorometry and verified by GC-MS on day 6 of the degradation curve (Fig. S2), was higher under cometabolic conditions (73.1%) compared to BaP-only cultures (65.0%). In both cases, degradation rates reached by day 3, indicating early stabilization of the detoxification process (Fig. 1d). Importantly, the BaP recovery rate was 90% in a cell-free culture medium containing 100 ppm BaP, while the recovery rate was 87% in a medium inoculated with dead yeast cells (dead control), which was quantified as a control over the 6 days (data not shown).

Finally, glucose consumption profiles (Fig. 1e) indicated that BaP exposure attenuated glucose uptake, with BaP-treated cultures consuming only 64.5% of available glucose versus 78% in controls by day 6. This reduction suggests a metabolic shift, probably reflecting partial reliance on BaP as an alternative carbon or energy source.

Since BaP degradation stabilized and cultures entered the stationary phase by 72 h (Fig. 1), we selected this time point for RNA extraction and transcriptomic profiling. Quality control of cDNA libraries confirmed the expected fragment sizes (~150 bp), and sequencing generated an average of 47.2 million paired-end reads per sample, with alignment rates consistently exceeding 95%. Approximately 45% of total reads mapped to annotated genes, a proportion comparable to previous reports in yeast transcriptomic studies (27).

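For the first RNA-Seq experiment, poly(A)-enriched RNA was sequenced from *D. hansenii* cultures grown for 72 h in YNB, a minimal medium, with 100 ppm BaP and in YNBG, the same medium with 2% glucose and no BaP. Each condition had 3 independent biological replicates, and the groups differed in glucose as well as in BaP. Groups were taken from the sample labels. The YNBG pre-culture sampled at 0 h gave another 3 libraries, which enter none of the values beside the results of this experiment. The authors deposited, for each library, the number of read pairs (fragments) that featureCounts assigned to each of 6520 annotated features, without normalization. Before counting, the reads had been trimmed with Cutadapt and aligned to the CBS767 genome with STAR. Only primary alignments on the reverse strand, with both ends mapped and a mapping quality of at least 10, were counted. Fragments that fit several loci equally well are therefore missing from the counts, and near-identical paralogs can be undercounted.
Between 8921110 and 12469573 fragments were counted on genes in the YNB + BaP libraries, with a median of 11629149. The YNBG libraries at 72 h held between 9729726 and 10642011 fragments, with a median of 10113123. The paper's depth of 47.2 M reads per sample refers to the sequenced reads, whereas all values given for this experiment rest on the counted fragments of the 6 libraries at 72 h. The 10 most abundant genes of each library held between 7.05% and 7.48% of its counts at 72 h. Counts of the 6 libraries at 72 h were scaled by the TMM method, with factors between 0.959 and 1.05. The filterByExpr function of edgeR, with a minimum count of 10, left 6194 features for testing. An ORF is called upregulated or downregulated where edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p under 0.05, with no minimum fold change, and normalized CPM are CPM after TMM scaling.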

Principal component analysis (PCA) of RNA-Seq data (Fig. 2a) revealed a clear separation between BaP-exposed samples and controls, with BaP-treated replicates forming a tight cluster, suggesting a consistent transcriptional response.

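On log2 CPM of the tested genes (prior count 2), PC1 held 68.5% of the variance among the 6 libraries and PC2 held 16.2%. The YNB + BaP replicates lay at 13.3, 14.8 and 13.2 on PC1, whereas the YNBG replicates lay at -19.6, -11.6 and -10.2. The root mean square difference between libraries, per gene and in log2 units, averaged 0.17 over the 3 pairs of YNB + BaP replicates, with a range of 0.16 to 0.19. Pairs of YNBG replicates differed more, by 0.25 on average, with a range of 0.18 to 0.31. All 9 pairs formed across the groups, at 0.35 to 0.47, were farther apart than any pair of replicates. No test was run on these distances. The PC1 share moved most, to 89.1%, with the 500 most variable genes after DESeq2's variance stabilizing transform, an alternative chosen after seeing the data. Scaling each gene to unit variance, set beforehand, moved it the other way, to 52.8%. Leaving out each library in turn gave PC1 shares between 67.5% and 74.9%.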

**Fig 2:**
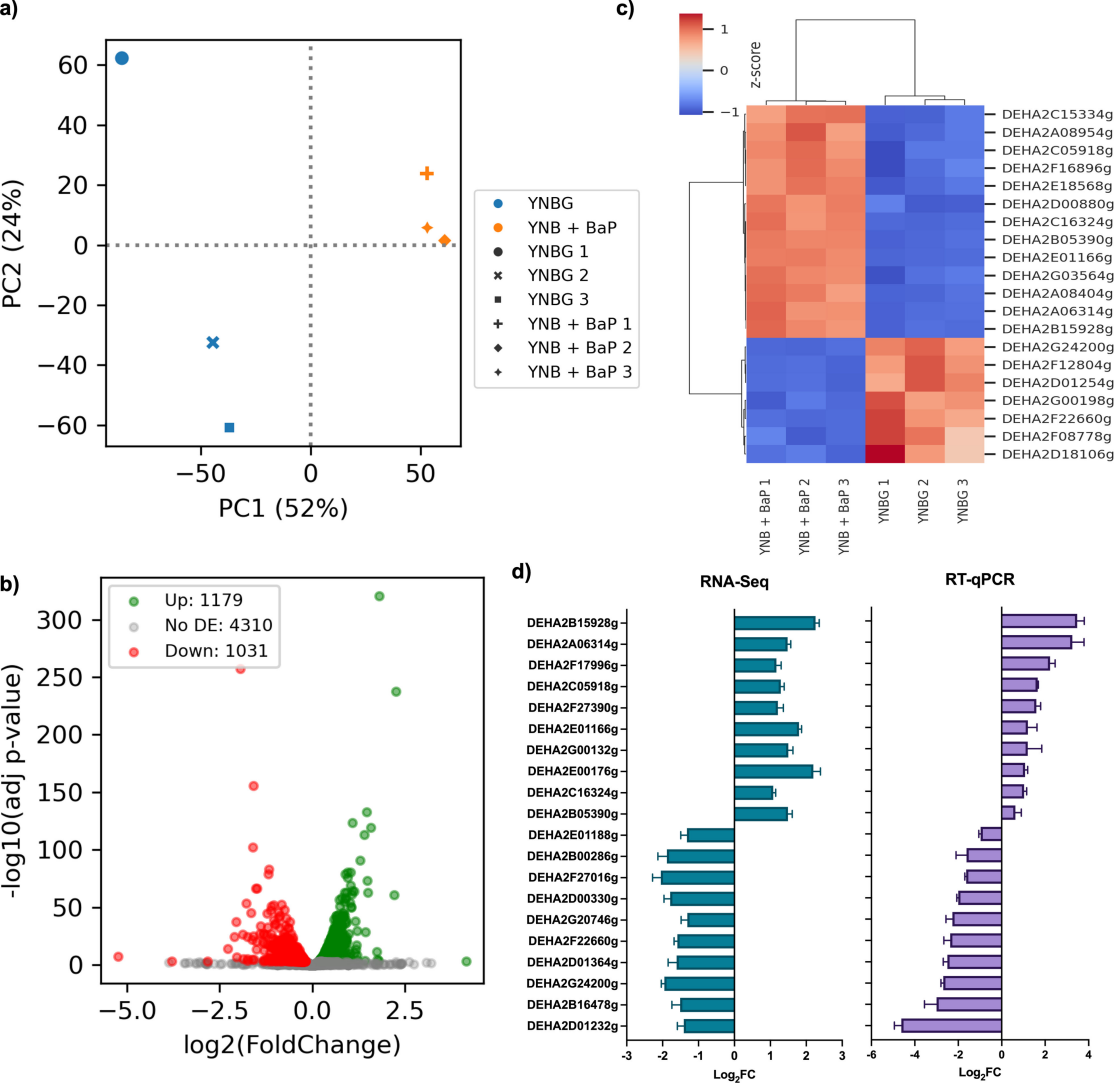
Transcriptomic analysis of *D. hansenii* exposed to 100 ppm of BaP. (**a**) Principal component analysis. YNBG control (YNBG 1, YNBG 2, and YNBG 3) and YNB + BaP treatment (YNB + BaP 1, YNB + BaP 2, and YNB +BaP 3). (**b**) Volcano plot obtained from the differential expression analysis (adjusted *P* value < 0.05). (**c**) Top 20 differentially expressed ORFs, upregulated (orange-red) and downregulated (blue) genes based on RNA-Seq differential expression analysis (control condition: YNBG; experimental condition: YNB + BaP). (**d**) RT-qPCR validation of the 10 most overexpressed and the 10 most underexpressed genes identified through RNA-Seq differential expression analysis.

Differential expression analysis identified 1,179 upregulated and 1,031 downregulated genes out of the 6,506 annotated ORFs in BaP-treated cultures compared to control condition (Fig. 2b). These transcriptional changes reflect a widespread reprogramming of cellular processes in response to BaP.

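Of the 6194 genes tested in the first experiment, 2291 were differentially expressed in YNB + BaP relative to YNBG, with 1160 upregulated and 1131 downregulated. An unadjusted p under 0.05 was reached by 2936 genes. Most changes were small, with a median absolute log2 fold change of 0.40 among the 2291 genes. An absolute log2 fold change of at least 1 was found for 98 of them, of which 31 were upregulated and 67 downregulated. Normalized CPM of the groups did not overlap for 52.0% of the genes, against 10% given by chance for 3 libraries against 3.
The balance of directions depended on the scaling. Upper quartile normalization gave 827 upregulated and 1624 downregulated genes, and scaling by the total count alone gave 679 and 1943. Relative to TMM, the log2 fold changes of all genes shifted by a median of -0.11 under total count scaling and by -0.21 when the libraries were scaled to *ACT1*. DESeq2 called 1179 genes upregulated and 1031 downregulated. Single libraries moved the number of differentially expressed genes by more than 1.5 times, to 1437 without YNB + BaP replicate 2 and to 1527 without YNB + BaP replicate 3. The highest number, 2971, came from leaving out YNBG replicate 1.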

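Among the ORFs with large changes between the YNB + BaP and YNBG cultures at 72 h, DEHA2B15928g (chromosome B, 1257157 to 1257906, CBS767 coordinates) had 153 ± 8.85 normalized CPM with BaP and 32.0 ± 2.75 in YNBG (SD, n = 3 per group). Its log2 fold change was 2.26 (standard error 0.0874, adjusted p = 2.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, this value stayed between 2.19 and 2.31. The YNBG libraries of the second experiment, also without BaP, had far more of this ORF. Scaled together, they had 1497 ± 98.3 normalized CPM, against 31.5 ± 2.63 in YNBG of the first experiment. Its level thus varied between cultures without BaP by more than between the groups compared here. DEHA2E01166g (chromosome E, 93894 to 95531) rose from 224 ± 5.03 to 779 ± 14.4 normalized CPM (standard error of the log2 fold change 0.0682, adjusted p = 2.2e-08, edgeR). For DEHA2D00880g (chromosome D, 77713 to 78423), the values were 69.7 ± 8.74 in YNBG and 207 ± 6.57 in YNB + BaP, a log2 fold change of 1.57 (standard error 0.0919, adjusted p = 9.0e-07, edgeR). DEHA2G24200g (chromosome G, 1949765 to 1950538) had 383 ± 24.9 normalized CPM in YNBG and 98.6 ± 3.69 with BaP, and its log2 fold change was -1.96 (standard error 0.0771, adjusted p = 2.2e-08, edgeR). DEHA2F22660g (chromosome F, 1886827 to 1887546) fell from 760 ± 77.9 to 251 ± 5.39 normalized CPM (standard error of the log2 fold change 0.084, adjusted p = 3.6e-07, edgeR).
The 13 upregulated ORFs of Table 1 had log2 fold changes from 0.88 to 2.26 with a median of 1.28, and its 7 downregulated ORFs from -1.96 to -1.18 with a median of -1.53. All 20 passed the adjusted p of 0.05 in the listed direction, over all genes tested and adjusted over the list alone, under every scaling and with each library left out. The study picked these ORFs on the same libraries, so these counts are not independent evidence.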

The 20 most significant differentially expressed ORFs, both up- and downregulated, under BaP exposure are summarized in Fig. 2c and described in Table 1.

**TABLE 1:** Most significantly differentially expressed ORFs based on RNA-Seq analysis (control condition: YNBG; experimental condition: YNB + BaP)^*a*^

ORF ID	Function
Upregulated ORF IDs	
DEHA2D00880g	Glyoxalase detoxification and involved in oxidative stress response
DEHA2G03564g	Acetate permease Ady2; required for sporulation, phosphorylated in mitochondria
DEHA2A08404g	Soluble epoxide hydrolase; α/β hydrolase fold protein with catalytic and hydrolase activity
DEHA2B15928g	Thioredoxin-like protein with CFEM domain; involved in redox processes and iron homeostasis
DEHA2A06314g	Cinnamyl-alcohol dehydrogenase; oxidoreductase involved in phenylpropanoid metabolism and nitrogen regulation
DEHA2C16324g	4-aminobutyrate aminotransferase; PLP-dependent enzyme involved in GABA metabolism
DEHA2E01166g	MFS sugar/H^+^ symporter involved in carbohydrate uptake
DEHA2A08954g	Putative ion channel regulator or sugar/H^+^ symporter
DEHA2C05918g	Sugar/H^+^ symporter; MFS-type transporter involved in carbohydrate uptake, including glucose and polyols
DEHA2B05390g	Biotin synthase; iron–sulfur cluster enzyme involved in biotin biosynthesis, member of the radical SAM superfamily
DEHA2E18568g	Phosphoenolpyruvate carboxykinase (ATP); catalyzes a key step in gluconeogenesis and binds ATP and purine nucleotides
DEHA2C15334g	Uncharacterized
DEHA2F16896g	Zinc-dependent oxidoreductase; involved in sorbitol and butanediol metabolism, with catalytic and zinc ion binding activity
Downregulated ORF IDs	
DEHA2F12804g	Ca^2+^-modulated nonselective cation channel
DEHA2F22660g	Protein folding
DEHA2G00198g	β-lactamase; catalyzes β-lactam antibiotic degradation and contributes to antibiotic resistance
DEHA2G24200g	Uncharacterized
DEHA2D01254g	
DEHA2F08778g	
DEHA2D18106g	

^*a*^ Functional annotations were retrieved from InterPro (49) and MycoCosm (50).

To validate the RNA-Seq findings, we performed RT-qPCR on the 10 most upregulated and 10 most downregulated ORFs (Fig. 2d). 

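On the RNA-Seq side, the 10 ORFs drawn as overexpressed in Fig. 2d had a median log2 fold change of 1.48 in YNB + BaP against YNBG (range 1.08 to 2.26), and the 10 drawn as underexpressed a median of -1.61 (range -2.06 to -1.31). Each was called in the direction drawn over all genes tested, adjusted over the list alone and under every scaling, although the study had picked both lists on these libraries. DEHA2C16324g (chromosome C, 1434226 to 1435644) had 1586 ± 50.7 normalized CPM with BaP and 752 ± 7.27 in YNBG (SD, n = 3), a log2 fold change of 1.08 (standard error 0.0676, adjusted p = 1.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DEHA2F27016g (chromosome F, 2253532 to 2255166) was of low abundance, with 3.32 ± 0.834 normalized CPM against 13.9 ± 0.775, and had a log2 fold change of -2.06 (standard error 0.184, adjusted p = 1.7e-05, edgeR). The gene that normalizes the RT-qPCR values, *ACT1* (DEHA2D05412g), itself had a log2 fold change of 0.21 (standard error 0.0667, adjusted p = 0.027, edgeR), with adjusted p between 0.0018 and 0.22 over the alternatives. It was not called under total count scaling, nor without YNBG replicate 2 or any 1 of the YNB + BaP replicates, and with each library left out its log2 fold change lay between 0.20 and 0.23. The RT-qPCR values were not analysed here.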

The RT-qPCR results closely mirrored the RNA-Seq data in both the direction and magnitude of gene expression changes, confirming the reliability and reproducibility of the transcriptomic data set. The oligonucleotides used are reported in Table S1.

Following differential gene expression analysis, we performed functional enrichment using GO and KEGG annotations to classify the upregulated genes (Fig. 3a and b). Among the 1,179 upregulated ORFs, 587 genes exhibited significant enrichment in GO terms related to the citric acid cycle, carbohydrate metabolism, redox regulation, membrane transport, and DNA repair. Several additional genes encoded proteins implicated in preserving membrane integrity, collectively suggesting a multifaceted cellular adaptation to BaP-induced stress.

**Fig 3:**
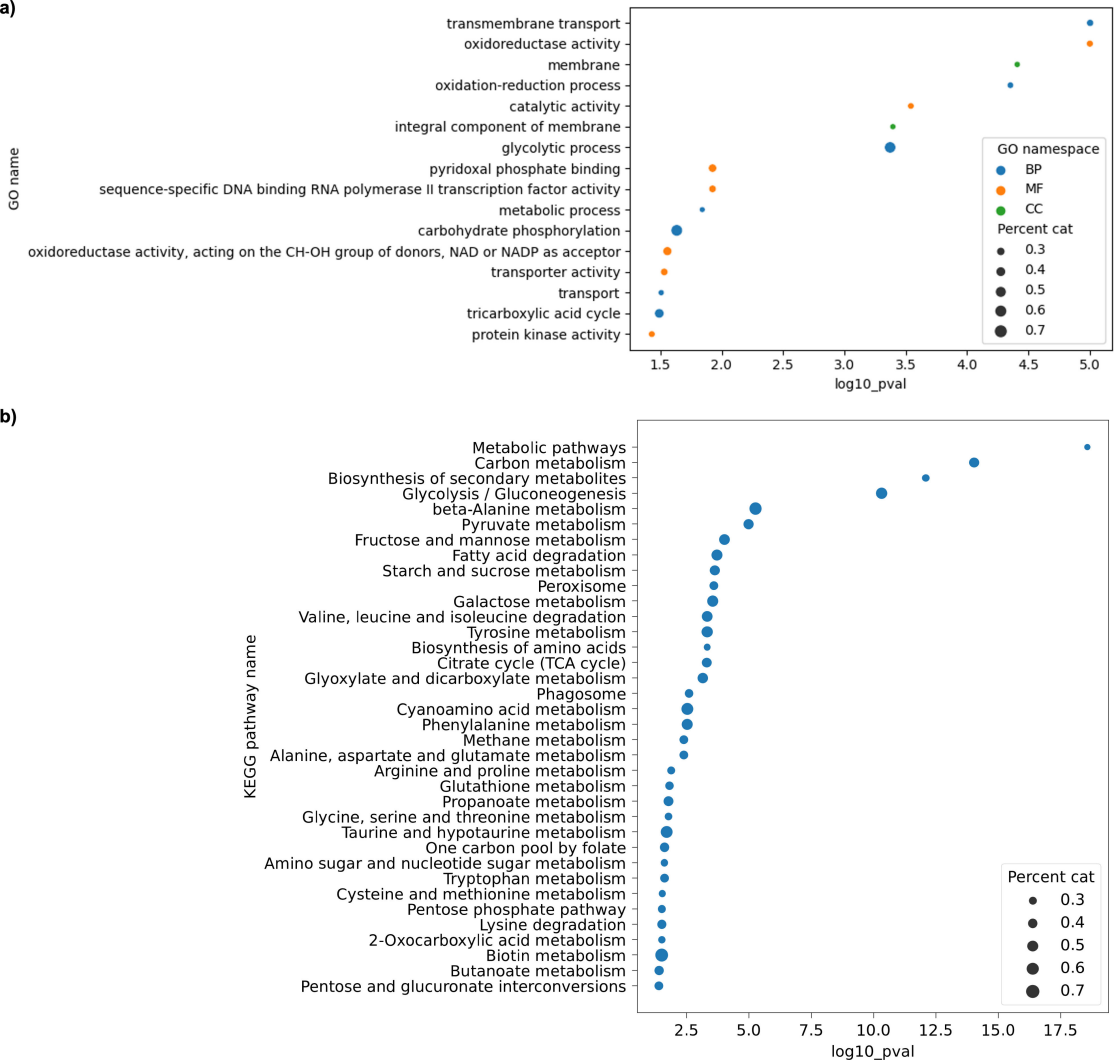
Significantly enriched categories identified through functional analysis when *D. hansenii* was exposed to 100 ppm of BaP. (**a**) Gene Ontology (GO) analysis and (**b**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. This analysis only includes overexpressed genes.

KEGG analysis revealed that 567 annotated ORFs were involved in key metabolic pathways, including amino acid biosynthesis, secondary metabolism, and energy production. Notably, genes linked to the glyoxylate shunt, methane metabolism, propanoate metabolism, and GSH-mediated detoxification were strongly overrepresented (see Fig. S3 for a visual representation of all the KEGG maps that were identified as overrepresented under this specific condition; please refer to Table S3 for a list of interactive links of these KEGG maps). These results suggest that BaP exposure not only activates detoxification systems but also triggers broader metabolic adjustments aimed at preserving homeostasis under stress.

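The study linked the KEGG maps of Table S3 to ORFs it found upregulated in these same libraries, and Table S2 does not state how its ORFs of interest were picked, so their counts in this experiment are not independent evidence. Of the 36 maps, 29 had complete ORF lists and were used, and they name 139 distinct ORFs. Among these, 134 were upregulated in YNB + BaP with edgeR and all 139 with DESeq2.
In the Table S2 list for glyoxylate and dicarboxylate metabolism, 9 of 10 ORFs were upregulated over all genes tested and 10 adjusted over the list alone, with a median log2 fold change of 0.58. For methane metabolism the numbers were 9 of 11 and 11, with a median of 0.36, and for propionate metabolism 6 of 6 and 6, with a median of 0.51. All 9 ORFs of glutathione metabolism were upregulated by both adjustments, with a median of 0.37. Scaling to *ACT1* left 6, 5, 3 and 3 upregulated ORFs in these 4 lists, respectively, and 5 ORFs of glutathione metabolism were called without YNB + BaP replicate 1. The list of 38 detoxifying ORFs was upregulated throughout by both adjustments, with log2 fold changes between 0.22 and 0.83. Without YNB + BaP replicate 1 or replicate 2 that number fell to 21, without replicate 3 to 25, under upper quartile normalization to 25, under total count scaling to 20 and under *ACT1* scaling to 13. Over all 99 ORFs of Table S2, 92 were upregulated, and 94 were upregulated and 1 downregulated when adjusted over the list alone. *ACT1* scaling gave 41 upregulated and 1 downregulated.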

To further elucidate the xenobiotic response mechanisms in *D. hansenii*, we conducted a focused transcriptomic analysis of 27 ORFs associated with canonical pathways involved in PAH degradation, GSH homeostasis, and oxidative stress defense (Fig. 4). Gene selection was based on previous reports on PAH-degrading fungi and bacteria. Log_2_ fold changes (Log_2_FC) were calculated after 72 h of incubation under BaP-only conditions, with glucose-grown cultures serving as the reference. As illustrated in Fig. 4, the expression patterns of these genes closely paralleled the broader RNA-Seq trends, reinforcing their likely involvement in BaP detoxification and highlighting the role of GSH as a central adaptive mechanism.

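Of the 27 ORFs of Fig. 4, 8 were upregulated in YNB + BaP over all genes tested and 8 adjusted over the list alone. None was downregulated, and 11 had an unadjusted p under 0.05. The median log2 fold change of the list was 0.14, with a range of -0.23 to 1.03, and 21 ORFs lay above 0. As a set, the list was shifted upward at an unadjusted p under 0.05 by camera, with a preset correlation of 0.01, and by fry. The scaling changed the tally, to 4 upregulated and 3 downregulated under upper quartile normalization and under total count scaling. With *ACT1* scaling it was 4 upregulated and 5 downregulated, and the median turned to -0.08. That scaling shifted all genes by a median of -0.21, so the turn is not particular to this list. Single libraries also changed the tally, to 16 upregulated without YNBG replicate 1. It was 4 without YNB + BaP replicate 1 or replicate 2 and 5 without YNB + BaP replicate 3.
The largest rise was that of the EH DEHA2A08404g (chromosome A, 688889 to 689719), with 258 ± 10.7 normalized CPM in YNB + BaP and 126 ± 3.29 in YNBG (SD, n = 3). Its log2 fold change was 1.03 (standard error 0.0704, adjusted p = 2.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 1.01 and 1.07 with each library left out. The GST DEHA2C16566g (chromosome C, 1453939 to 1454949) followed with 411 ± 2.59 against 250.4 ± 12.6, a log2 fold change of 0.71 (standard error 0.069, adjusted p = 3.0e-05, edgeR). Of the 8 upregulated ORFs, DEHA2E18590g, DEHA2E18634g, DEHA2A08756g and DEHA2E01232g, with log2 fold changes between 0.24 and 0.34, lost their call under upper quartile, total count and *ACT1* scaling and in several of the fits that left out 1 library. From the expression patterns of these ORFs, which it describes as parallel to the broader RNA-Seq trends, the paper proposes that they are likely involved in BaP detoxification, with GSH as a central adaptive mechanism.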

**Fig 4:**
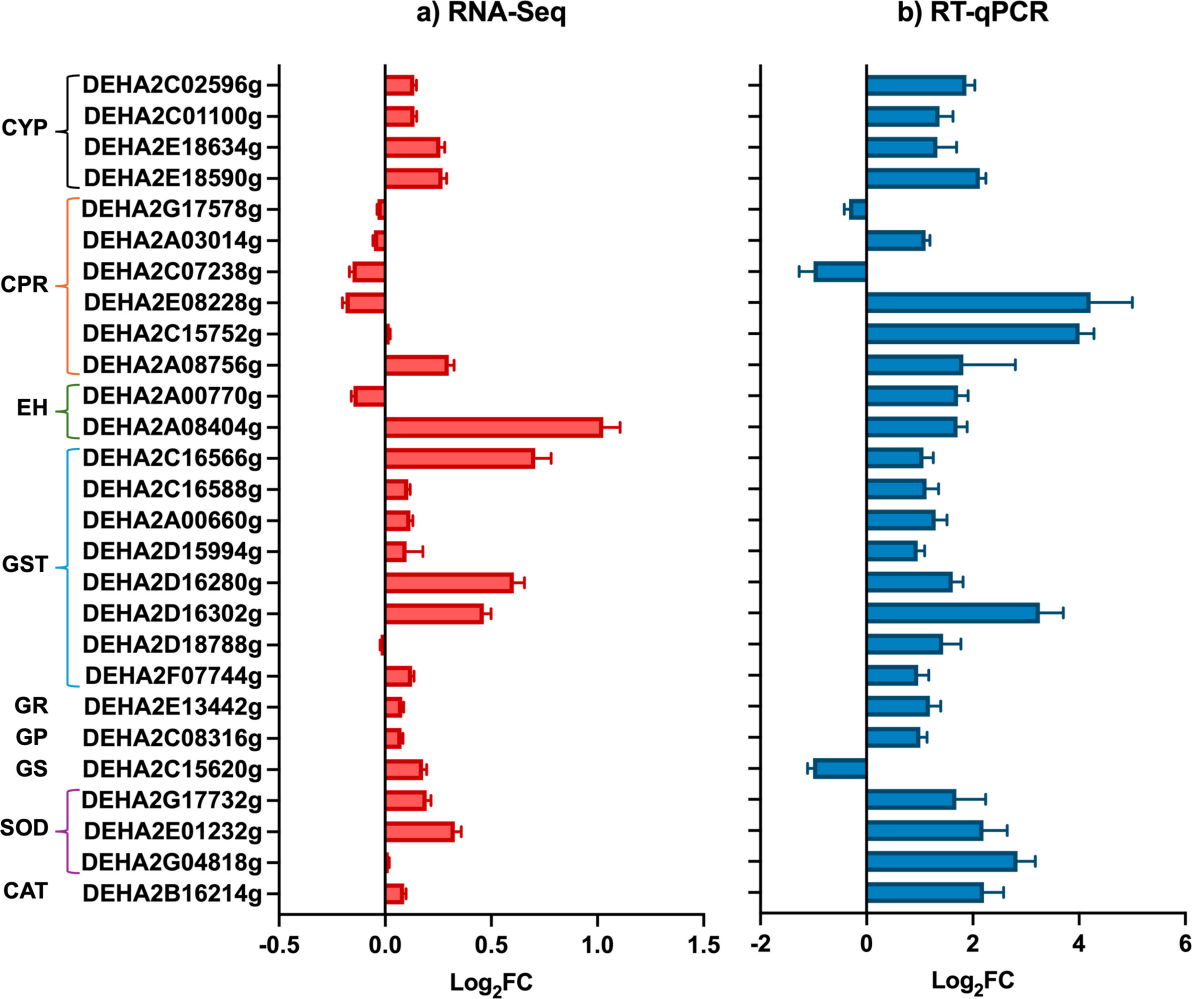
Relative expression of detoxification-related ORFs in *D. hansenii* exposed to 100 ppm of BaP. (**a**) Differential expression analysis of ORFs obtained through RNA-Seq and (**b**) Log_2_FC of relative expression in the presence of BaP using the *ACT1* housekeeping gene as a normalizer. Line colored brackets on the left axis, group ORFs belonging to the same metabolic process: CYP, cytochrome P450; CPR, cytochrome P450 reductase; EH, epoxide hydrolase; GST, glutathione S-transferase; GR, glutathione reductase; GP, glutathione peroxidase; GS, glutathione synthetase; SOD, superoxide dismutase; and CAT, catalase.

The strong induction of GSH-related enzymes, alongside CYPs and EHs, underscores the importance of GSH homeostasis and redox balance in *D. hansenii’s* response to BaP. 

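Among the GSH-related enzymes of Fig. 4 (GST, GR, GP and GS), 3 of 11 ORFs were upregulated in YNB + BaP, also when adjusted over the list alone, and 4 had an unadjusted p under 0.05. All 3 were GSTs, 1 of them DEHA2C16566g. DEHA2D16280g (chromosome D, 1363394 to 1364203) had 667 ± 25.9 normalized CPM with BaP and 436 ± 27.6 in YNBG (SD, n = 3), a log2 fold change of 0.62 (standard error 0.074, adjusted p = 0.00012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The neighbouring DEHA2D16302g (chromosome D, 1364401 to 1365239) had 38.1 ± 1.26 against 26.9 ± 0.788, a log2 fold change of 0.50 (standard error 0.087, adjusted p = 0.0013, edgeR). These 3 GSTs were upregulated under total count and *ACT1* scaling as well, whereas the median of all 8 GSTs was 0.14 with TMM and -0.07 with *ACT1* scaling. Leaving out YNBG replicate 1 raised the number of upregulated GSH-related enzymes to 7 and that of GSTs to 5.
Of the 4 CYPs, 2 were upregulated, and 2 adjusted over the list alone. DEHA2E18590g (chromosome E, 1533494 to 1535119) had a log2 fold change of 0.26 (standard error 0.0822, adjusted p = 0.027, edgeR) and DEHA2E18634g (chromosome E, 1537805 to 1539259) of 0.24 (standard error 0.0661, adjusted p = 0.014, edgeR). Under upper quartile normalization 0 CYPs were called (2 at an unadjusted p under 0.05), as under total count and *ACT1* scaling (0 at an unadjusted p under 0.05 in each), and the median of the family went from 0.19 to -0.02 with *ACT1* scaling. All 4 CYPs were upregulated without YNBG replicate 1, 1 without YNBG replicate 2, and 0 without any 1 of the YNB + BaP replicates (2 at an unadjusted p under 0.05 each time). Of the 2 EHs, DEHA2A08404g was upregulated under every scaling. The other, DEHA2A00770g, was not called over all genes tested but was downregulated when adjusted over the list alone and under upper quartile, total count and *ACT1* scaling.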

RT-qPCR validation (Fig. 4b) confirmed these expression trends, further supporting the robustness and consistency of the transcriptomic data set.

To confirm that the transcriptional changes in *D. hansenii* were induced by BaP rather than by glucose limitation, a second RNA-Seq experiment was performed under glucose-containing conditions (YNBG vs YNBG + 100 ppm BaP). Samples were collected at 72 h, using identical library preparation and sequencing protocols, yielding an average of 47.2 million paired-end reads per sample (150 bp), with alignment rates near 100% and 38% of reads mapping to annotated genes. These sequencing metrics closely matched those from the first data set and were consistent with previous transcriptomic studies conducted under stress conditions (27).

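In the second experiment, cultures in YNBG with 100 ppm BaP were compared at 72 h with cultures in YNBG, so that both groups held 2% glucose, again with 3 independent biological replicates each. Fragments counted on genes ranged from 14427202 to 20835490 in the libraries labelled YNBG + BaP, with a median of 15998042, and from 14643395 to 20620854 in those labelled YNBG, with a median of 15978611. The mean over the 6 libraries was 17083932, and the values beside the results of this experiment rest on these fragments rather than on the sequenced reads. The authors made the counts as in the first experiment, and they were analysed in the same way from there. TMM factors lay between 0.960 and 1.03, 6229 features passed the filter, and the 10 most abundant genes of each library held between 9.62% and 10.4% of its counts. Groups were taken from the sample labels, and every direction given is that of the libraries labelled YNBG + BaP relative to those labelled YNBG. Exchanging these labels would turn every direction around. Initials in the names of the deposited files, which the record does not explain, can be read as the opposite grouping in both experiments, and they were not used. Both experiments had their own YNBG cultures and share no library, so differences between experiments and between batches cannot be told apart.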

PCA revealed an evident separation between control and BaP-treated groups, with biological replicates clustering tightly within each condition, demonstrating once again the reproducibility of the experiments (Fig. 5a).

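PC1 held 57.9% of the variance of log2 CPM among the 6 libraries of the second experiment and PC2 held 13.6%. Libraries labelled YNBG + BaP lay at -12.1, -12.1 and -10.7 on PC1 and spread along PC2, at 10.2, -9.30 and -0.951. Libraries labelled YNBG lay at 11.2, 11.6 and 12.1 on PC1. The mean difference between replicates, per gene and in log2 units, was 0.23 in YNBG + BaP (range 0.22 to 0.25 over 3 pairs) and 0.20 in YNBG, where all 3 pairs had 0.20. Pairs from different groups differed by 0.33 to 0.36, more than any pair of replicates. The share of PC1 rose to 93.5% with the 500 most variable genes after DESeq2's variance stabilizing transform, chosen after seeing the data, which moved it most. It was 47.5% with each gene scaled to unit variance, the lowest of the alternatives.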

**Fig 5:**
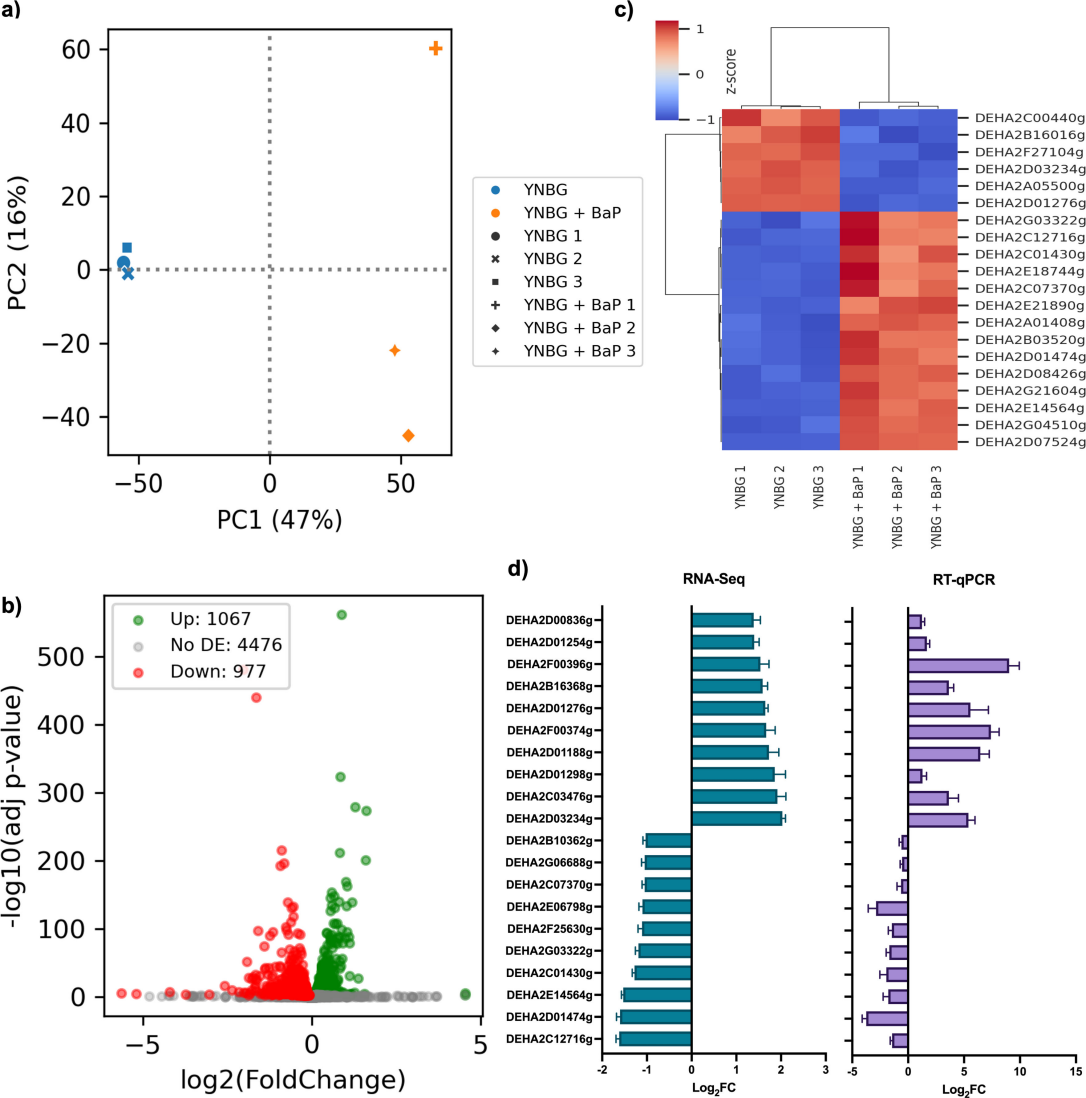
Transcriptomic analysis of *D. hansenii* exposed to glucose and 100 ppm of BaP. (**a**) Principal component analysis YNBG control (YNBG 1, YNBG 2, and YNBG 3) and YNBG + BaP treatment (YNBG + BaP 1, YNBG + BaP 2, and YNBG + BaP 3). (**b**) Volcano plot obtained from the differential expression analysis (adjusted *P* value < 0.05). (**c**) Top 20 most upregulated (orange-red) and most downregulated (blue) genes based on RNA-Seq differential expression analysis (control condition: YNBG; experimental condition: YNBG + 100 ppm BaP). (**d**) RT-qPCR validation of the 10 most overexpressed and the 10 most underexpressed genes identified through RNA-Seq differential expression analysis.

Differential gene expression analysis revealed 977 upregulated and 1,067 downregulated genes under BaP treatment in glucose-supplemented conditions (Fig. 5b). 

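Relative to the libraries labelled YNBG, 1141 genes were upregulated and 1074 downregulated in those labelled YNBG + BaP, 2215 of the 6229 tested. The median absolute log2 fold change of the differentially expressed genes was 0.26. It reached at least 1 for 79 genes, of which 17 were upregulated and 62 downregulated. Groups did not overlap in normalized CPM for 45.5% of the tested genes, where 3 libraries against 3 give 10% by chance. Scaling moved the directions, with 872 upregulated and 1395 downregulated under upper quartile normalization and 706 and 1648 under total count scaling. DESeq2 gave 1067 upregulated and 977 downregulated genes. With each library left out in turn, the number of differentially expressed genes stayed between 1853 and 2063.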

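Among the ORFs with large changes when glucose was present, DEHA2C12716g (chromosome C, 1110679 to 1111521) had 200.4 ± 17.6 normalized CPM in the libraries labelled YNBG + BaP and 65.4 ± 3.14 in those labelled YNBG (SD, n = 3 per group). Its log2 fold change was 1.62 (standard error 0.057, adjusted p = 9.0e-32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DEHA2D01474g (chromosome D, 133100 to 134683) had 99.5 ± 5.13 against 32.9 ± 2.08, a log2 fold change of 1.59 (standard error 0.0748, adjusted p = 1.3e-26, edgeR). DEHA2D03234g (chromosome D, 279483 to 281027) changed the other way, with 53.4 ± 4.91 against 218 ± 5.50, a log2 fold change of -2.03 (standard error 0.0567, adjusted p = 2.9e-38, edgeR). The 14 ORFs drawn as upregulated in Fig. 5c had log2 fold changes between 0.54 and 1.62, and the 6 drawn as downregulated between -2.03 and -0.71. All 20 were called in the direction drawn there, over all genes tested and adjusted over the list alone, under every scaling and with each library left out. The study picked them on these libraries, so this is not independent evidence.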

The most affected ORFs were predominantly linked to pathways involved in xenobiotic metabolism, redox homeostasis, membrane transport, and central carbon flux (Fig. 5c). In contrast, downregulated genes showed significant enrichment in functional categories related to ion transport, protein folding, and broad-spectrum stress responses. Functional annotations were retrieved from InterPro (49). To validate these findings, we independently assessed the expression of the 10 most upregulated and 10 most downregulated ORFs via RT-qPCR using custom-designed oligonucleotides (Table S1). As illustrated in Fig. 5d, the resulting expression profiles closely reflected the RNA-Seq data, providing further support for the reproducibility of the BaP-induced transcriptional signature.

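The 10 ORFs drawn as overexpressed in Fig. 5d had a median log2 fold change of -1.66 in the RNA-Seq counts of the libraries labelled YNBG + BaP against those labelled YNBG, with a range of -2.03 to -1.40. The 10 ORFs drawn as underexpressed had a median of 1.15 and a range of 1.03 to 1.62. All 20 passed the adjusted p of 0.05 over all genes tested and adjusted over the list alone, and they kept these directions under every scaling and with each library left out. DEHA2C03476g (chromosome C, 320490 to 322865), of low abundance, had 5.48 ± 1.28 normalized CPM in YNBG + BaP and 21.0 ± 2.99 in YNBG (SD, n = 3), a log2 fold change of -1.92 (standard error 0.170, adjusted p = 1.7e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DEHA2E14564g (chromosome E, 1161289 to 1162392) had 728 ± 24.2 against 252 ± 3.66, a log2 fold change of 1.53 (standard error 0.0361, adjusted p = 4.7e-42, edgeR). The RT-qPCR measurements were not analysed here.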

Following RT-qPCR validation, we performed functional annotation of the upregulated genes using GO and KEGG databases. GO term enrichment analysis (Fig. 6a) highlighted overrepresentation in categories related to redox homeostasis, cellular stress responses, and various metabolic processes. In parallel, KEGG pathway mapping (Fig. 6b) revealed that a substantial portion of these genes is involved in core metabolic routes, including the pentose phosphate pathway, the tricarboxylic acid cycle, the glyoxylate shunt, and lipid metabolism (see Fig. S4 for a visual representation of all the KEGG maps that were identified as overrepresented under this specific condition; please refer to Table S4 for a list of interactive links of these KEGG maps). 

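Table S4 links 14 KEGG maps to ORFs that the study found upregulated in these libraries. For 8 of the maps the list of ORFs was complete, and these name 54 distinct ORFs. All 54 were upregulated in the libraries labelled YNBG + BaP, with edgeR as with DESeq2. The median log2 fold change was 0.22 for the 10 ORFs of the pentose phosphate pathway (map dha00030), 0.24 for the 11 of the citrate cycle (dha00020), 0.25 for the 10 of glyoxylate and dicarboxylate metabolism (dha00630) and 0.28 for the 10 of fatty acid degradation (dha00071). Because the ORFs were selected on the same libraries, these values are not independent evidence for the pathways.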

Taken together, these results suggest that *D. hansenii* reprograms its metabolism when challenged with BaP, redirecting both energy flow and redox capacity toward detoxification and stress adaptation.

**Fig 6:**
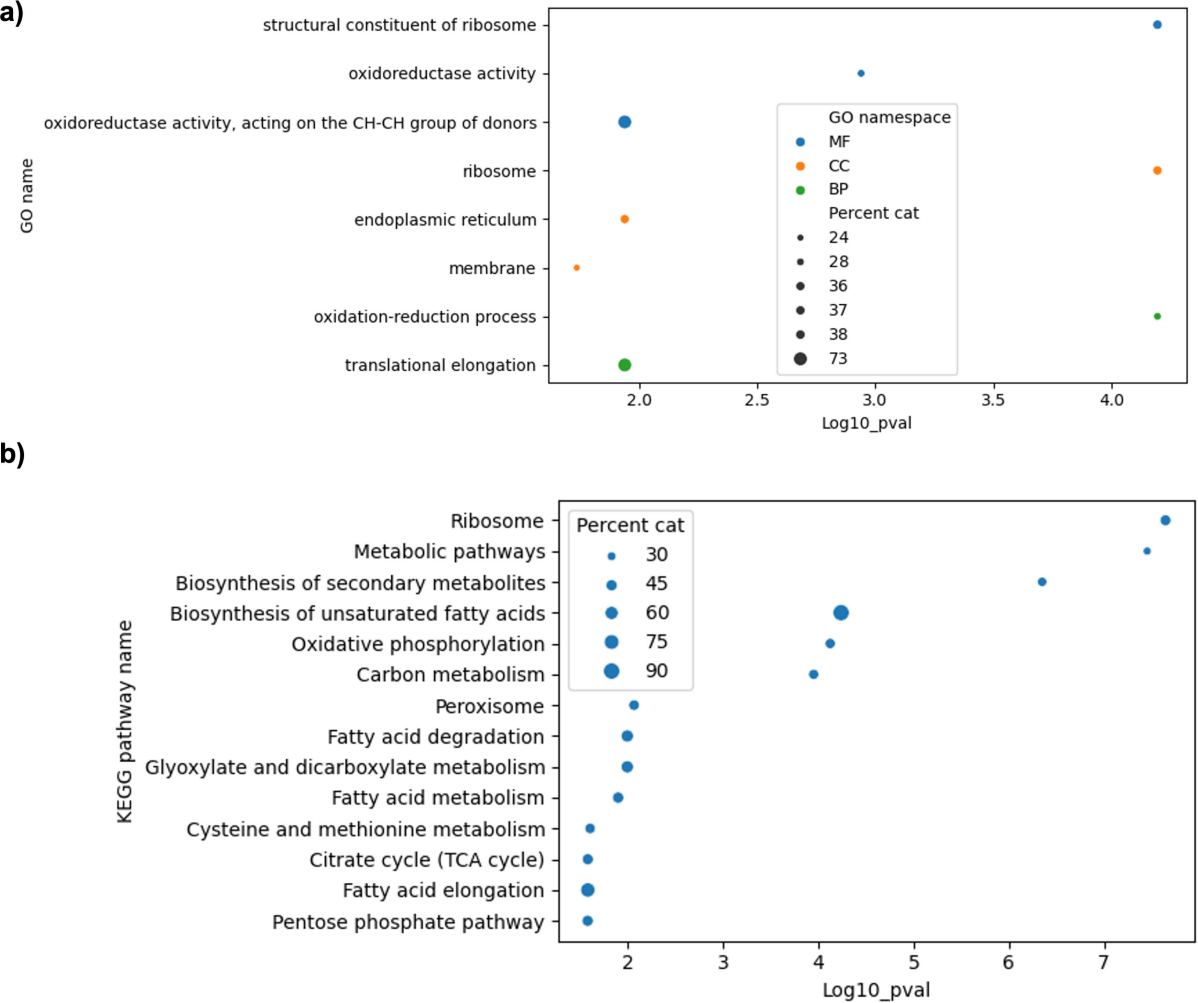
Significantly enriched categories identified through functional analysis during cometabolism. (**a**) Gene Ontology (GO) analysis and (**b**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. This analysis only includes overexpressed genes.

However, the changes were more pronounced in the absence of glucose, which is somewhat expected, given that carbohydrate catabolism is favored under glucose-rich conditions. In contrast, when carbohydrates such as glucose are absent, anabolic processes tend to predominate, thereby enhancing the activity of the aforementioned metabolic pathways.

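Over all genes tested, the median absolute log2 fold change was 0.20 in the first experiment (YNB + BaP against YNBG) and 0.13 in the second (YNBG + BaP against YNBG). Such a median also grows with the spread between replicates. The biological coefficient of variation estimated by edgeR was 7.97% in the first experiment and 5.24% in the second. The numbers of differentially expressed genes, 2291 and 2215, were close. A test of the difference between both effects, on all 12 libraries at 72 h, called 1738 of 6258 genes. The effect was more positive without glucose for 888 of them and more positive with glucose for 850. Scaling to *ACT1* shifted this difference by a median of -0.16 over all genes. With each library left out, between 1293 and 2049 genes were called.
For the pentose phosphate pathway and the citrate cycle, the difference depended on the experiment in which the ORFs had been selected. The 8 ORFs of the former in Table S3, selected in the first experiment, had a median log2 fold change of 0.49 there and of 0.09 in the second, whereas the 10 ORFs in Table S4, selected in the second, had 0.13 in the first and 0.22 in the second. The 12 ORFs of the citrate cycle in Table S3 had 0.37 in the first experiment and 0.01 in the second, and the 11 ORFs in Table S4 had 0.10 and 0.24. For glyoxylate and dicarboxylate metabolism, the 10 ORFs of Table S3 had 0.58 and 0.23, and the 10 ORFs of Table S4 had 0.25 in both. For fatty acid degradation the first experiment had the larger median by either selection, with 0.36 and 0.28 for the 11 ORFs of Table S3 and 0.35 and 0.28 for the 10 ORFs of Table S4.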

To determine whether glucose modulates the detoxification response, we re-examined the expression of five key ORFs previously identified as BaP-responsive (Fig. 4), now under cometabolic conditions (YNBG + BaP vs YNBG). 

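At 72 h in the second experiment, the CYP DEHA2E18590g had 90.6 ± 5.86 normalized CPM in the libraries labelled YNBG + BaP and 57.3 ± 2.48 in those labelled YNBG (SD, n = 3), a log2 fold change of 0.66 (standard error 0.0688, adjusted p = 6.3e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The CPR is printed as DEHA2C07228g in Fig. 7, an identifier absent from the counts, and was taken to be DEHA2C07238g (chromosome C, 638754 to 639608), the CPR of Fig. 4 and Table S1. For DEHA2C07238g the log2 fold change was 0.18 (standard error 0.0419, adjusted p = 0.00047, edgeR). The CYP DEHA2C02596g, at 0.07 (standard error 0.0679, adjusted p = 0.47, edgeR), the EH DEHA2A08404g, at 0.04 (standard error 0.0785, adjusted p = 0.74, edgeR), and the GST DEHA2D16302g, at 0.09 (standard error 0.188, adjusted p = 0.75, edgeR), did not differ beyond the replicate error. Thus 2 of these 5 ORFs were upregulated over all genes tested and 2 adjusted over the list alone.
Of these 5, 3 were upregulated in the first experiment (DEHA2E18590g, DEHA2A08404g and DEHA2D16302g), and adjusted over the list alone 3 were upregulated and 1 downregulated. Upper quartile, total count and *ACT1* scaling each gave 2 upregulated and 1 downregulated there. The effect in the first experiment minus that in the second was 0.97 for DEHA2A08404g (standard error 0.0945, adjusted p = 2.1e-07, edgeR), -0.42 for DEHA2E18590g (standard error 0.105, adjusted p = 0.0061, edgeR) and -0.38 for DEHA2C07238g (standard error 0.0836, adjusted p = 0.0023, edgeR). For DEHA2D16302g it was 0.39 and did not pass the threshold (standard error 0.163, adjusted p = 0.080, edgeR), nor did the difference for DEHA2C02596g.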

After 72 h of exposure, log_2_FC revealed expression patterns remarkably similar to those observed under BaP-only conditions (Fig. 7), suggesting that glucose does not suppress, but may instead support, the activation of xenobiotic metabolism and GSH homeostasis pathways. RT-qPCR validation of these genes confirmed the trends seen in the transcriptomic data, with minor discrepancies likely attributable to technical variation between platforms. These findings reinforce the central role of CYPs, GSTs, and antioxidant systems in *D. hansenii*’s response to BaP, highlighting a robust and conserved detoxification strategy regardless of carbon source availability (51).

**Fig 7:**
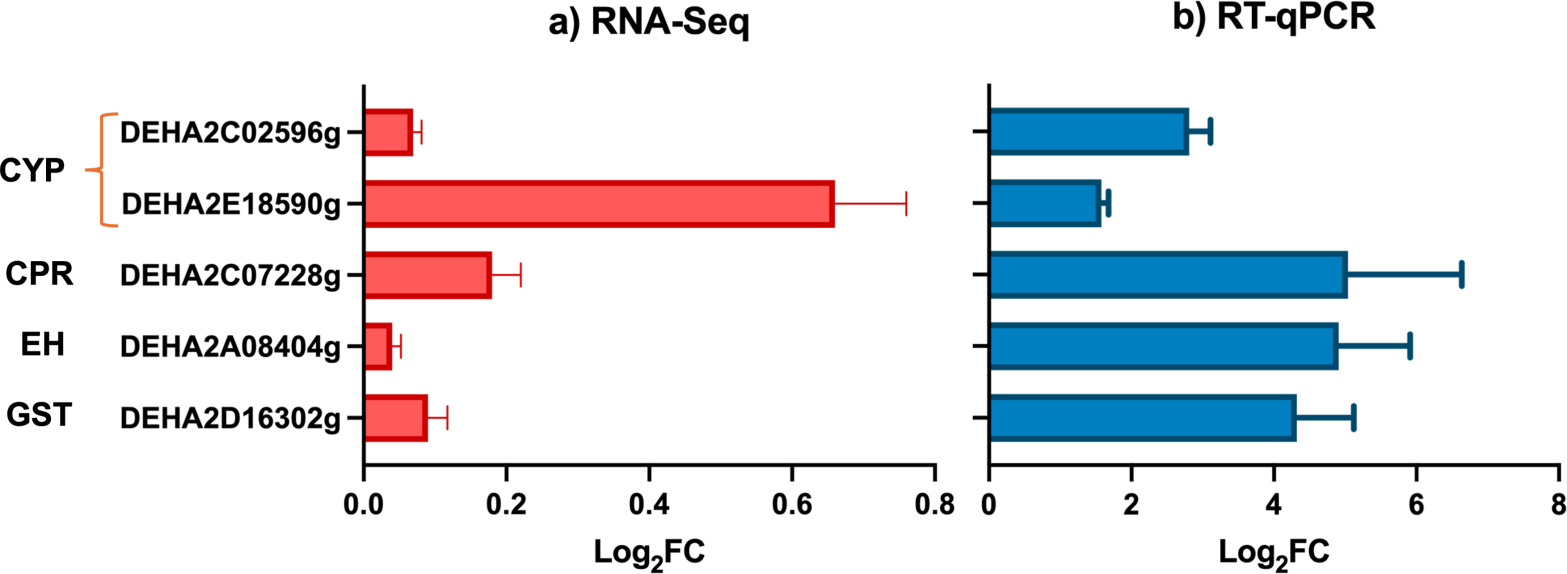
Relative expression of detoxification-related ORFs in *D. hansenii* exposed to BaP. (**a**) Differential expression analysis of ORFs obtained through RNA-Seq and (**b**) Log_2_FC of relative expression in the presence of glucose + BaP using the *ACT1* housekeeping gene as a normalizer. On the left axis: CYP, cytochrome P450; CPR, cytochrome P450 reductase; EH, epoxide hydrolase; GST, glutathione S-transferase.

Furthermore, exposure to BaP + glucose led to the strong induction of four CYP genes and their corresponding reductases, enzymes involved in the initial oxidation of BaP into reactive intermediates such as epoxides. These transcriptional changes coincided with the upregulation of EHs and GSTs, which mediate the conversion and conjugation of these intermediates into more stable, less toxic products.

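Of the 4 CYPs, 2 were upregulated in the libraries labelled YNBG + BaP, and 2 when adjusted over the list alone, DEHA2E18590g and DEHA2C01100g. DEHA2C01100g (chromosome C, 111320 to 112837) had 569 ± 9.52 normalized CPM with BaP and 526 ± 17.1 without (SD, n = 3), a log2 fold change of 0.12 (standard error 0.0344, adjusted p = 0.0059 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called under upper quartile, total count or *ACT1* scaling, nor without YNBG replicate 1, where its log2 fold change was 0.09, so that 1 CYP was upregulated in each of these cases. DEHA2E18634g, at 0.03 (standard error 0.0587, adjusted p = 0.72, edgeR), did not differ between the groups beyond the replicate error. Among the 6 CPRs, 2 were upregulated (DEHA2C07238g and DEHA2A08756g) and 1 was downregulated, by both adjustments. The downregulated CPR, DEHA2G17578g (chromosome G, 1430726 to 1432768), had 128 ± 4.02 against 164 ± 8.68, a log2 fold change of -0.36 (standard error 0.0507, adjusted p = 4.6e-08, edgeR). Total count scaling, *ACT1* scaling and leaving out YNBG + BaP replicate 1 each gave 1 upregulated and 1 downregulated CPR.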

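Neither of the 2 EHs was called in the second experiment, with 0 at an unadjusted p under 0.05 and log2 fold changes between 0.02 and 0.04. Their median changed sign with the scaling, from 0.03 with TMM to -0.03 by total count. Of the 8 GSTs, 3 were upregulated over all genes tested and adjusted over the list alone, with a median of 0.09 over the family. DEHA2C16566g had 185 ± 4.15 normalized CPM in the libraries labelled YNBG + BaP and 165 ± 8.34 in those labelled YNBG (SD, n = 3), a log2 fold change of 0.17 (standard error 0.0477, adjusted p = 0.0038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without YNBG replicate 3 its log2 fold change was 0.13 and no longer passed the threshold, which left 2 GSTs. Total count and *ACT1* scaling each left 1 upregulated GST.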

Simultaneously, the yeast activated genes coding for antioxidant enzymes, including superoxide dismutase (SOD), catalase (CAT), and glutathione peroxidase (GP) (Fig. 4), which help neutralize ROS generated during BaP metabolism. 

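Of the 5 ORFs of Fig. 4 for SOD, CAT and GP, 2 were upregulated in the libraries labelled YNBG + BaP, and 2 adjusted over the list alone. Both were SODs. DEHA2G17732g (chromosome G, 1444607 to 1445309) had 1211 ± 25.5 normalized CPM against 889 ± 12.2 in YNBG (SD, n = 3), a log2 fold change of 0.45 (standard error 0.0318, adjusted p = 2.6e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DEHA2G04818g rose as well. The third SOD, DEHA2E01232g (chromosome E, 103865 to 104500), had a log2 fold change of -0.12 (standard error 0.071, adjusted p = 0.19, edgeR), and it was called downregulated only under total count scaling, at -0.18. The CAT DEHA2B16214g and the GP DEHA2C08316g did not reach an unadjusted p under 0.05.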

Taken together, these expression patterns reflect the deployment of a cellular program that integrates enzymatic detoxification with redox defense mechanisms in *D. hansenii* exposed to BaP.

In summary, our physiological and transcriptomic analyses revealed that *D. hansenii* maintains growth and efficiently degrades BaP under both glucose-limited and cometabolic conditions. The yeast activates a detoxification program encompassing xenobiotic metabolism, antioxidant defenses, membrane transport, and metabolic reprogramming. These responses were consistent across two independent RNA-Seq experiments, highlighting the robustness and reproducibility of *D. hansenii*’s adaptation to BaP exposure (Table S2). 

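Across the 6177 genes tested in both experiments, which share no library, the log2 fold changes had a Pearson correlation of 0.284, and 58.8% of the genes had the same sign. Genes are not independent replicates, so no p is given, and this is 1 of 15 pairs of comparisons that were viewed. The correlation moved most among the 948 genes called in both experiments, to 0.50, and lay between 0.241 and 0.314 with each library left out. If the calls of both experiments were independent, 816 genes would be called in both. Of the 948 genes, 372 were upregulated in both experiments, 327 downregulated in both and 249 went opposite ways, so that 73.7% kept their sign. The effect itself differed between the experiments for 395 of them. Only the first experiment called 1336 genes, and only the second called 1259.
In the plot of the 27 detoxification-related ORFs, 9 were upregulated and 1 was downregulated in the second experiment, over all genes tested and adjusted over the list alone, with log2 fold changes from -0.36 to 0.66 and a median of 0.08. Camera and fry again gave an upward shift at an unadjusted p under 0.05. Total count scaling gave 5 upregulated and 2 downregulated, and *ACT1* scaling 5 and 1. The paper set up the second experiment to separate BaP from glucose limitation, and it states that the responses were consistent across both experiments.

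**Figure D1:**
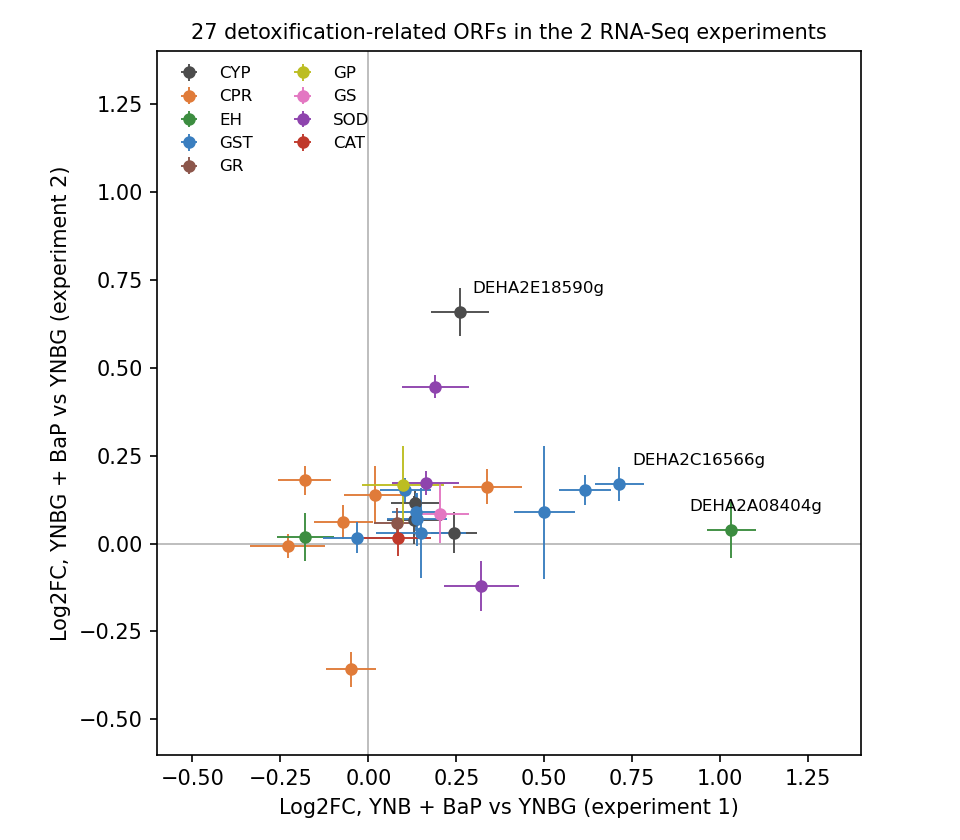
Log2 fold change of the 27 ORFs of Fig. 4 in the first experiment (YNB + BaP against YNBG, horizontal axis) and in the second (YNBG + BaP against YNBG, vertical axis), with TMM scaling, points coloured by enzyme class and bars of 1 standard error from edgeR. The EH DEHA2A08404g stands at 1.03 and 0.04 and the CYP DEHA2E18590g at 0.26 and 0.66. Most points lie within a few standard errors of 0 on both axes. Scaled to *ACT1*, the median of the horizontal values turns from 0.14 to -0.08, with a median shift of -0.21 over all genes.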

Taken together, these findings provide a comprehensive molecular framework for understanding the mechanisms underpinning *D. hansenii*’s survival mechanisms and set the foundation for the discussion of its potential as an extremophilic bioremediation agent.

## DISCUSSION

This study provides an integrated physiological and transcriptomic perspective on *D. hansenii*’s response to BaP, highlighting its remarkable resilience and metabolic flexibility. The yeast not only tolerates BaP but maintains growth and achieves substantial degradation under both glucose-limited and cometabolic conditions (Fig. 1a) in agreement with previous findings (21, 23). Notably, its reported capacity to survive up to 500 ppm BaP, alongside its ability to metabolize other hydrocarbons such as n-dodecane and thrive in high-salinity, cold, or metal-stressed environments, further supports its promise as a bioremediation agent in extreme ecological niches (26, 27, 52).

Growth and biomass assays (Fig. 1b and c) revealed that *D. hansenii* grows slower and accumulates less biomass when BaP is the sole carbon source, likely due to the energetic cost associated with detoxification processes. This adaptation, also described in *Candida albicans*, *Saccharomyces cerevisiae*, and *R. mucilaginosa*, supports survival in the absence of glucose and aligns with the broader concept of metabolic trade-offs under toxic exposure (23, 28, 53–55).

Regarding BaP degradation, it was previously reported that *D. hansenii*, when grown in YNB medium supplemented with 100 ppm of BaP and in the absence of glucose, was able to degrade 84% of the compound within 10 days. This degradation rate surpassed those observed in *C. albicans* (77%), *R. mucilaginosa* (70%), and *S. cerevisiae* (79.5%) under the same experimental conditions (23).

Under cometabolic conditions, glucose supplementation enhanced both biomass production and BaP degradation efficiency, increasing from 65.0% in minimal medium to 73.1% with glucose after 6 days (Fig. 1d). This pattern mirrors observations in other microbes, such as *Armillaria* sp., *Acinetobacter johnsonii*, and *Pichia anomala*, where glucose acts as a co-substrate that fuels detoxification enzymes (19, 20, 56). Interestingly, glucose consumption decreased in BaP-exposed cultures (Fig. 1e), suggesting either a redirection of metabolic activity toward BaP degradation or a chemical stress-induced slowdown of glycolytic flux (57).

The metabolic flexibility of *D. hansenii* is further evidenced by its ability to utilize hydrophobic substrates in hydrocarbon-rich environments, a trait it shares with other extremotolerant organisms (21, 23, 52). Such metabolic rerouting has also been observed in bacteria, where exposure to xenobiotics redirects carbon and energy fluxes toward detoxification, often at the expense of growth (58–60).

In glucose-limited media (YNB + BaP), *D. hansenii* appears to favor survival over proliferation by activating detoxification pathways and stress maintenance programs rather than investing in biomass accumulation. This strategy reflects a broader adaptive principle observed in multiple fungi and yeasts exposed to PAHs (21, 23, 61).

This work offers the first transcriptomic insight into the *D. hansenii* response to BaP, revealing a tightly regulated network of detoxification, redox control, and metabolic adaptation (see Table S2). Similar transcriptional or proteomic responses have been described in *Aspergillus* spp., *R. mucilaginosa*, *S. cerevisiae*, *Dentipellis* sp., and in the marine alga *Ulva lactuca* under xenobiotic stress (9, 28, 29, 51, 54, 62). These parallels suggest a conserved eukaryotic strategy to cope with aromatic hydrocarbon toxicity.

Nutrient availability, particularly glucose, clearly modulated transcriptional responses. PCA (Fig. 2a and 5a) revealed that glucose-limited conditions produced a more uniform expression pattern, while cometabolic conditions triggered a broader, more dynamic response (63). This distinction underscores the dual role of glucose as both an energy source and a modulator of detoxification under chemical stress (64, 65).

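The biological coefficient of variation common to all genes, estimated by edgeR within each experiment, was 7.97% in the first experiment and 5.24% in the second. Replicates differed by more than counting noise in every group. The chi-square statistic per degree of freedom between pairs of replicates, which grows with depth, was 2.02 to 4.60 in YNB + BaP and 5.84 to 31.4 in YNBG of the first experiment, where the pairs with replicate 1 had the highest values. In the second experiment, at greater depth, it was 4.61 to 8.88 in YNBG + BaP and 3.79 to 4.94 in YNBG.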

Functional enrichment analysis (Fig. 3 and 6) showed significant overrepresentation of genes involved in xenobiotic metabolism, redox homeostasis, the glyoxylate cycle, carbohydrate processing, and membrane transport. These metabolic modules appear to form the molecular foundation of *D. hansenii’s* adaptive response to BaP, facilitating detoxification and stress resistance (Table S2).

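A test of each list of ORFs on libraries other than those it was selected on was possible for the complete KEGG maps. Camera, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the maps, called 7 of the 29 maps of Table S3 in the second experiment. Of these, 6 were shifted upward in the libraries labelled YNBG + BaP. They were glyoxylate and dicarboxylate metabolism (dha00630, adjusted p = 0.014), cysteine and methionine metabolism (dha00270, adjusted p = 0.031), methane metabolism (dha00680, adjusted p = 0.017), arginine and proline metabolism (dha00330, adjusted p = 0.012), fatty acid degradation (dha00071, adjusted p = 0.012) and the citrate cycle (dha00020, adjusted p = 0.015), all from limma's camera. The median log2 fold changes of these 6 maps ran from 0.01 for the citrate cycle to 0.28 for fatty acid degradation. Of the 12 ORFs of the citrate cycle, 5 were upregulated and 0 downregulated. Biotin metabolism (dha00780, 3 ORFs) was shifted downward, with a median log2 fold change of -0.42 (limma's camera, adjusted p = 0.00088). All 7 calls held under fry, which called 23 maps, 20 upward and 3 downward. With a correlation estimated for each map, camera called 0 (3 at an unadjusted p under 0.05).
Of the 8 complete maps of Table S4, camera called 2 in the first experiment, both upward in YNB + BaP. These were fatty acid degradation, with a median log2 fold change of 0.35 (limma's camera, adjusted p = 2.0e-05), and glyoxylate and dicarboxylate metabolism (adjusted p = 0.019). Both held under fry, which called all 8. The number called by camera was 1 without YNBG replicate 2 or replicate 3 and 4 without YNBG replicate 1 or YNB + BaP replicate 3, and the estimated correlation gave 0 (1 at an unadjusted p under 0.05). Over the 139 ORFs of Table S3, 58 were upregulated and 19 downregulated in the second experiment, and over the 54 of Table S4, 24 were upregulated and 3 downregulated in the first.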

Across conditions, *D. hansenii* consistently activated seven key pathways related to xenobiotic degradation, antioxidant defense, and carbon rerouting, particularly the glyoxylate cycle, which supports energy conservation under stress. This metabolic shift resembles responses observed in *S. cerevisiae* exposed to acetic acid (66, 67), *Candida glabrata* within macrophages (68, 69), and various bacteria under oxidative or chlorine stress (70, 71).

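Table S2 does not state on which experiment its ORFs were picked, so its counts are not independent evidence in either. Of the 99 ORFs, 39 were upregulated and 15 downregulated in the libraries labelled YNBG + BaP, and 42 and 15 adjusted over the list alone. Total count scaling gave 26 upregulated and 20 downregulated ORFs. Detoxifying ORFs had 18 upregulated and 3 downregulated of 38, and glutathione metabolism had 5 of 9 upregulated and none downregulated. Methane metabolism had 6 upregulated and 1 downregulated of 11. Glyoxylate and dicarboxylate metabolism had the same numbers among 10 ORFs. In the other lists both directions occurred or calls were few, with 4 upregulated and 2 downregulated of 14 for oxidoreductases acting on CH-OH groups, 2 and 2 of 6 for propionate metabolism, 3 and 4 of 9 for the catabolism of C-2 compounds and 3 and 4 of 13 for ring rupture. Of the 5 ORFs of butanoate metabolism, 1 was downregulated. Leaving out single libraries moved this last tally to between 0 and 2 called ORFs (2 of the 5 at an unadjusted p under 0.05 where 0 were called), and without YNBG replicate 1 the tally for ring rupture was 2 and 2.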

Phase I detoxification was especially robust, as evidenced by the strong upregulation of CYP monooxygenases (especially *DhDIT2* and DEHA2C02596g), and their reductases (CPRs), which mediate the initial oxidation of BaP. These enzymes convert BaP into reactive epoxides, which are subsequently transformed by EHs into less harmful diols. This sequential enzymatic strategy resembles fungal detoxification pathways reported in *Aspergillus* spp. and *R. mucilaginosa* (23, 28, 29, 62, 72).

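DEHA2C02596g (chromosome C, 235471 to 237045) had 153 ± 9.96 normalized CPM in YNB + BaP and 140 ± 6.08 in YNBG (SD, n = 3). Its log2 fold change of 0.13 did not pass the threshold (standard error 0.077, adjusted p = 0.20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 1 of the fits, the one without YNBG replicate 1, at 0.16. *DhDIT2* was not analysed here. Of the 6 CPRs of Fig. 4, DEHA2A08756g (chromosome A, 716706 to 718109) was upregulated in YNB + BaP, also when adjusted over the list alone, with 82.1 ± 10.9 against 65.1 ± 4.04 and a log2 fold change of 0.34 (standard error 0.0984, adjusted p = 0.019, edgeR). This call was lost, leaving 0 CPRs called, without YNBG replicate 2 (3 at an unadjusted p under 0.05), YNB + BaP replicate 1 (2) or YNB + BaP replicate 2 (1). Upper quartile and total count scaling called 0 CPRs upregulated and 2 downregulated, and *ACT1* scaling 0 and 4. With TMM, DEHA2C07238g had a log2 fold change of -0.18 (standard error 0.0755, adjusted p = 0.079, edgeR) and DEHA2E08228g (chromosome E, 648490 to 649389) of -0.23 (standard error 0.106, adjusted p = 0.11, edgeR). DEHA2E08228g was called downregulated without YNBG replicate 3, at -0.31.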

The phase II response featured increased expression of GSTs, glutathione reductase (GR), GP, and glutathione synthetase (GS), enabling the conjugation of electrophilic intermediates and the recycling of reduced GSH (73). This system was supported by the upregulation of antioxidant enzymes such as SOD and CAT, which collectively manage ROS levels generated during BaP metabolism (74).

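GR (DEHA2E13442g), GP (DEHA2C08316g) and GS (DEHA2C15620g) each have 1 ORF in Fig. 4, and none of them was called in either experiment over all genes tested. DEHA2C15620g reached an unadjusted p under 0.05 in the first experiment. Leaving out YNBG replicate 1 of the first experiment gave upregulated GP and GS, and leaving out its YNBG replicate 3 gave upregulated GS. Together with the 8 GSTs, 10 of these 11 ORFs had a log2 fold change above 0 in the first experiment and 11 of 11 in the second. There, 3 of the 11 were upregulated, all GSTs, also when adjusted over the list alone. That number was 1 under total count and *ACT1* scaling. As a set the 11 ORFs were shifted upward at an unadjusted p under 0.05 by both camera and fry in the first experiment, and by fry but not by camera in the second. With *ACT1* scaling the median of the set turned negative in the first experiment, at -0.08.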

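In the first experiment, 1 of the 5 ORFs for SOD, CAT and GP was upregulated over all genes tested and 0 adjusted over the list alone (1 at an unadjusted p under 0.05). It was the SOD DEHA2E01232g, with 75.3 ± 3.71 normalized CPM in YNB + BaP and 60.2 ± 9.68 in YNBG (SD, n = 3), a log2 fold change of 0.32 (standard error 0.106, adjusted p = 0.032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost under upper quartile, total count and *ACT1* scaling and, leaving 0 called (1 at an unadjusted p under 0.05 each time), without YNBG replicate 3 or any 1 of the YNB + BaP replicates. The SODs DEHA2G17732g, at 0.19 (standard error 0.0951, adjusted p = 0.14, edgeR), and DEHA2G04818g, at 0.16 (standard error 0.0965, adjusted p = 0.20, edgeR), were not called. Both were upregulated without YNBG replicate 1, which gave 4 of the 5 ORFs, and with the gene length trend removed, which gave 3. The CAT DEHA2B16214g was called under none of the settings run. With *ACT1* scaling the median of the 5 ORFs turned from 0.16 to -0.05.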

Comparable GSH-antioxidant systems have been described in *C. albicans* and *Penicillium chrysogenum*, where detoxification is linked to NADPH production via the pentose phosphate pathway (75, 76). Although the GABA shunt was not significantly upregulated in *D. hansenii*, the transcriptomic data suggest a compensatory reliance on the pentose phosphate and glyoxylate cycles as primary sources of NADPH and biosynthetic precursors under stress (74, 77, 78).

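Table S2 names 3 ORFs for 4-aminobutyrate aminotransferase and glutamate decarboxylase, which are enzymes of the GABA shunt. All 3 were upregulated in YNB + BaP in the first experiment, over all genes tested and adjusted over the list alone, although the study picked its ORFs of interest with these libraries at hand, and these 3 were singled out after their values were seen. DEHA2F10450g (chromosome F, 898315 to 900024) had a log2 fold change of 0.47 (standard error 0.0682, adjusted p = 0.00045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and DEHA2F09306g (chromosome F, 800609 to 802108) of 0.41 (standard error 0.0717, adjusted p = 0.0014, edgeR). The remaining ORF was DEHA2C16324g. With *ACT1* scaling DEHA2F09306g was no longer called, which left 2. With glucose and BaP, 0 of the 3 were called (2 at an unadjusted p under 0.05), and 1 was upregulated without YNBG + BaP replicate 1, without YNBG + BaP replicate 3 or with the gene length trend removed.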

In addition to detoxification, *D. hansenii* undergoes substantial metabolic reprogramming under BaP stress. 

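In the first experiment, the ORFs that Table 1 and Table S2 annotate as enzymes of gluconeogenesis and the glyoxylate cycle were higher in YNB + BaP than in YNBG. The ORF for phosphoenolpyruvate carboxykinase, DEHA2E18568g (chromosome E, 1531535 to 1533196), had 3842 ± 81.3 normalized CPM with BaP and 2087 ± 84.9 in YNBG (SD, n = 3), a log2 fold change of 0.88 (standard error 0.0695, adjusted p = 7.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DEHA2D12936g (chromosome D, 1088647 to 1090299) had a log2 fold change of 1.02 (standard error 0.0929, adjusted p = 1.9e-05, edgeR) and DEHA2E13530g (chromosome E, 1072347 to 1074002) of 0.75 (standard error 0.0908, adjusted p = 0.00012, edgeR). DEHA2C01584g (chromosome C, 154625 to 155761) rose least, by 0.28 (standard error 0.0876, adjusted p = 0.025, edgeR). It was not called under total count and *ACT1* scaling or without YNBG replicate 2, YNBG replicate 3, YNB + BaP replicate 1 or YNB + BaP replicate 2. Upper quartile normalization also called 3 of the 4 ORFs. With TMM all 4 were upregulated over all genes tested and adjusted over the list alone, in lists that the study picked with these libraries at hand. The YNB + BaP cultures lacked the glucose that the YNBG cultures received. Yet these YNBG cultures already had more of 3 of the 4 ORFs than the YNBG cultures of the second experiment, and 1 was not called. DEHA2E18568g had 2057 ± 76.7 normalized CPM in YNBG of the first experiment and 18.4 ± 0.913 in YNBG of the second, scaled together. Where both groups had glucose, in the second experiment, 1 of the 4 was upregulated and 1 downregulated over all genes tested, and 2 and 1 adjusted over the list alone. Total count scaling, *ACT1* scaling and leaving out YNBG + BaP replicate 2 each left the downregulated ORF as the only call there.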

Upregulated genes involved in the glyoxylate cycle, β-oxidation, and the TCA cycle indicate a shift in carbon flux to preserve ATP generation and redox homeostasis. Prior studies have shown that *D. hansenii* also activates the glyoxylate cycle under salt stress, suggesting that this pathway may represent a core survival mechanism across different environmental insults (79), similarly to what occurs in the presence of BaP. These patterns align with adaptations observed in *Aspergillus* spp. under glucose-rich conditions and in *R. mucilaginosa* exposed to PAHs, where energetic metabolism shifts support stress endurance (28, 62).

Structurally, *D. hansenii* exhibits upregulation of ATP-binding cassette (ABC) and major facilitator superfamily (MFS) transporters, alongside genes involved in lipid remodeling, suggesting not only active export of BaP-derived metabolites, but also a concerted adaptation to maintain membrane stability under xenobiotic stress. Similar strategies have been reported in *Fusarium solani*, *Yarrowia lipolytica*, and *Trichosporon* spp., where PAHs interact with membrane bilayers, prompting changes in lipid composition and transporter activity to facilitate pollutant efflux and limit membrane permeability (80–83). These alterations are essential for survival in environments rich in hydrophobic toxics like BaP, which tend to accumulate in cellular membranes and impair their function (7).

Although *AOX1* expression was undetectable, transcriptional signatures indicative of mitochondrial metabolic changes were evident. This may reflect the activation of alternative energetics strategies, such as the activation of the glyoxylate pathway. In *Candida parapsilosis*, for instance, exposure to hydroxyaromatic compounds leads to the induction of mitochondrial carriers that connect xenobiotic degradation to central carbon metabolism, ensuring energy production under stress (84). Moreover, it has been shown that PAHs can disrupt mitochondrial membrane potential and function, leading to compensatory adjustments in respiratory chain components, antioxidant defenses, and metabolic fluxes, as described in yeast and mammalian systems (85, 86). These parallels suggest that *D. hansenii* may adopt a comparable metabolic reprogramming to mitigate the deleterious effects of BaP at the organelle level.

Although our results support a detoxification response to BaP, it remains unclear whether *D. hansenii* carries out a true catabolic degradation of this compound beyond GSH conjugation and export. GC-MS analysis suggests the presence of some aromatic and aliphatic compounds sharing structural similarities with phthalic acid ester derivatives, phenols substituted with bulky alkyl groups, non-phthalic aromatic esters, and carboxylic acids, as shown in Fig. S5. These compounds are commonly associated with BaP and other PAH ring cleavage in previously described fungal degradation pathways (7, 11, 28, 87, 88). This observation suggests that, in addition to detoxification, *D. hansenii* may indeed initiate BaP breakdown.

This possibility is further supported by the overexpression of CYP, CPR, and EH, which are known to catalyze the oxidation and conversion of PAHs into epoxides and dihydrodiols susceptible to ring cleavage (7, 11, 87). Notably, we also observed the overexpression of ORFs whose gene products display alcohol dehydrogenase activity (DEHA2F03938g, DEHA2G05808g, and DEHA2C00880g), aldehyde dehydrogenase activity (DEHA2G09372g, DEHA2C01562g, and DEHA2F00792g), esterase and lipase activity (DEHA2E05940g), and specialized reductase activity (DEHA2B07678g, DEHA2C08602g, DEHA2C11550g, and DEHA2F09570g), as listed in Table S2. Some of these enzymes have also been reported in *R. mucilaginosa* and *Aspergillus* spp. and have been mentioned by other authors as part of fungal oxidative and reductive pathways involved in PAH degradation (28, 29, 89–92).

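All 11 ORFs were upregulated in YNB + BaP in the first experiment, over all genes tested and adjusted over the list alone, with log2 fold changes between 0.23 and 0.83 and a median of 0.54. The study picked them with these libraries at hand. The highest was the alcohol dehydrogenase DEHA2F03938g (chromosome F, 353823 to 354863), with 206 ± 10.0 normalized CPM in YNB + BaP and 116 ± 6.60 in YNBG (SD, n = 3) and a log2 fold change of 0.83 (standard error 0.0759, adjusted p = 1.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Total count scaling left 8 of the 11 and *ACT1* scaling 6. The 3 aldehyde dehydrogenases depended most on the setting, with 1 called under total count scaling or without YNB + BaP replicate 1 or replicate 2, and 0 under *ACT1* scaling (0 at an unadjusted p under 0.05).
The second experiment had 6 of the 11 upregulated and 3 downregulated in the libraries labelled YNBG + BaP, by both adjustments, and total count scaling gave 3 and 3. The 3 alcohol dehydrogenases were upregulated. Of the 3 aldehyde dehydrogenases, 2 were upregulated and 1 was downregulated, DEHA2F00792g (chromosome F, 74487 to 76001). DEHA2F00792g had a log2 fold change of -0.54 (standard error 0.0937, adjusted p = 4.3e-06, edgeR), against 0.31 in the first experiment (standard error 0.0671, adjusted p = 0.0044, edgeR). Of the 4 reductases, 1 was upregulated and 2 were downregulated, and without YNBG + BaP replicate 2 or YNBG replicate 3 the only call was 1 downregulated reductase.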

Although we cannot yet confirm the complete mineralization of BaP or the definitive redirection of its fragments toward central carbon metabolism, the enriched KEGG metabolic pathways and the putative metabolites detected by GC-MS suggest a process beyond simple detoxification. In fact, transcriptomic evidence and the obtained metabolic profiles indicate that *D. hansenii* may be involved in a catabolic degradation of BaP, like that reported for *Rhodosporidium kratochvilovae* (88). In this context, future studies focusing on metabolomic analyses will be key to elucidating the final fate of these derivatives and to confirm their integration into cellular metabolism.

The upregulation of CYP monooxygenases, CPRs, EHs, GSTs, and antioxidant enzymes highlights an integrated detoxification system in *D. hansenii*, combining phase I oxidation, phase II conjugation, and redox balance. This orchestrated response enables the yeast to process BaP-derived intermediates efficiently while minimizing oxidative damage (10, 23). Similar integrative detoxification strategies have been observed in *U. lactuca*, *A. sydowii*, and *R. mucilaginosa* under PAH exposure, supporting the notion of a conserved eukaryotic framework for PAHs and other xenobiotic defense (11, 28, 29, 51, 93, 94).

What truly distinguishes *D. hansenii* is its ability to thrive where most bioremediators fail. Salinity, cold, and metal-rich environments, harsh conditions typical of polluted sites, do not significantly hinder its growth or function. This extremotolerance, well-documented in previous studies (26, 27, 52), adds a critical layer of ecological relevance to its already impressive metabolic versatility. Much like *C. parapsilosis*, which adjusts its mitochondrial dynamics under xenobiotic stress (84, 85), *D. hansenii* appears to modulate both its organelles and membranes to remain viable and metabolically active in toxic environments.

Our findings converge in a five-tiered model (Fig. 8) that captures the structured and adaptive response of *D. hansenii* to BaP exposure. This model integrates xenobiotic sensing, antioxidant defense, conjugation and export of metabolites, and metabolic reprogramming into a cohesive framework that reflects both conserved eukaryotic strategies and the unique extremotolerance of this yeast. Crucially, this response remains effective even under glucose-limited conditions, underscoring *D. hansenii*’s potential for survival and biotransformation in harsh, contaminated environments.

**Fig 8:**
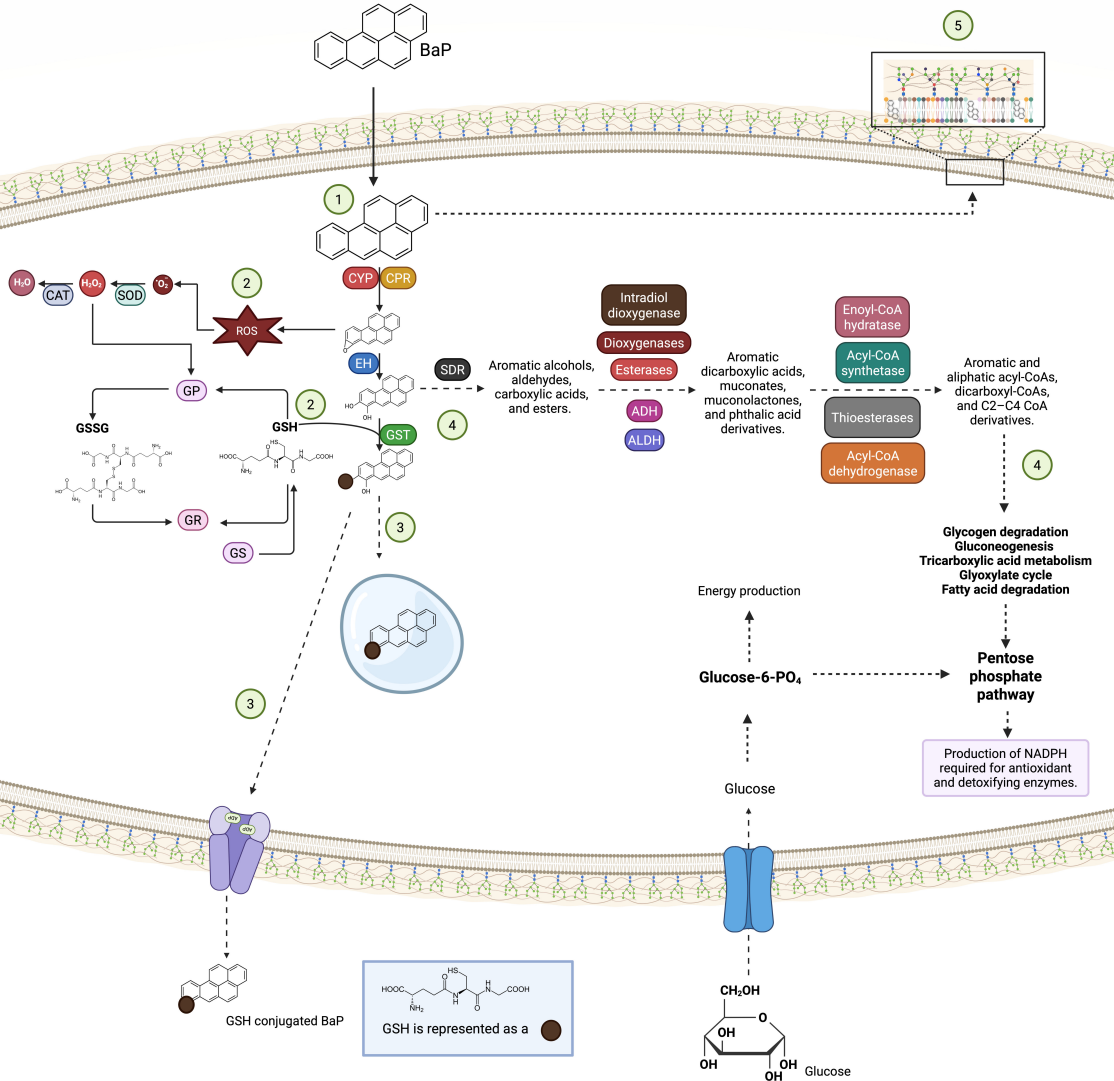
Five-tier model summarizing the adaptive response *of D. hansenii* to BaP exposure. After internalization (1), BaP is activated via cytochrome P450 (CYP) monooxygenases, NADPH-cytochrome P450 reductases (CPR), and epoxide hydrolases (EHs); (2) antioxidant defense through glutathione-related enzymes (glutathione S-transferases [GSTs], glutathione reductase [GR], glutathione peroxidase [GP], and glutathione synthetase [GS]) and ROS-scavenging enzymes (superoxide dismutase [SOD] and catalase [CAT]); (3) metabolite conjugation and export by ATP-binding cassette (ABC) and major facilitator superfamily (MFS) or vacuolar internalization; (4) catabolism (supported by the overexpression of short-chain dehydrogenase/reductases [SDR], alcohol dehydrogenases [ADH], aldehyde dehydrogenases [ALDH], and other enzymes) and metabolic reprogramming involving the pentose phosphate pathway, glyoxylate cycle, β-oxidation, and the tricarboxylic acid cycle to maintain redox balance; and (5) membrane remodeling. Under cometabolic conditions (presence of both glucose and BaP), glucose functions as the primary energy source. This figure was constructed using data from KEGG pathways that are significantly overrepresented in the presence of BaP (see Fig. S3 and S4; Table S2). Dotted lines indicate pathways that were not verified by RT-qPCR.

- Xenobiotic activation via CYPs and CPRs, leading to the formation of reactive epoxides.
- ROS generation consequent to BaP oxidation and detoxification of reactive intermediates through conjugation with GSH by GSTs, alongside the upregulation of genes involved in GSH synthesis and recycling.
- Elimination of conjugates via ABC and MFS transporters or internalization in the vacuole.
- Catabolism and maintenance of redox and energetic balance through the activation of the pentose phosphate pathway, glyoxylate cycle, and other metabolic processes.
- Membrane remodeling.

Overall, our results demonstrate that *D. hansenii* can grow and degrade BaP under both glucose-limited and glucose-supplemented conditions. Cometabolism enhanced biomass production and degradation efficiency, likely because glucose served as the primary energy source, sustaining growth and powering the enzymatic machinery required for BaP breakdown. This observation has practical implications for bioremediation, as the controlled addition of readily metabolizable carbon sources could be used to boost degradation performance while maintaining microbial viability in nutrient-poor contaminated environments.

### Conclusions

This study confirms that *D. hansenii* can both grow and degrade BaP under glucose-limited and glucose-supplemented conditions, demonstrating its exceptional metabolic adaptability in stressful environments. Although BaP alone supports growth and degradation, cometabolism with glucose significantly improves biomass accumulation and degradation efficiency, likely by providing glucose as a primary energy source to fuel growth and the enzymatic machinery for BaP breakdown.

Transcriptomic analyses revealed that both conditions triggered canonical detoxification responses, including CYP-mediated oxidation, GSH-based conjugation, antioxidant enzyme activation, and membrane remodeling. The cometabolic condition (YNBG + BaP) further promoted energy-producing pathways such as the pentose phosphate pathway, which is essential for NADPH generation and efficient detoxification. While the GABA shunt was anticipated to play a role in redox balance, its transcriptional regulation was not evident, suggesting the activation of alternative compensatory mechanisms.

Our findings suggest that D. *hansenii* is a metabolically versatile extremophilic yeast capable of degrading BaP through a transcriptional program that integrates detoxification, antioxidant defense, membrane remodeling, catabolism, and metabolic adaptation. Hopefully, all this information could be used in the future to develop technologies that enable the use of this yeast for bioremediation in hostile environments or under challenging conditions.

## Data Availability

The raw and processed RNA-Seq data generated in this study are available from the NCBI Gene Expression Omnibus database under accession no. GSE299919.

# Supplementary material for: Transcriptomic profiling of Debaryomyces hansenii reveals detoxification and stress responses to benzo(a)pyrene exposure
**Source:** Appl Environ Microbiol. 2025 Sep 16;91(10):e01557-25. doi: 10.1128/aem.01557-25
**Supplement:** Figure S1 — Growth curves, dry weight, BaP degradation, and glucose consumption of Debaryomyces hansenii cultures under the indicated conditions.

## Growth curves

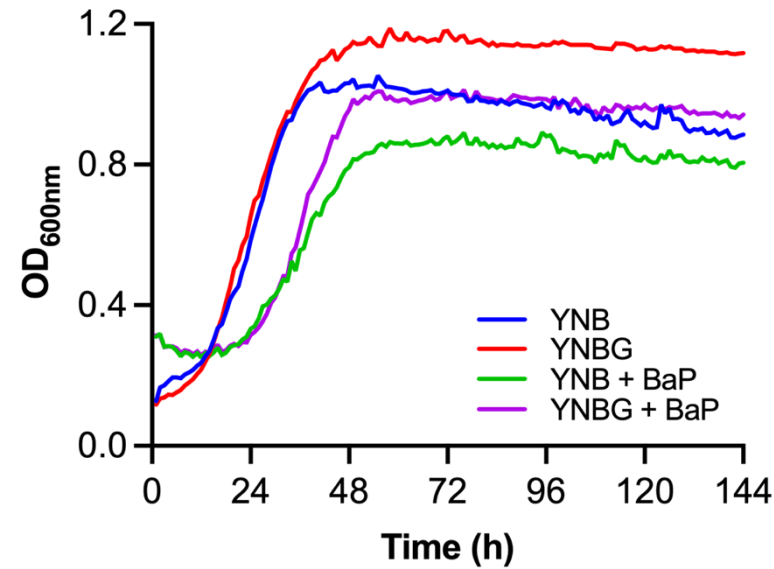

Data are shown as mean  $\pm$  SD from three biological replicates, each calculated from 10 technical measurements ( $n = 30$ ). Areas under the curve (AUC) were calculated for each biological replicate and used for statistical analysis. One-way ANOVA was performed assuming normal distribution and equal variances, followed by Tukey's multiple comparisons test. Differences were considered statistically significant at  $p < 0.05$ . Adjusted p-values: ns ( $p = 0.1234$ ), \*\*\*\* ( $p < 0.0001$ ).

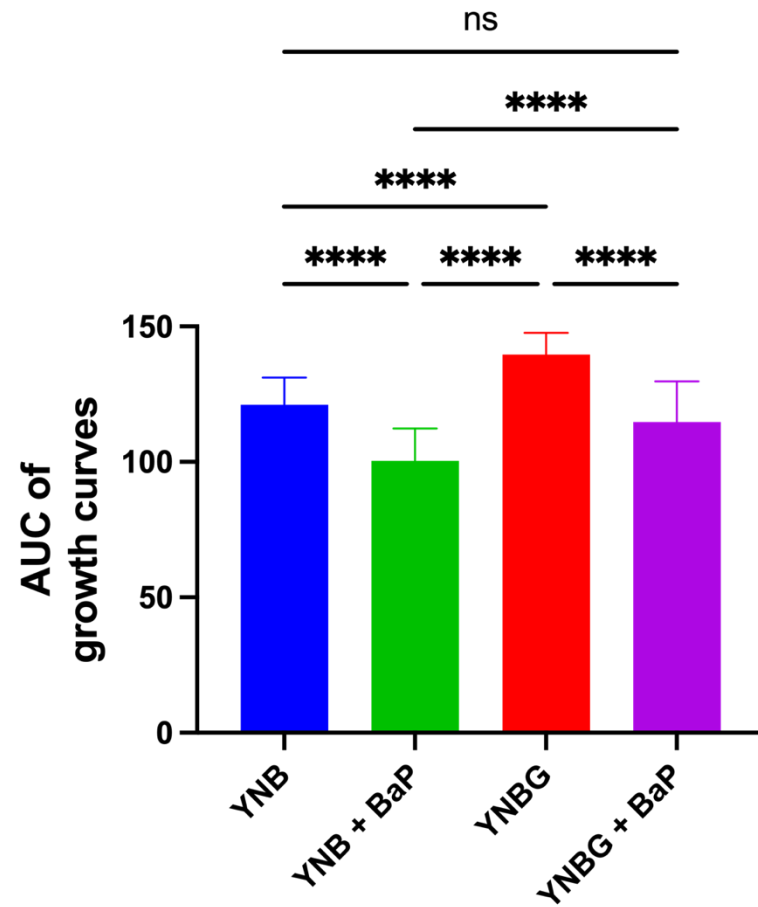

## Dry weight

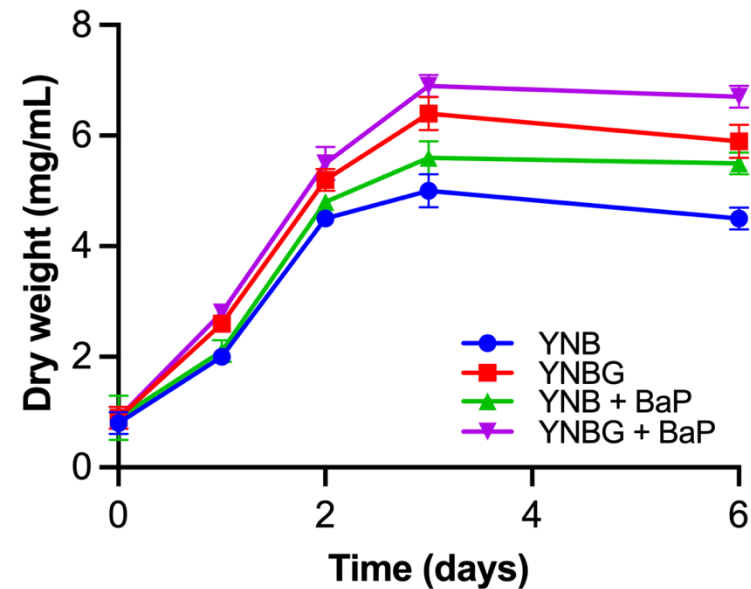

Data are shown as mean  $\pm$  SD from three biological replicates, each calculated from 6 technical measurements ( $n = 18$ ). Areas under the curve (AUC) were calculated for each biological replicate and used for statistical analysis. One-way ANOVA was performed assuming normal distribution and equal variances, followed by Tukey's multiple comparisons test. Differences were considered statistically significant at  $p < 0.05$ . Adjusted p-values: ns ( $p = 0.1234$ ), \*\*\*\* ( $p < 0.0001$ ).

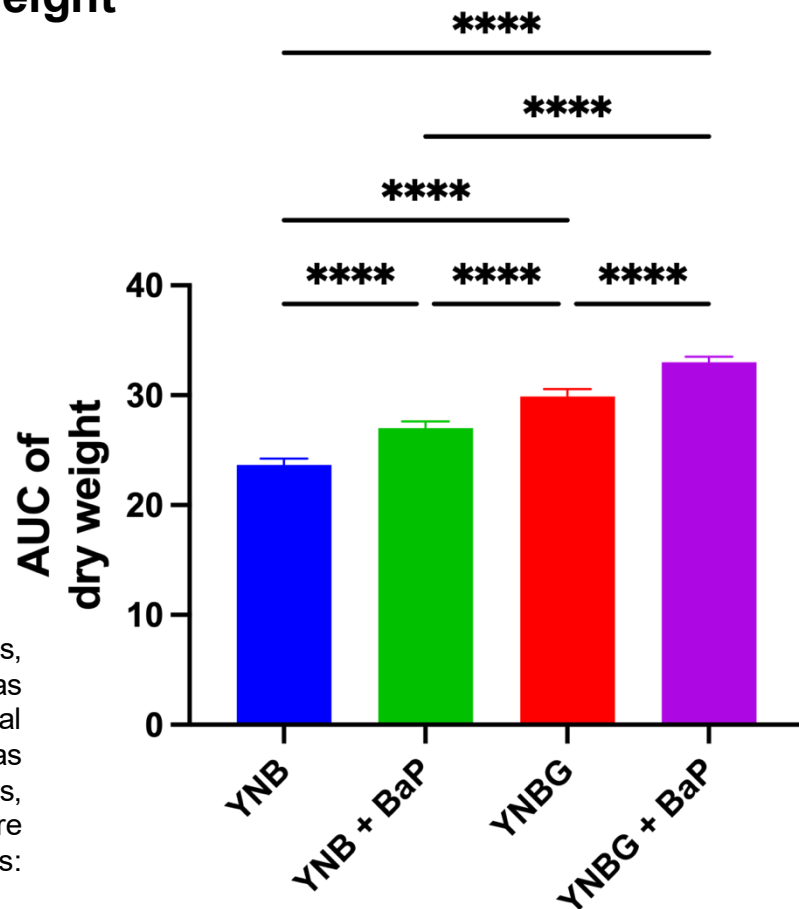

## BaP degradation

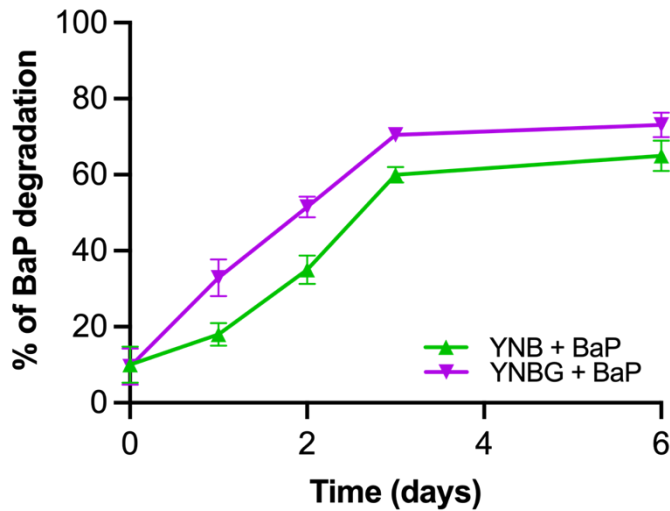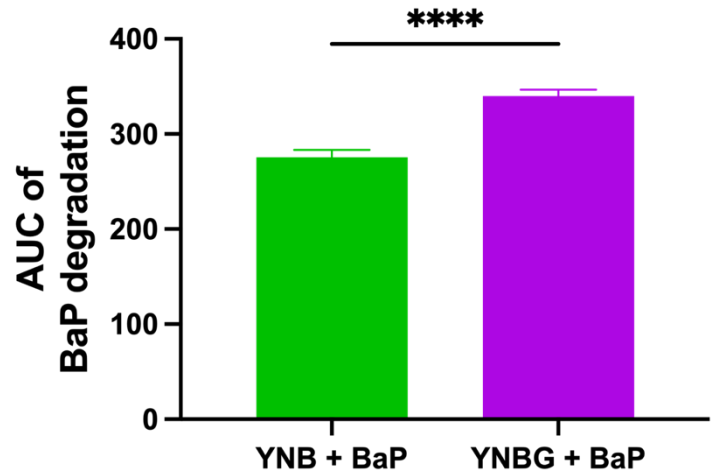

Data are presented as mean  $\pm$  SD from three biological replicates, each derived from 3 technical measurements ( $n = 9$ ). AUC values were calculated for each biological replicate and analyzed using an unpaired Student's t-test, assuming normal distribution and equal variances. Statistical significance was set at  $p < 0.05$ . Adjusted p-value: \*\*\*\* ( $p < 0.0001$ ).

## Glucose consumption

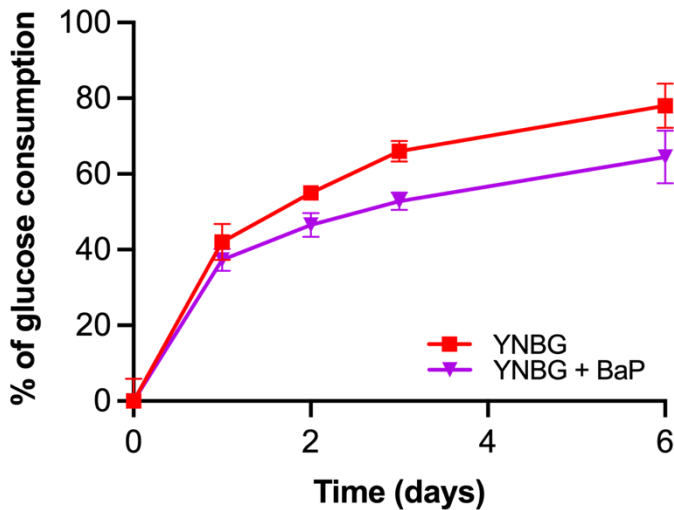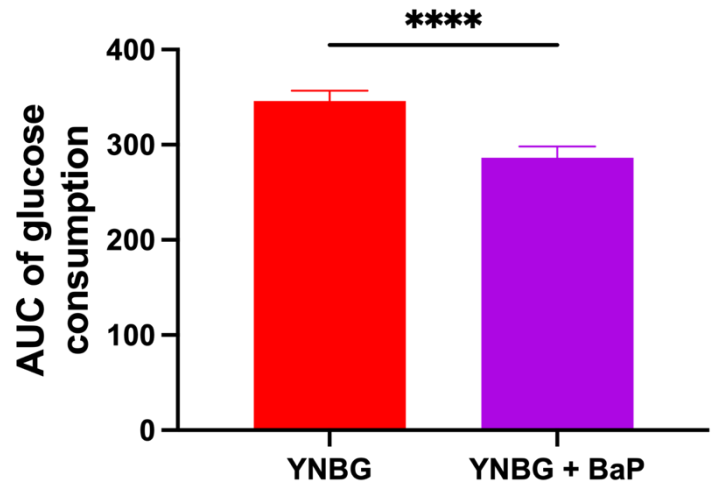

Data are presented as mean  $\pm$  SD from three biological replicates, each based on 3 technical measurements ( $n = 9$ ). AUC values were computed per biological replicate and analyzed using an unpaired Student's t-test under the assumption of normality and equal variances. Differences were considered significant at  $p < 0.05$ . Adjusted p-value: \*\*\*\* ( $p < 0.0001$ ).

**Supplementary Figure 1.** Growth curves, dry weight, BaP degradation, and glucose consumption of *Debaryomyces hansenii* cultures under the indicated conditions. Data are shown as mean  $\pm$  SD from three biological replicates, each derived from multiple technical measurements (n = 9–30, depending on the assay). Areas under the curve (AUC) were calculated per biological replicate and used for statistical analysis. Growth curves and dry weight were analyzed by one-way ANOVA with Tukey's post hoc test, while BaP degradation and glucose consumption were analyzed by unpaired Student's t-test. Differences were considered statistically significant at  $p < 0.05$ . Adjusted p-values: ns ( $p = 0.1234$ ), \*\*\*\* ( $p < 0.0001$ ).

# Supplementary material for: Transcriptomic profiling of Debaryomyces hansenii reveals detoxification and stress responses to benzo(a)pyrene exposure
**Source:** Appl Environ Microbiol. 2025 Sep 16;91(10):e01557-25. doi: 10.1128/aem.01557-25
**Supplement:** Figure S2 — Representative GC-MS chromatograms of BaP controls and degradation assays.

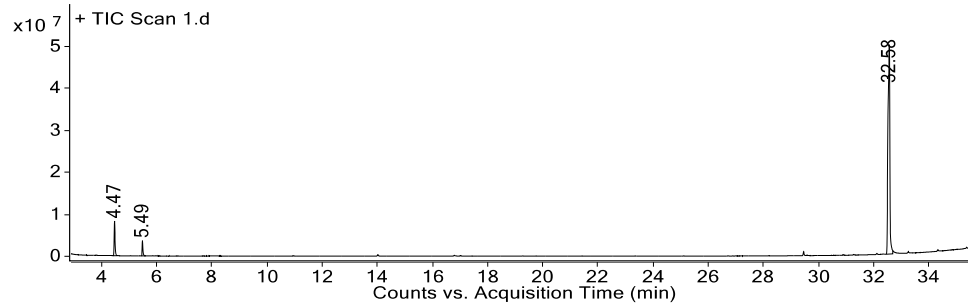

a) 100 ppm of BaP dissolved in acetone

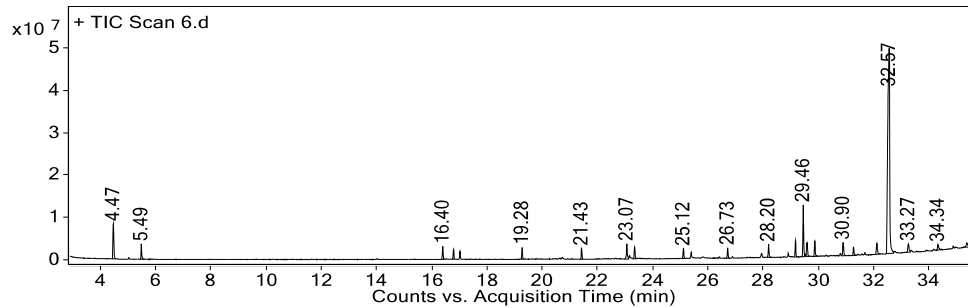

b) 100 ppm of BaP extracted from YNB

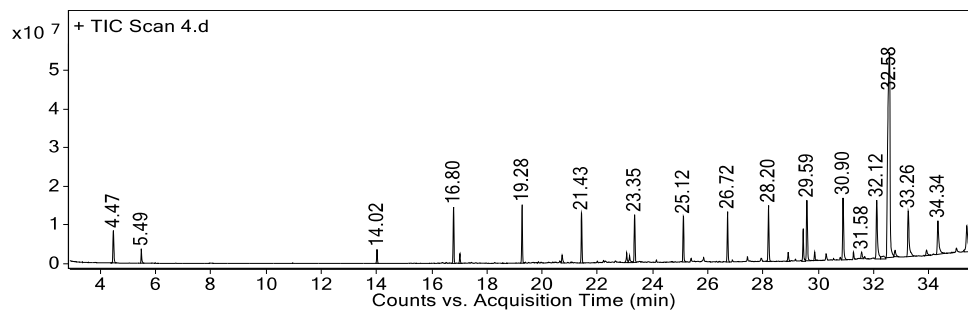

c) 100 ppm of BaP extracted from YNB medium with dead inoculum

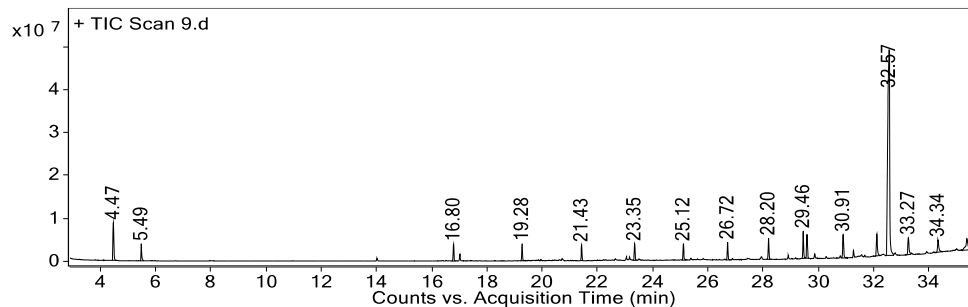

d) Day 6 degradation in YNB medium with 100 ppm of BaP

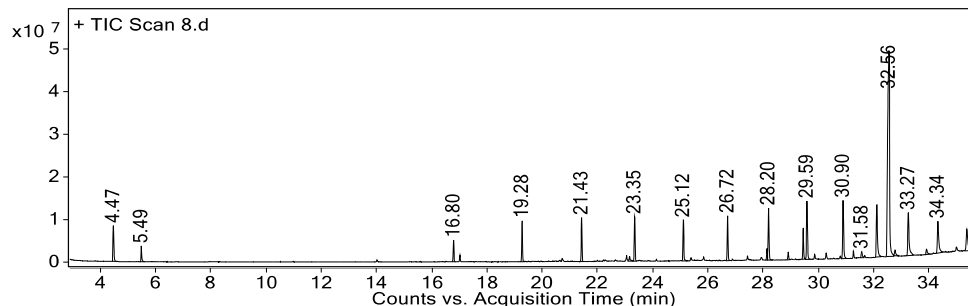

e) 100 ppm of BaP extracted from YNBG medium with dead inoculum

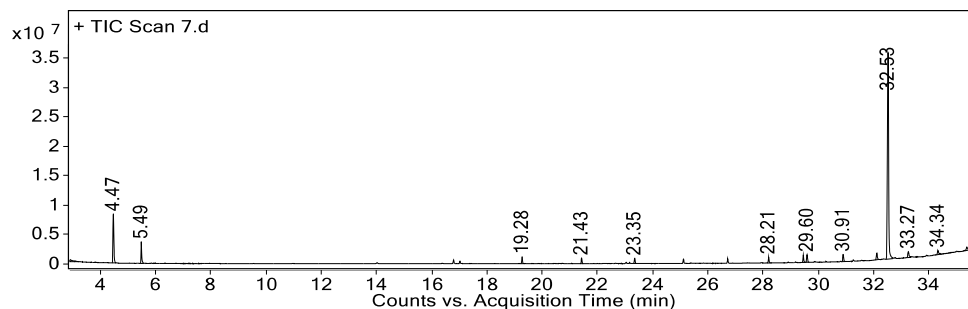

f) Day 6 degradation in YNBG medium with 100 ppm of BaP

**Supplementary Figure 2.** Representative GC–MS chromatograms of BaP controls and degradation assays. (a) Standard of 100 ppm BaP dissolved in acetone. (b) Extraction of 100 ppm BaP from YNB medium. (c) Extraction of 100 ppm BaP from YNB medium with dead inoculum. (d) BaP degradation in YNB medium with 100 ppm BaP after 6 days. (e) Extraction of 100 ppm BaP from YNBG medium with dead inoculum. (f) BaP degradation in YNBG medium with 100 ppm BaP after 6 days.

# Supplementary material for: Transcriptomic profiling of Debaryomyces hansenii reveals detoxification and stress responses to benzo(a)pyrene exposure
**Source:** Appl Environ Microbiol. 2025 Sep 16;91(10):e01557-25. doi: 10.1128/aem.01557-25
**Supplement:** Figure S3 — Predicted pathways associated with BaP degradation (YNB + BaP) and stress response in Debaryomyces hansenii.

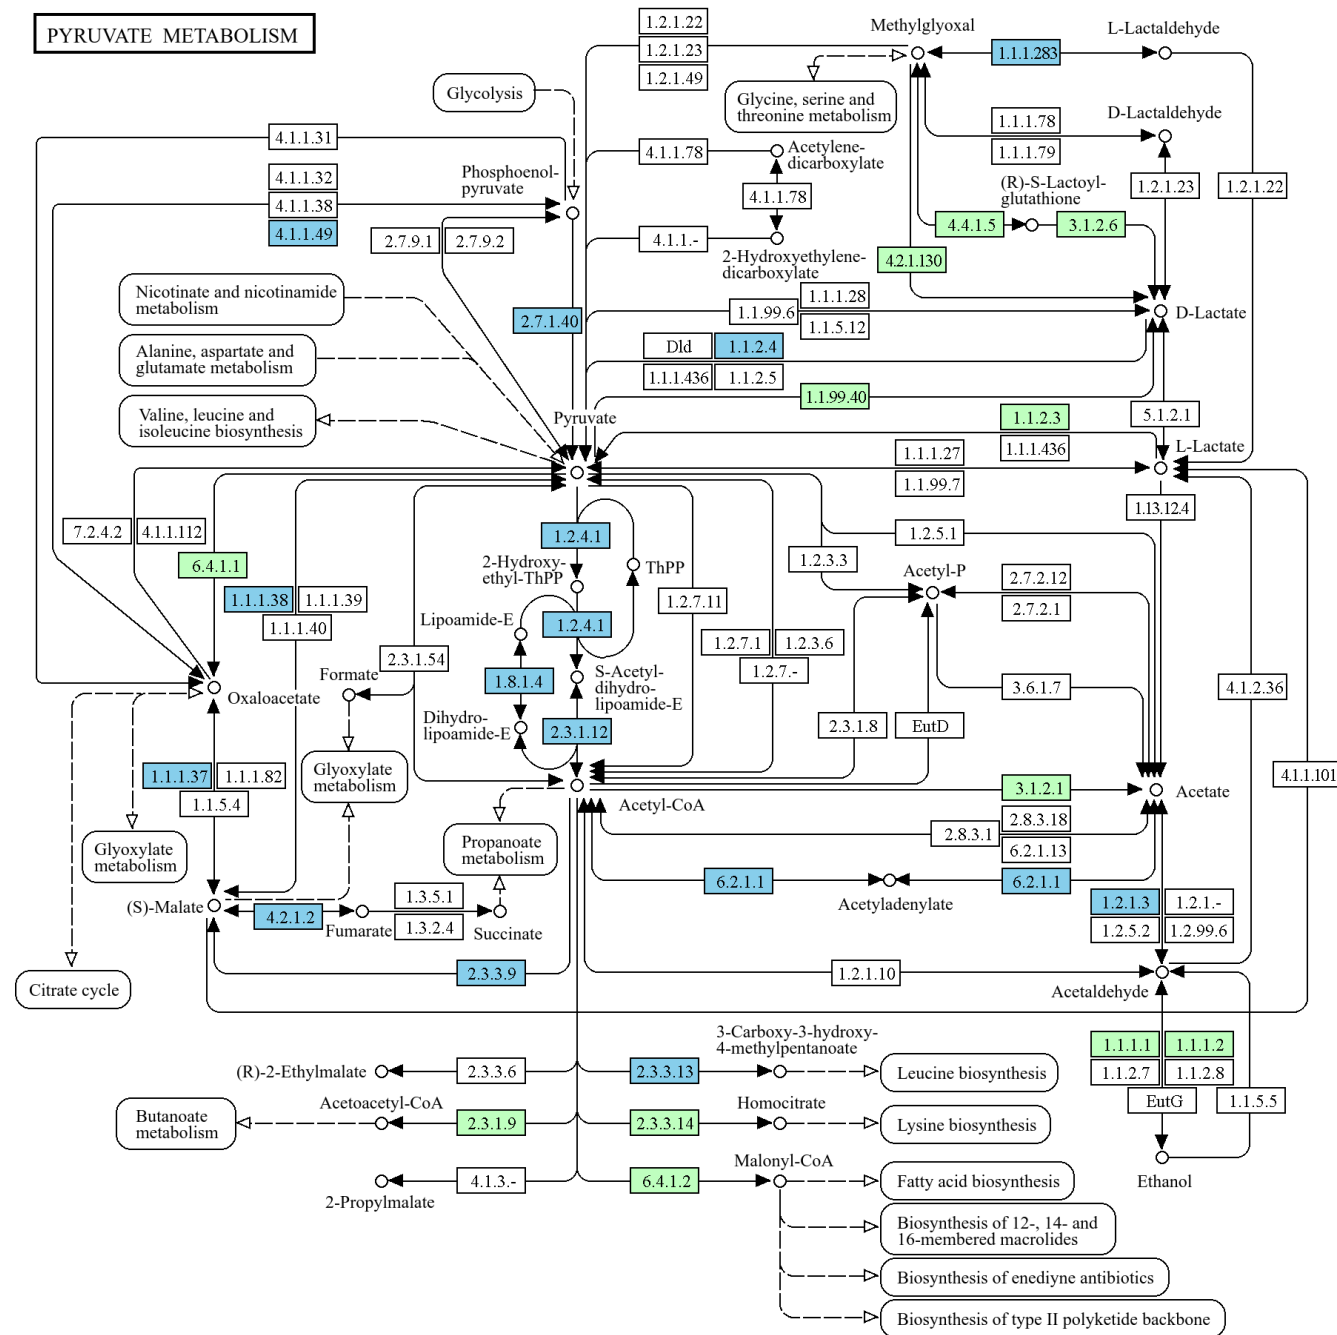

In all figures, white indicates enzymes absent in *Debaryomyces hansenii*, green indicates those present but not expressed, and blue indicates those that were overexpressed.

# BUTANOATE METABOLISM

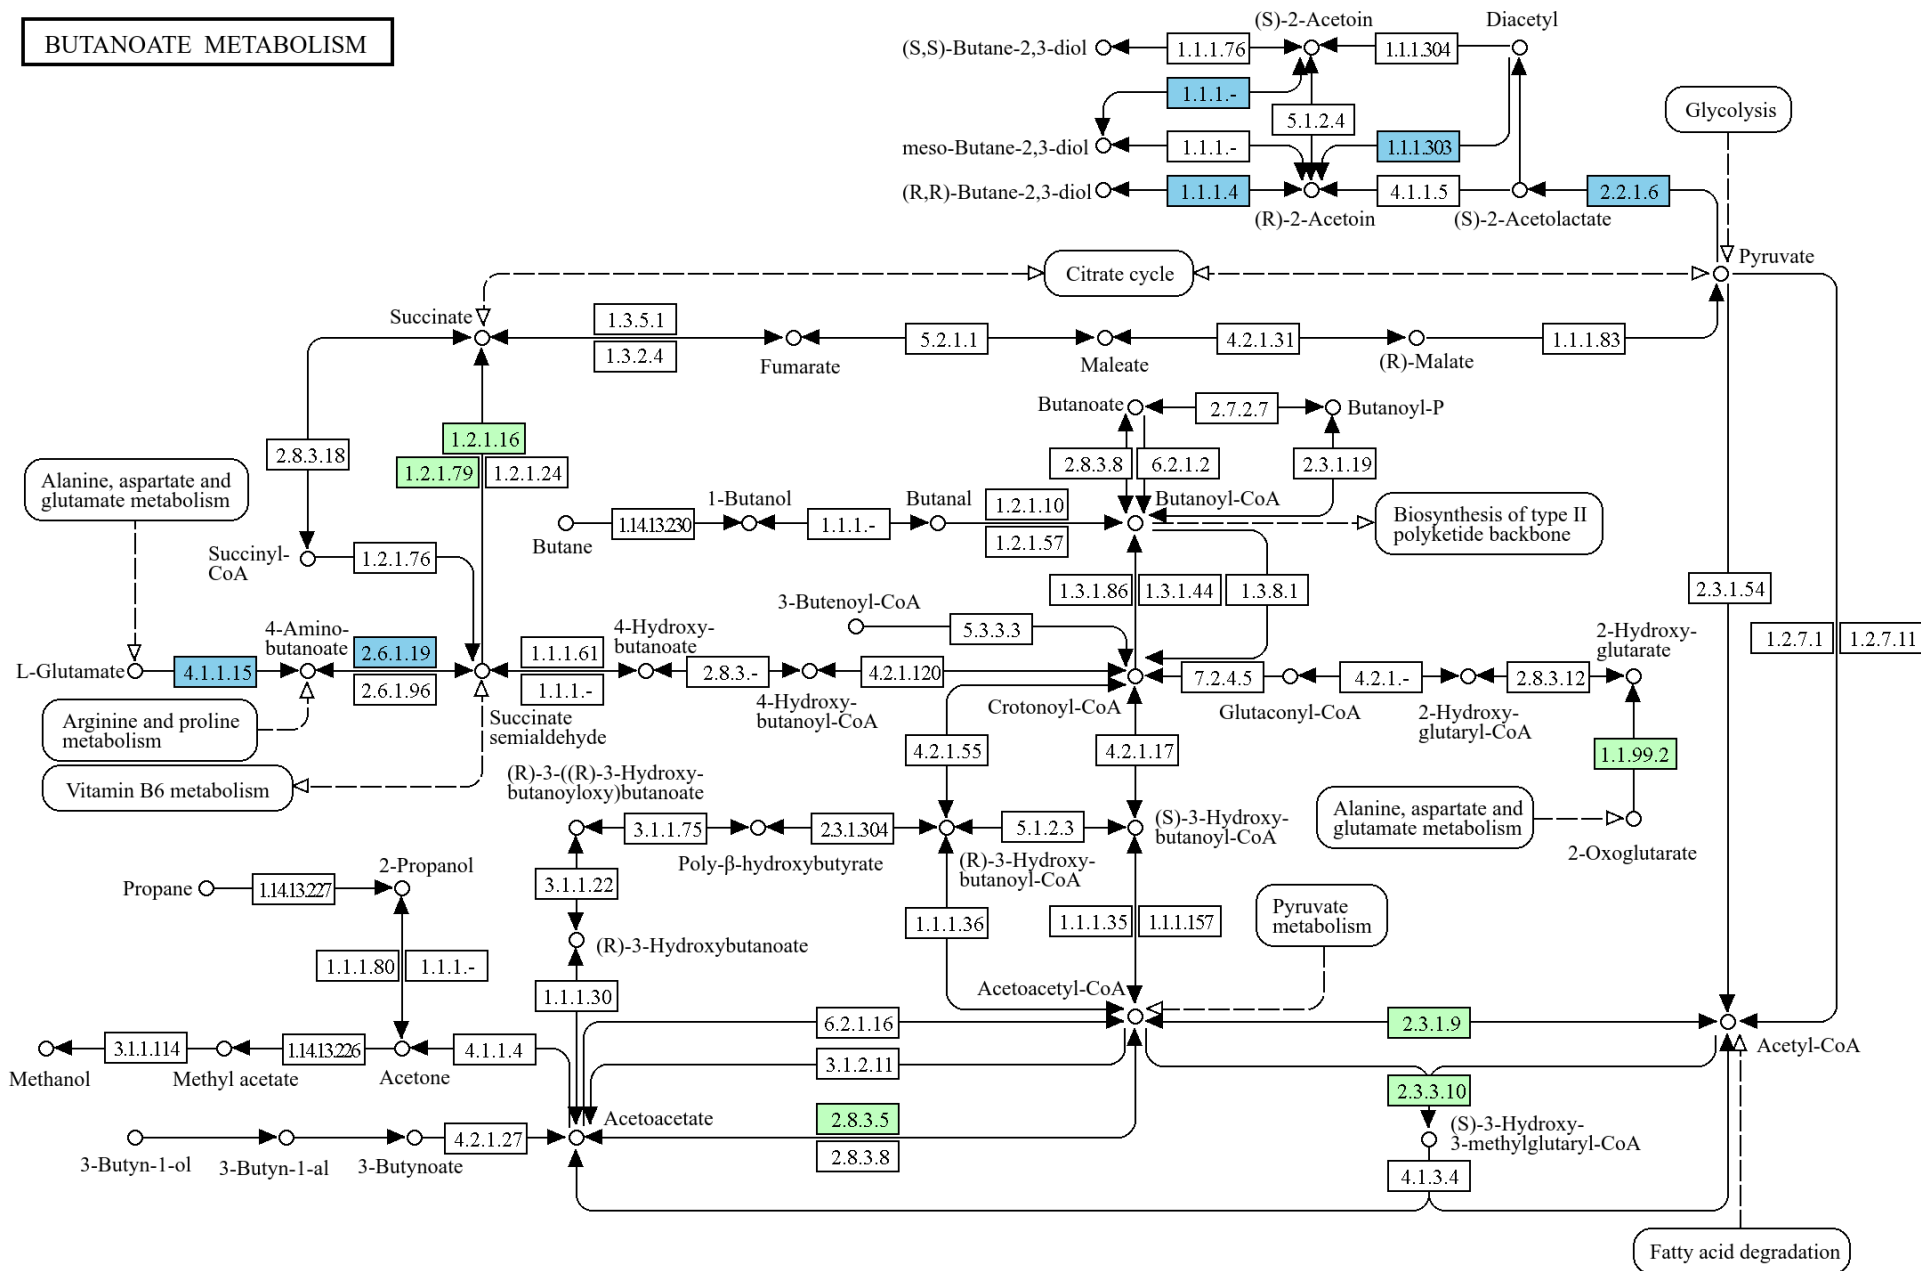

## AMINO SUGAR AND NUCLEOTIDE SUGAR METABOLISM

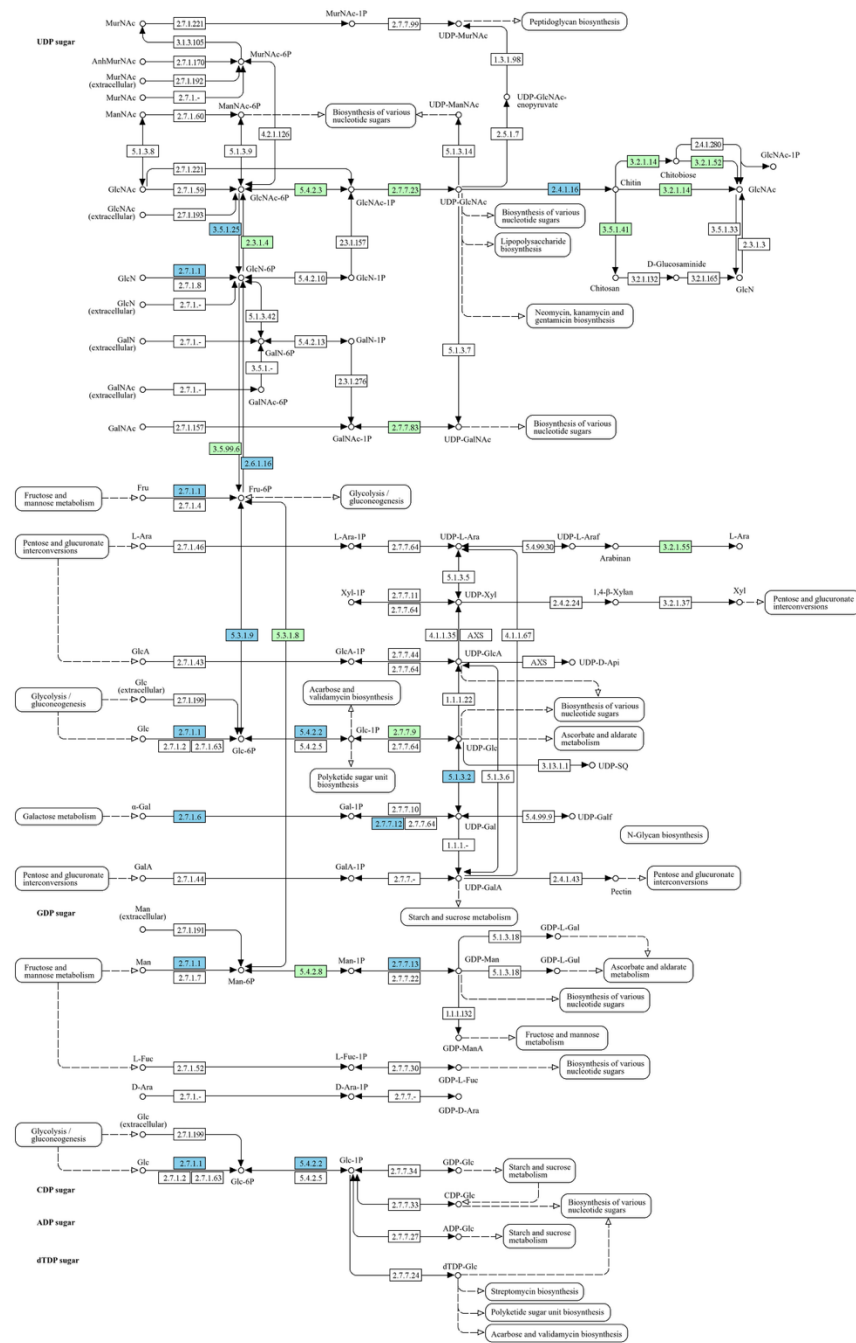

# GLYOXYLATE AND DICARBOXYLATE METABOLISM

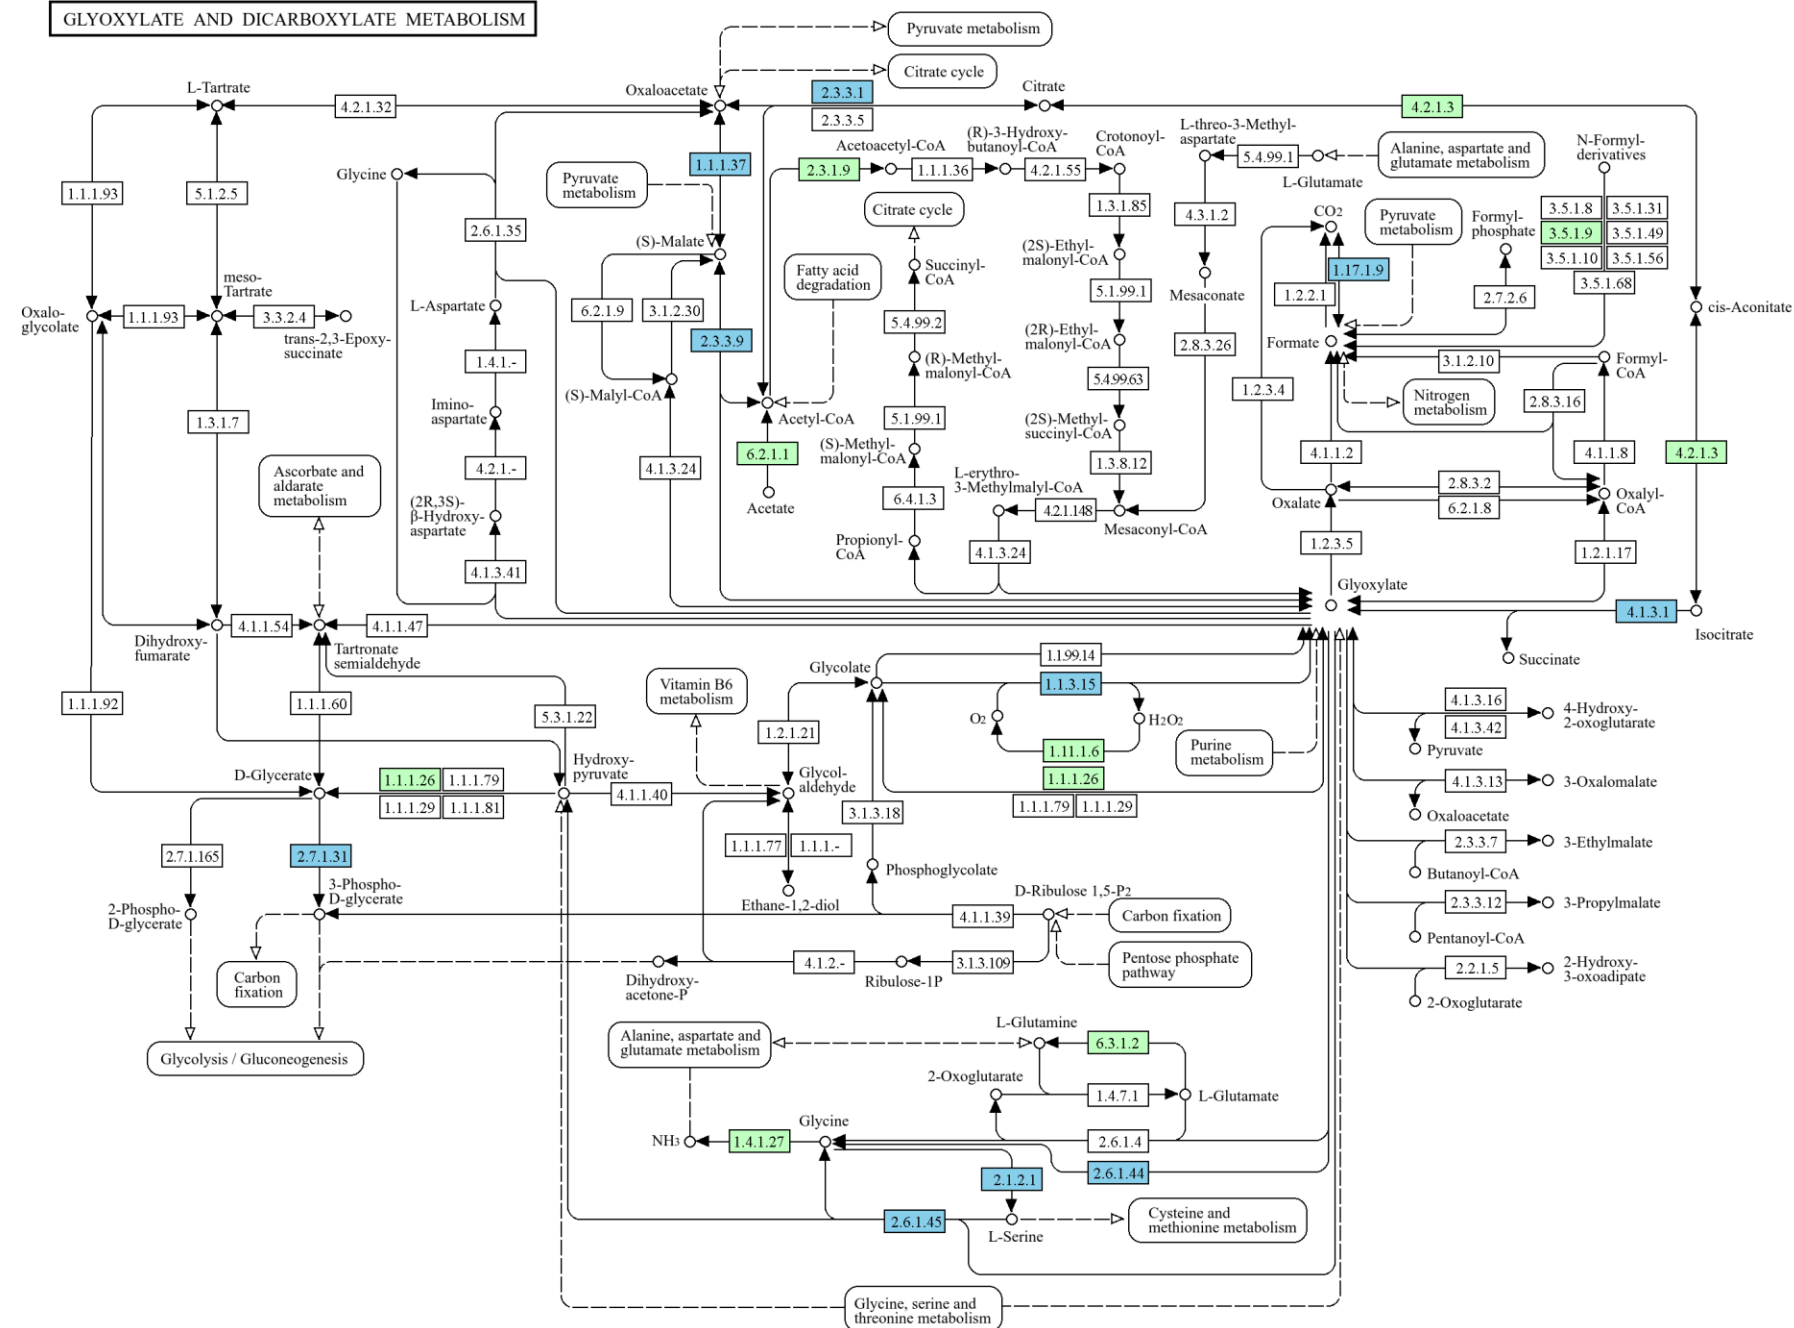

# GLUTATHIONE METABOLISM

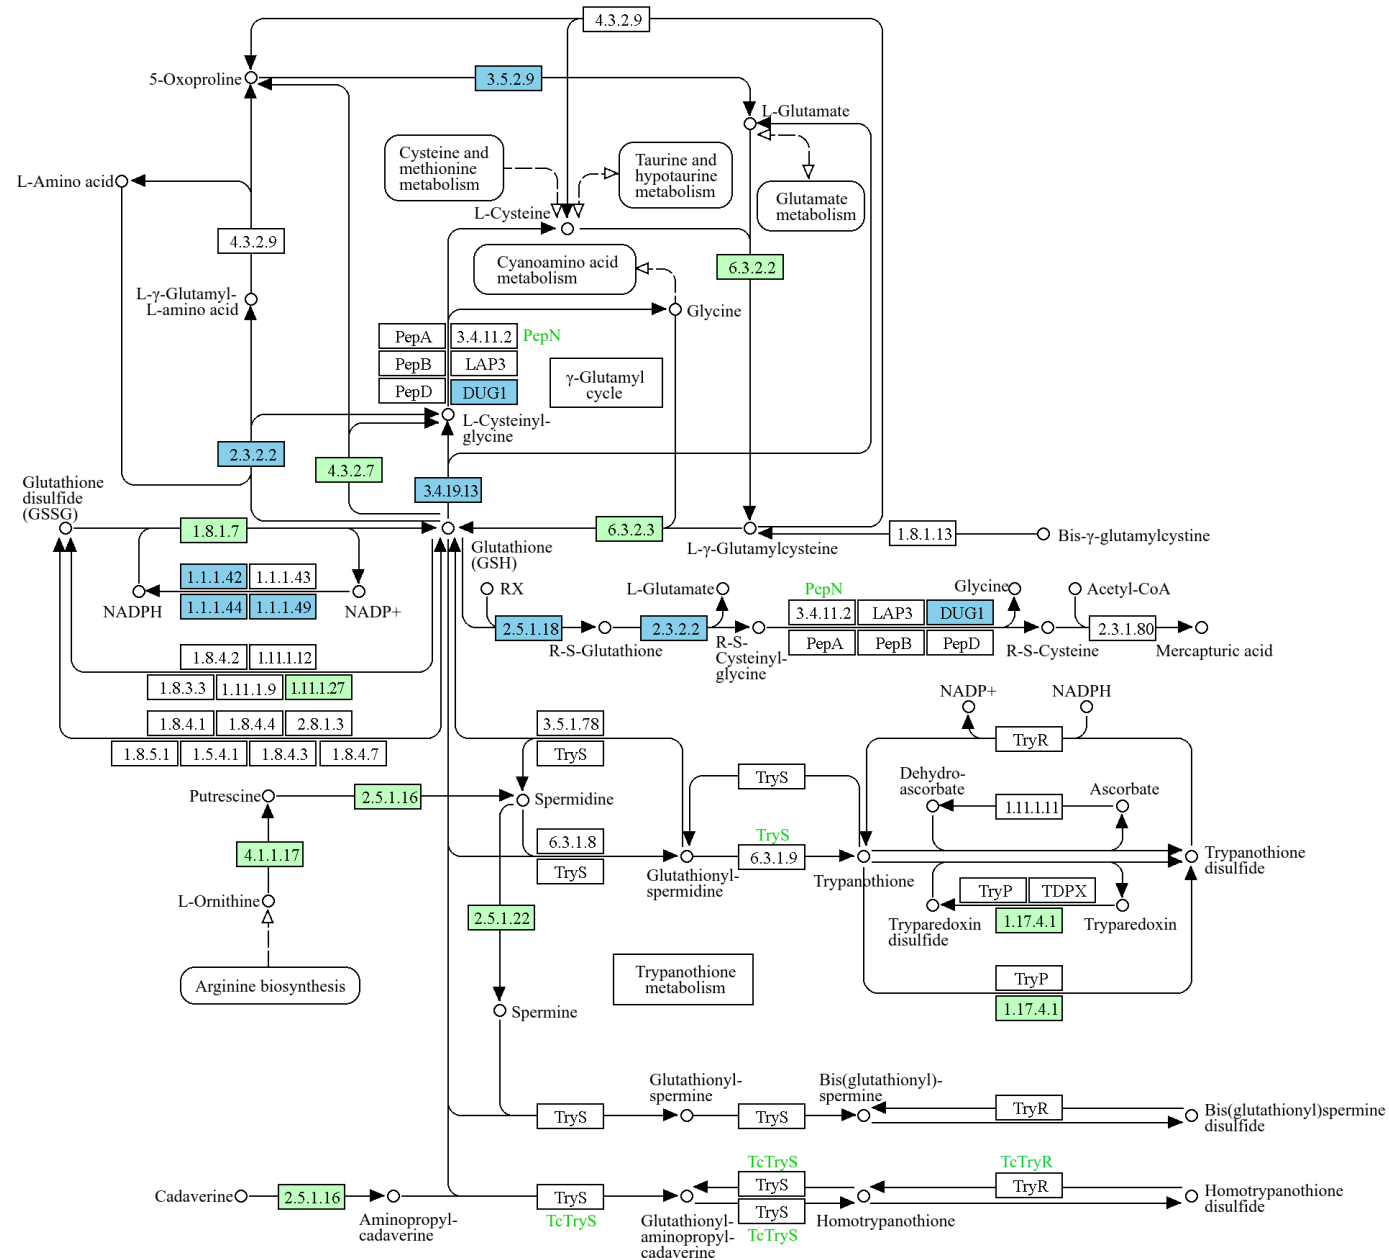

# GLYCOLYSIS / GLUCONEOGENESIS

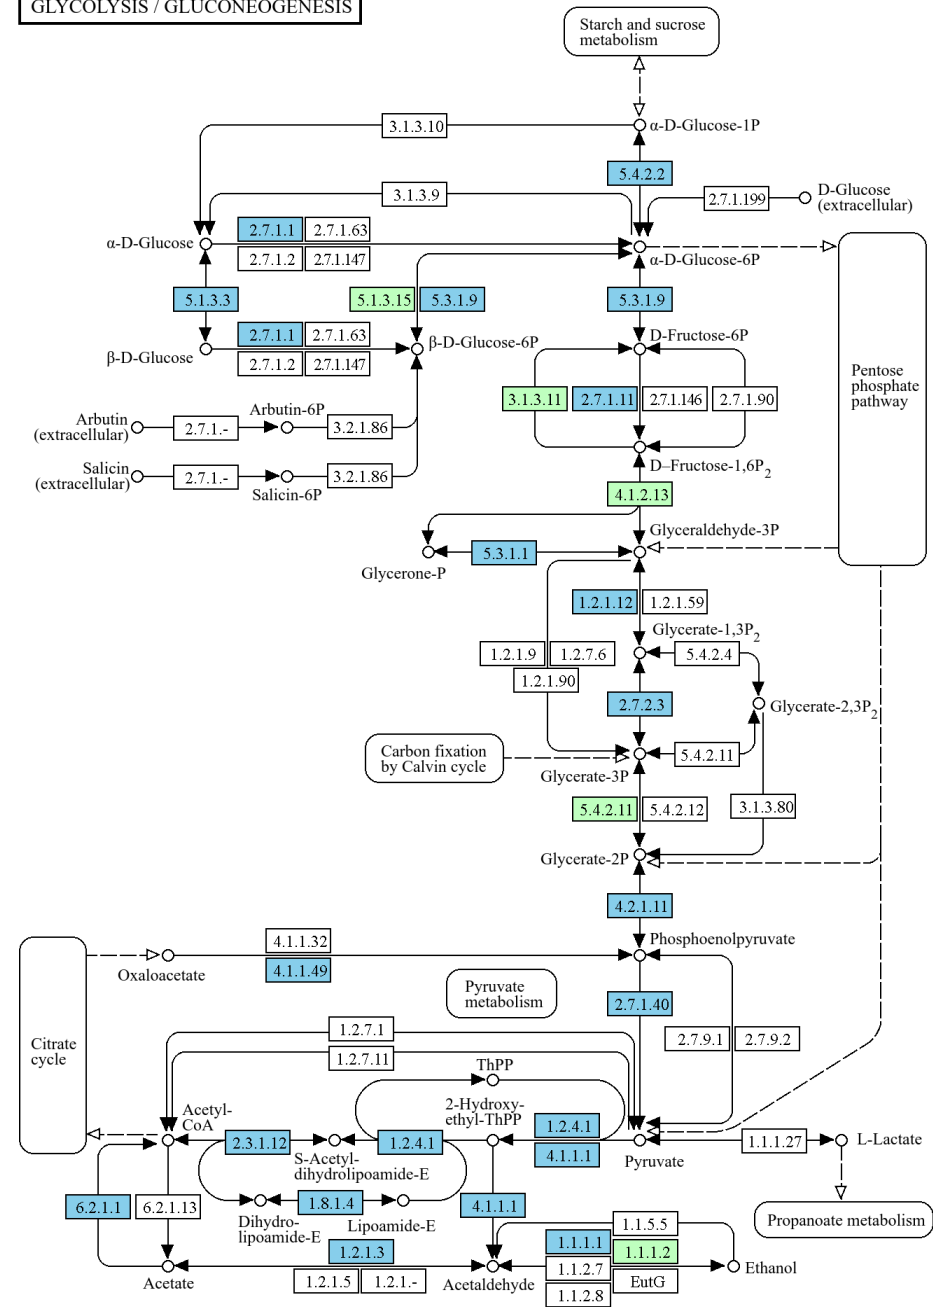

## PROPANOATE METABOLISM

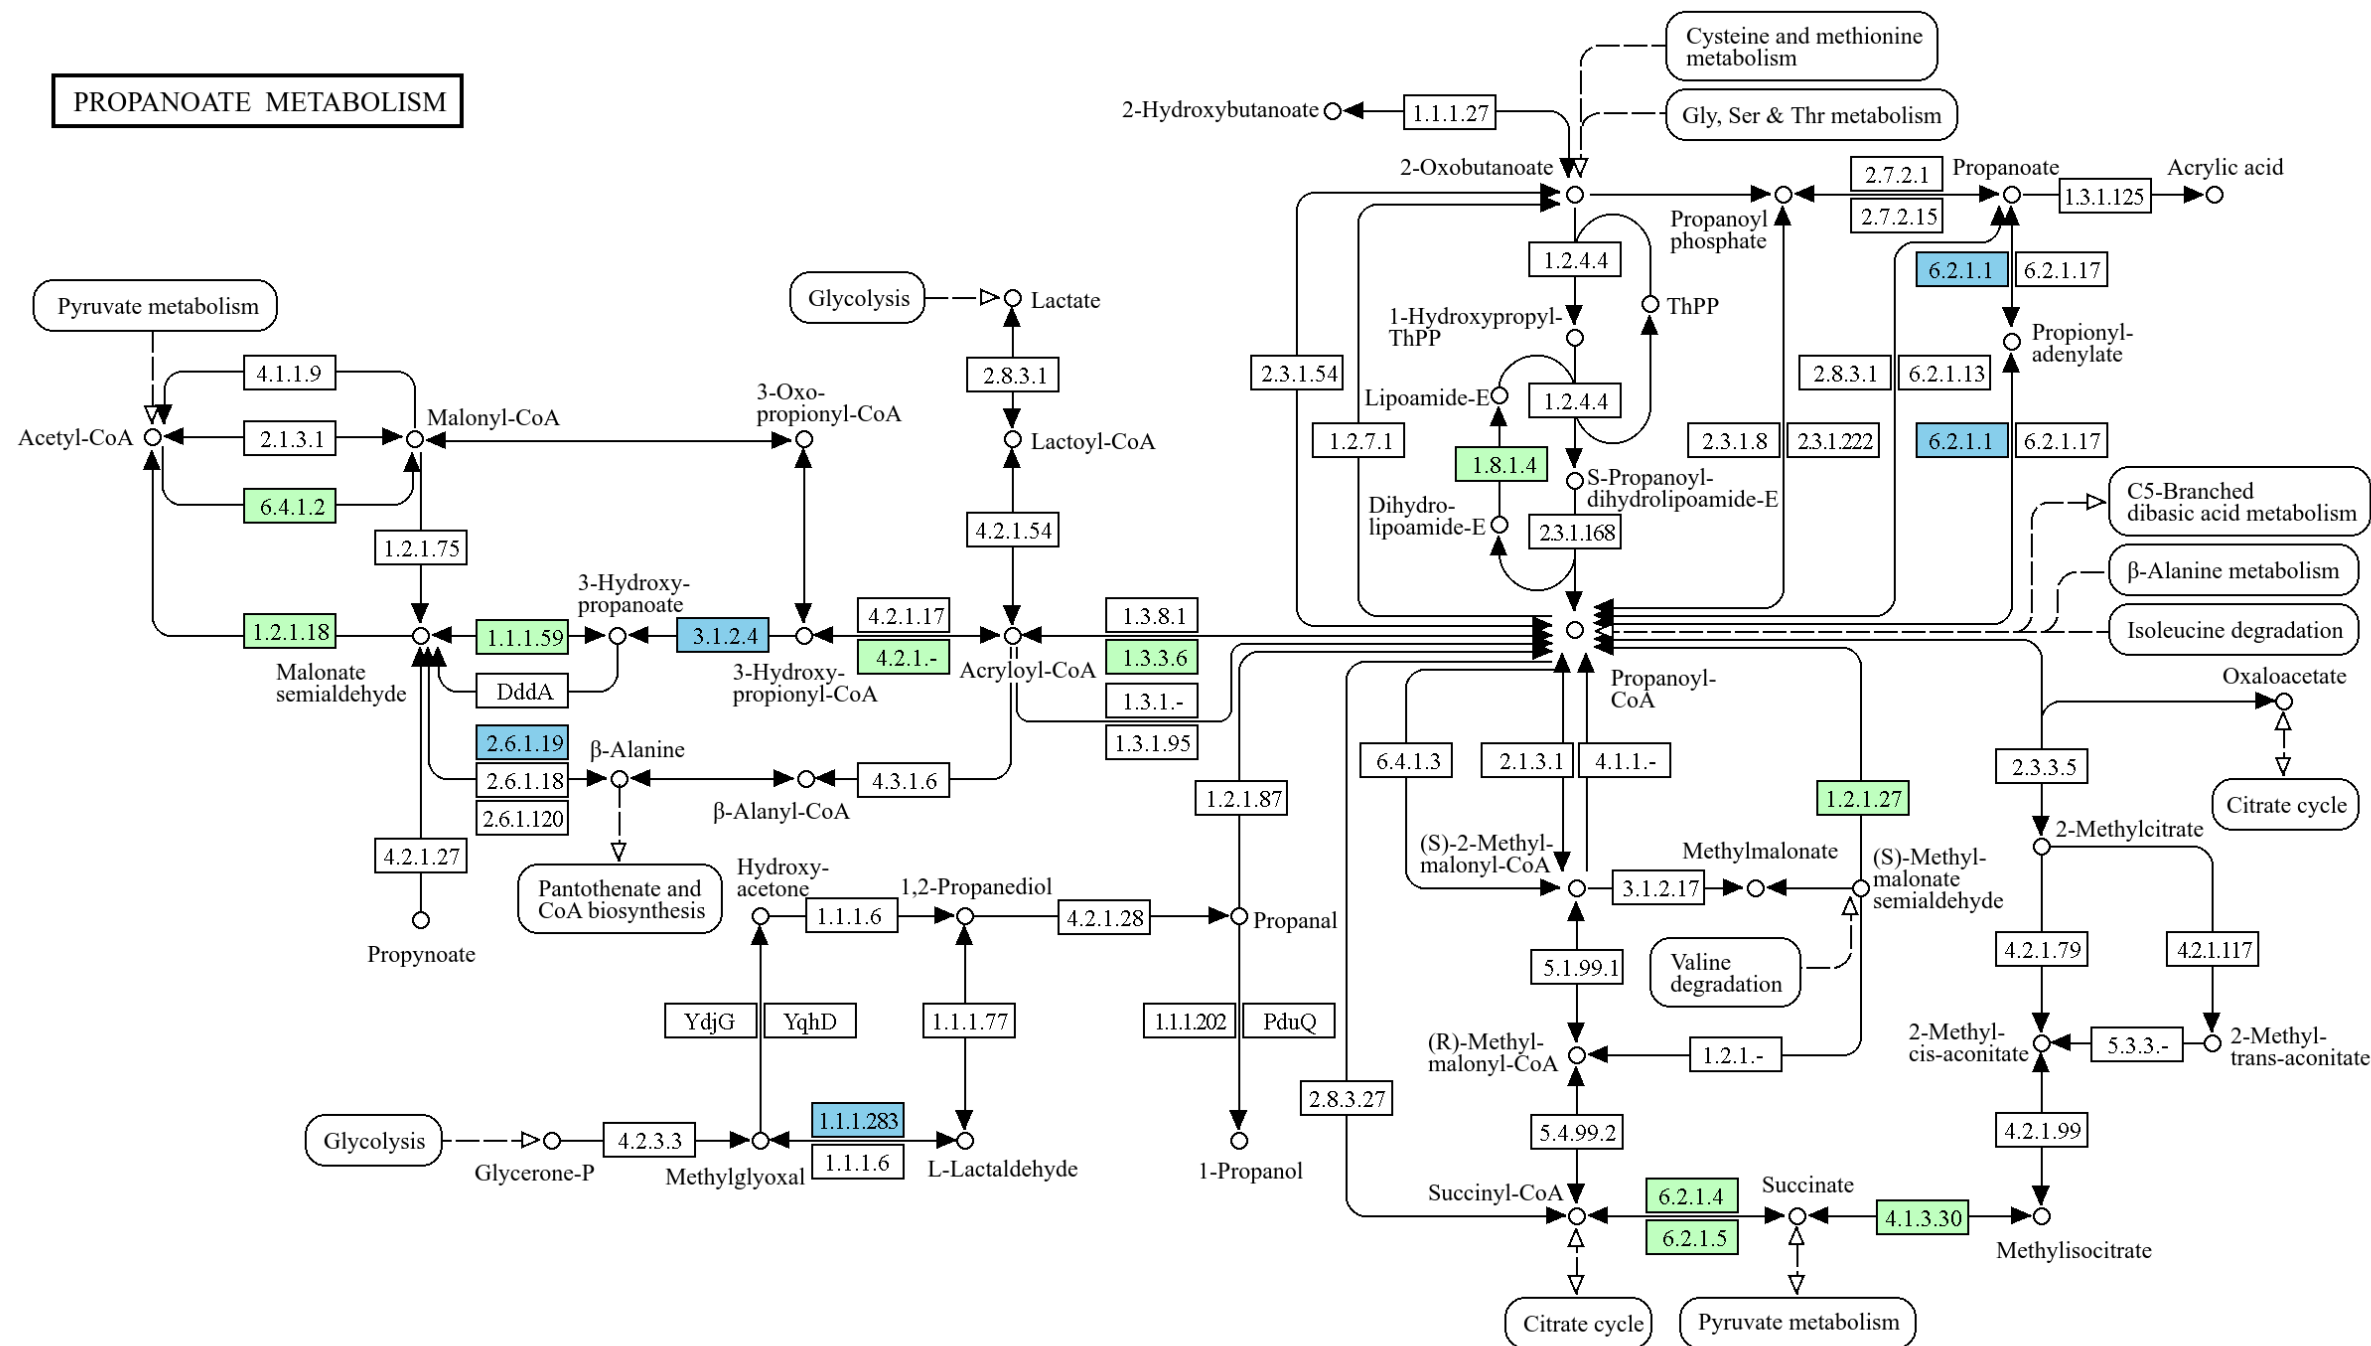

# PEROXISOME

## Peroxisome biogenesis

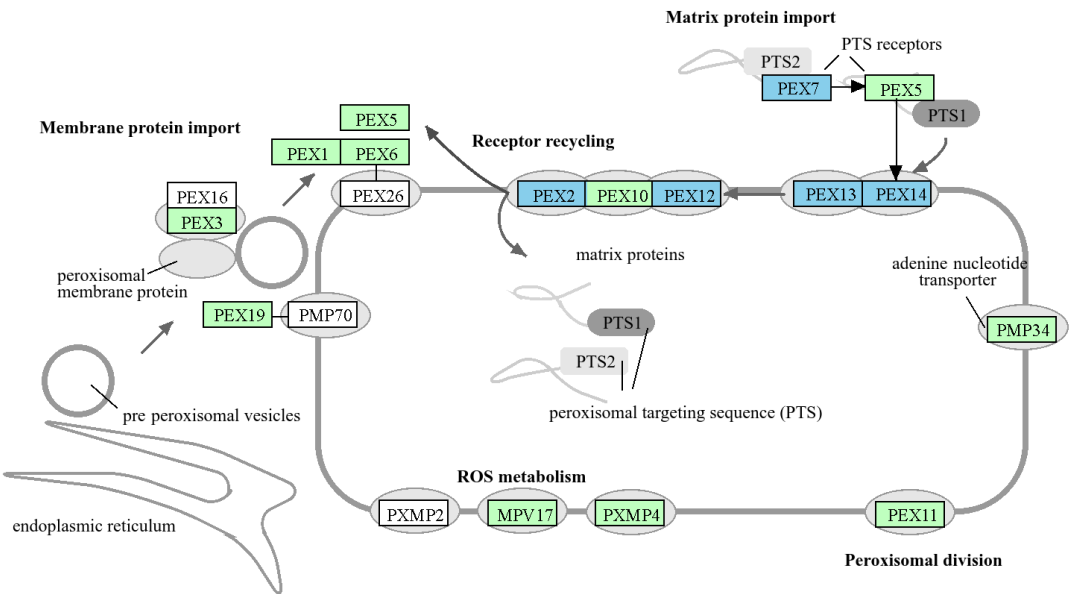

## Peroxisomal proteins

### fatty acid-oxidation

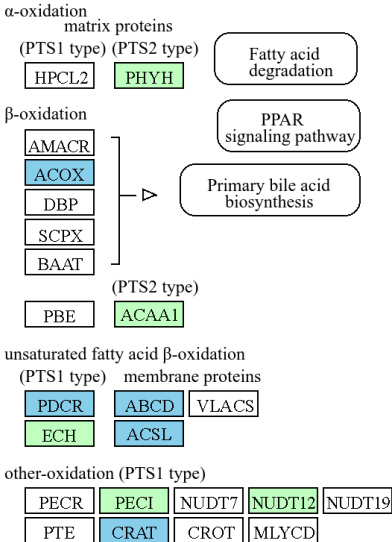

### etherphospholipid biosynthesis

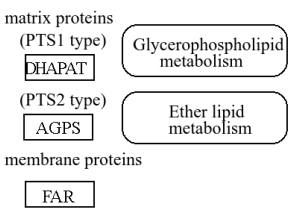

### sterol precursor biosynthesis

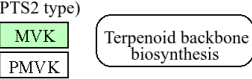

### amino acid metabolism (PTS1 type)

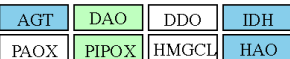

### antioxidant system

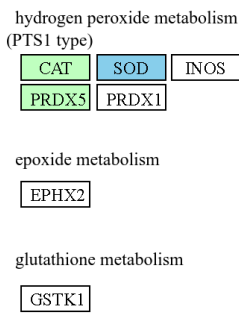

### purine metabolism

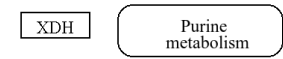

### retinol metabolism

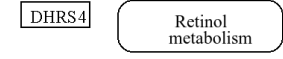

## STARCH AND SUCROSE METABOLISM

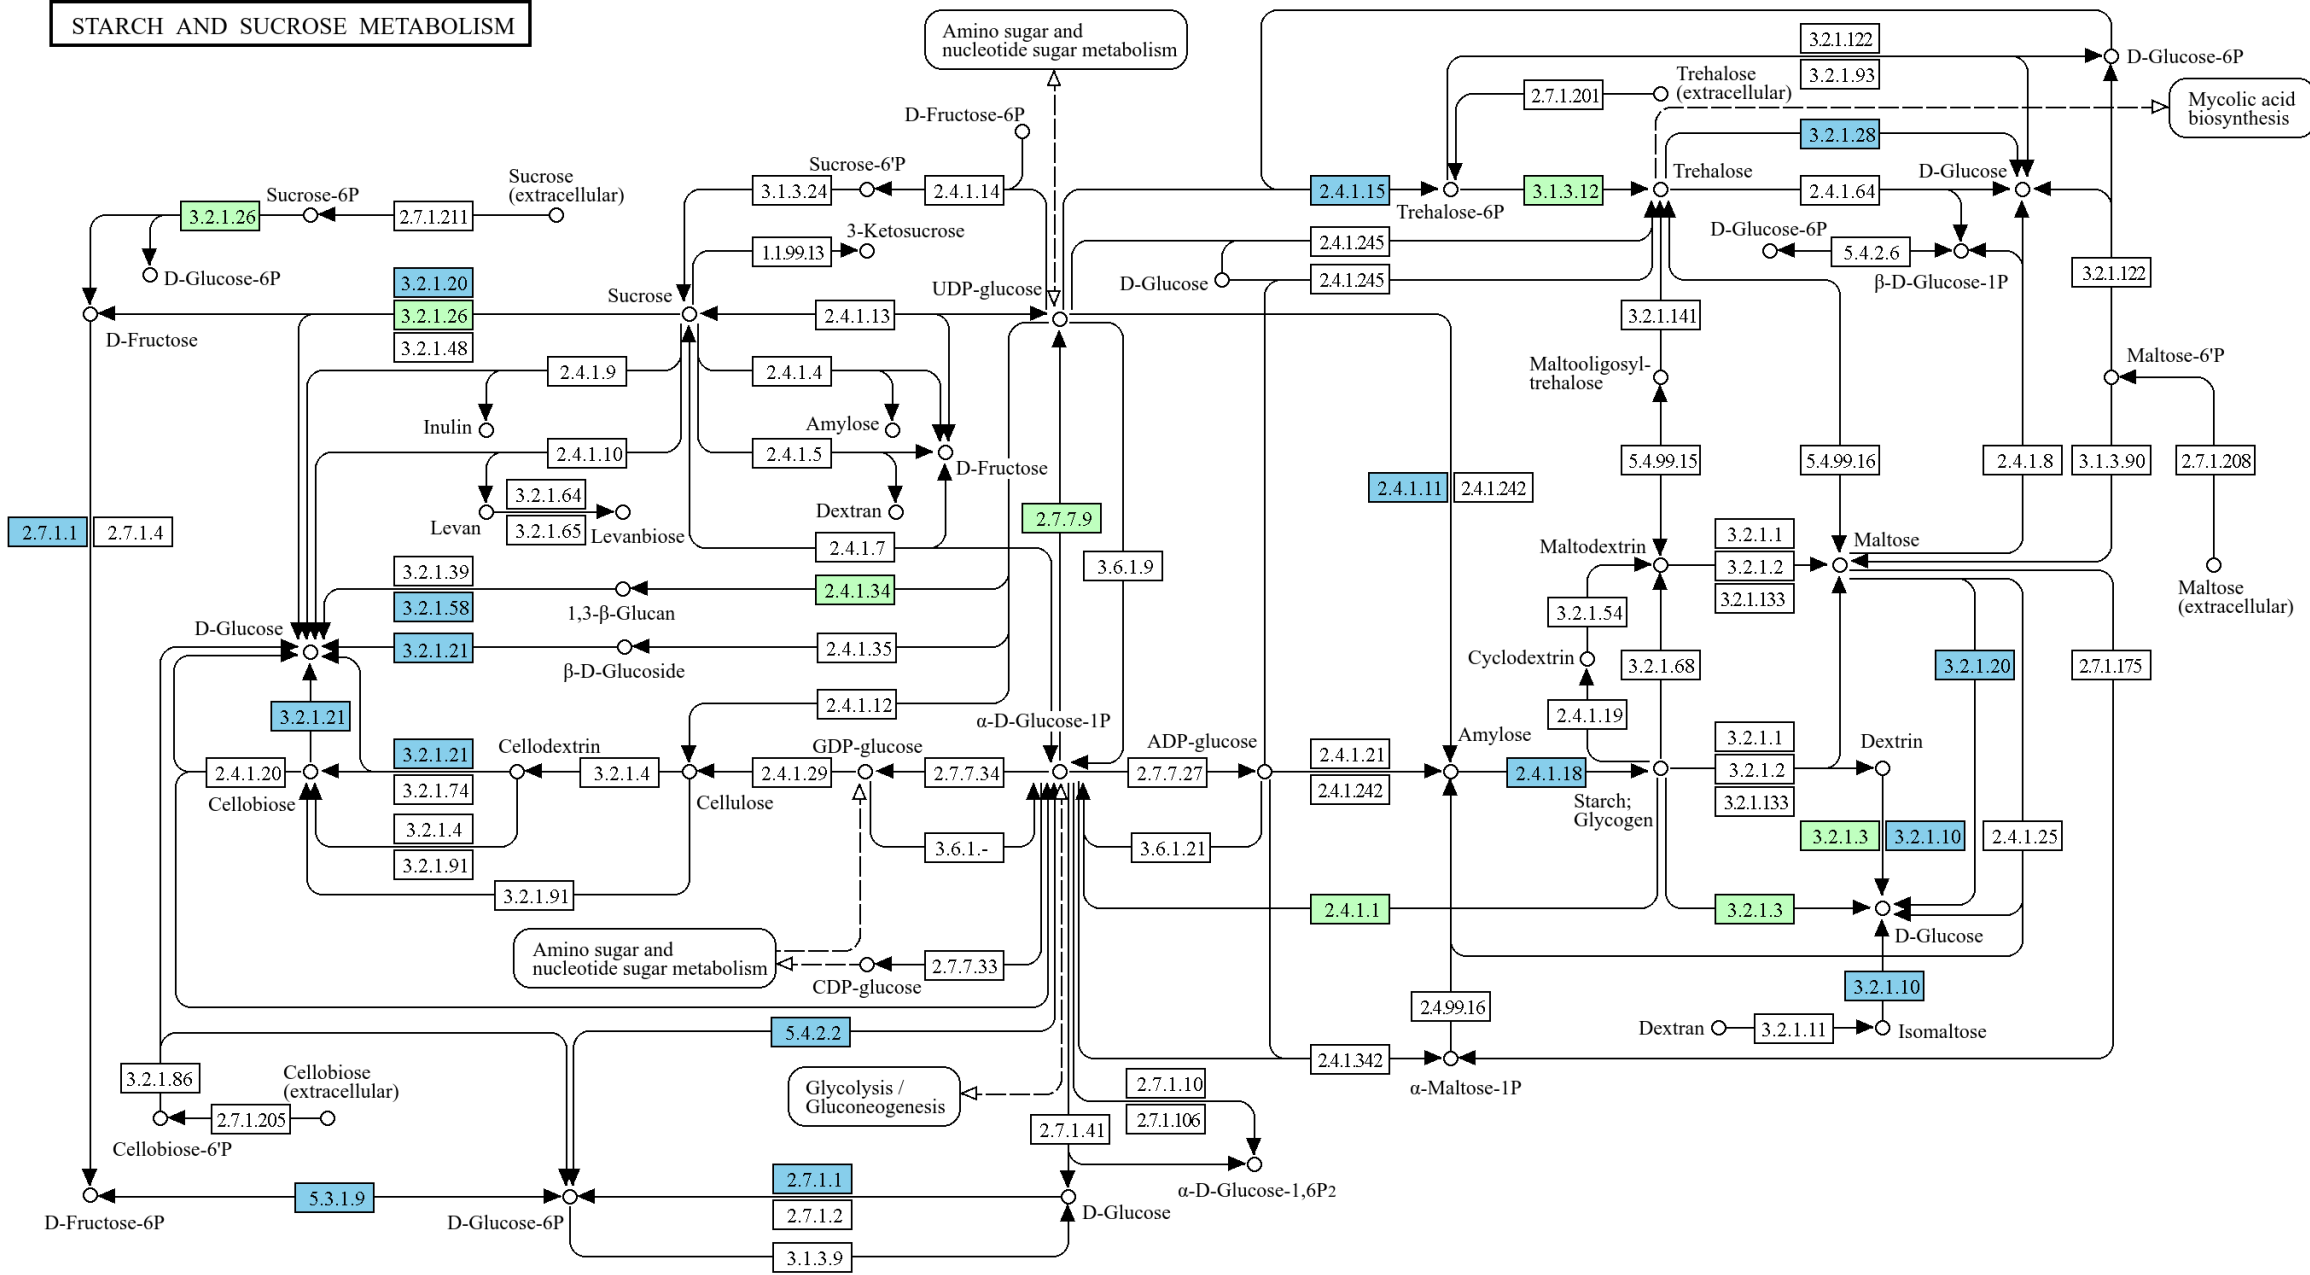

# FATTY ACID DEGRADATION

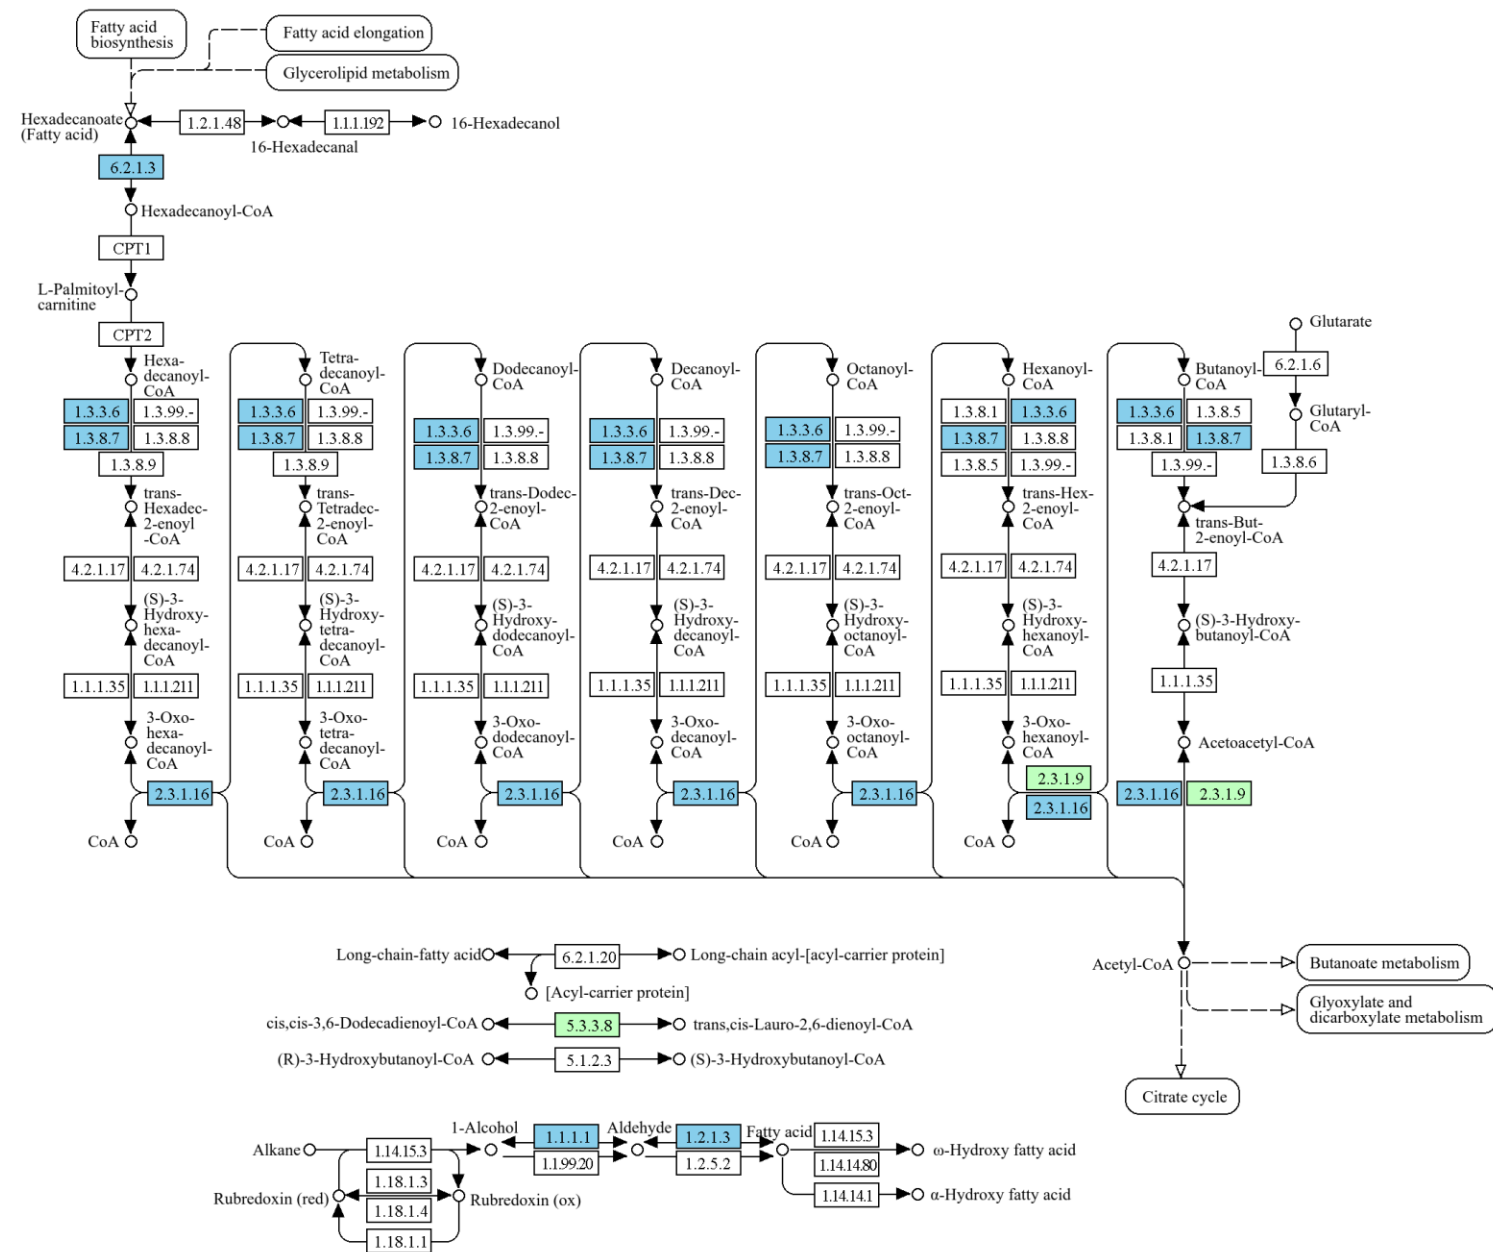

# CITRATE CYCLE (TCA CYCLE)

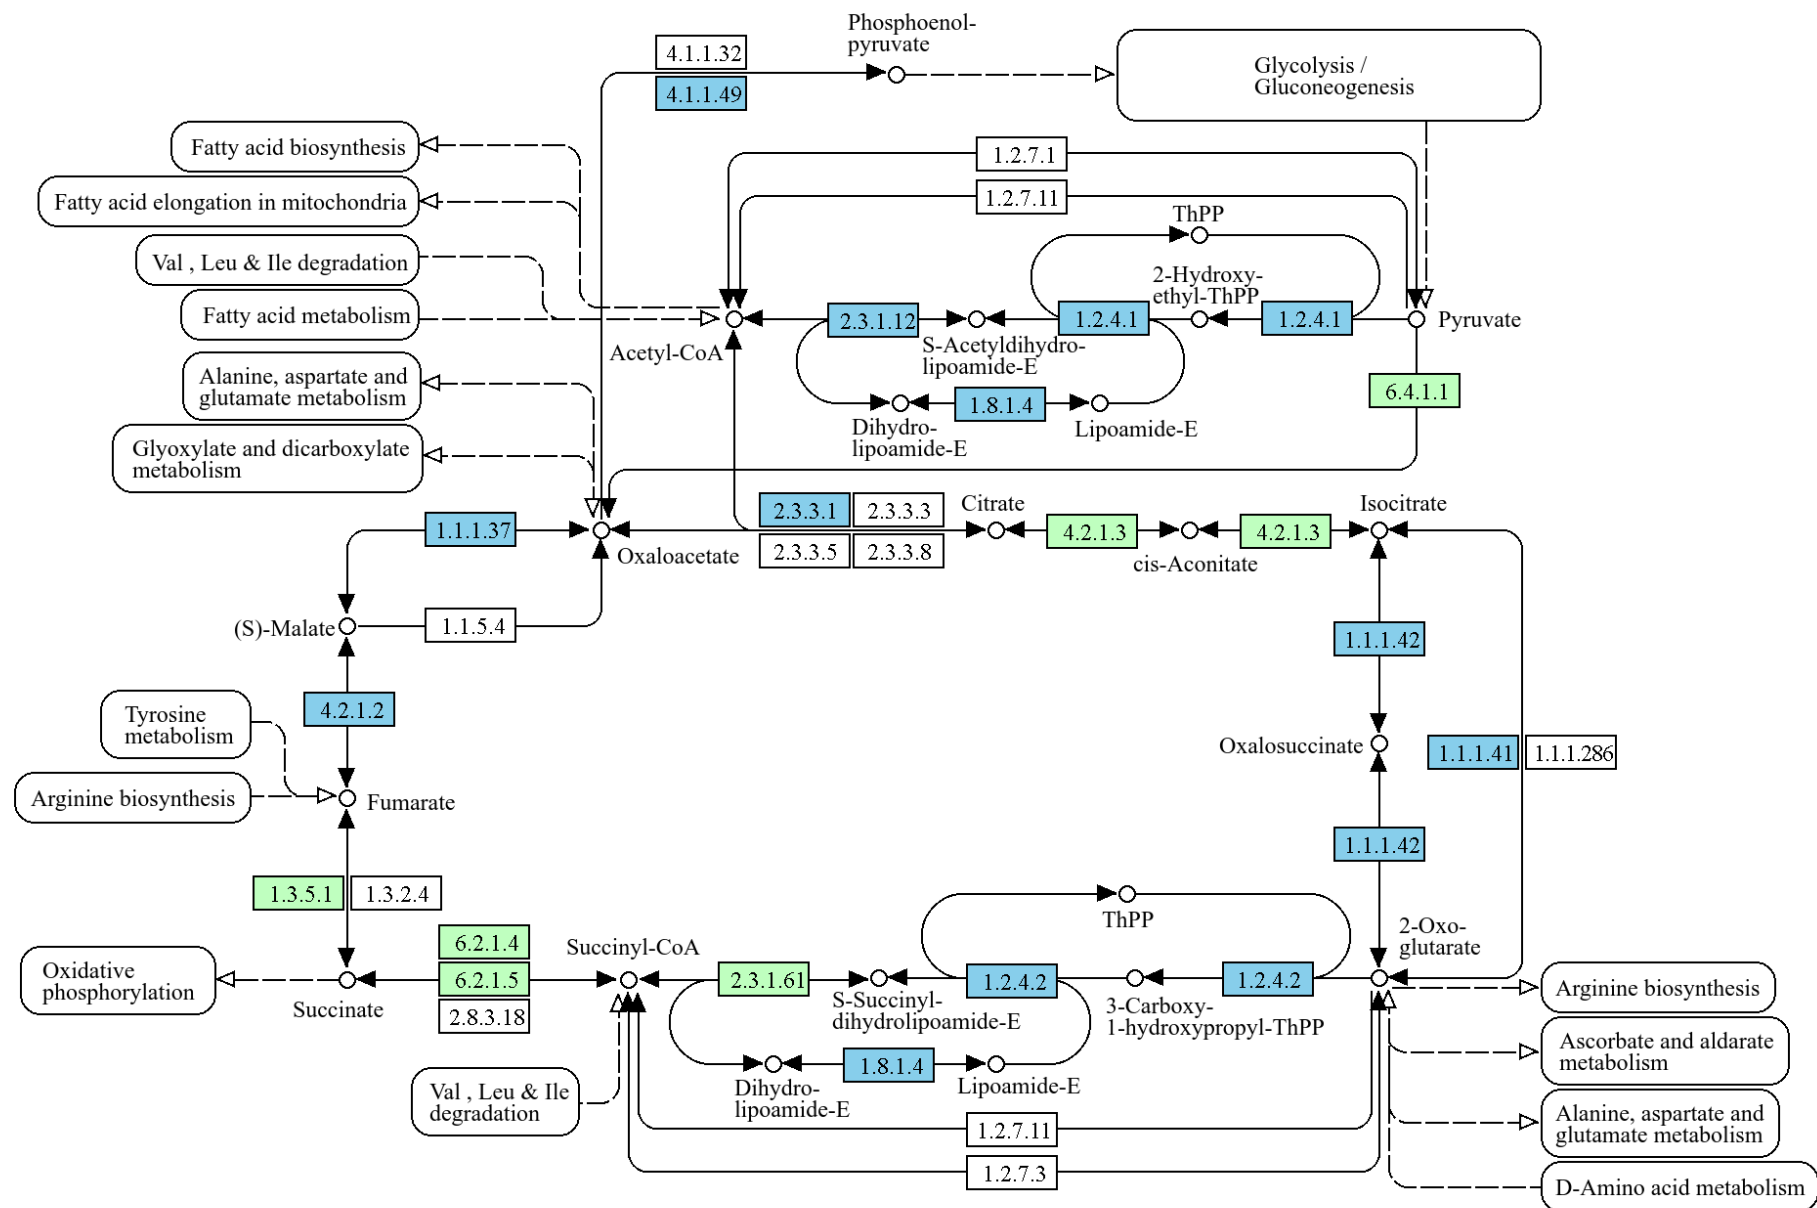

**Supplementary Figure 3.** Predicted pathways associated with BaP degradation (YNB + BaP) and stress response in *Debaryomyces hansenii*. Enzymes absent in the genome are shown in white, enzymes present but not expressed are indicated in green, and enzymes overexpressed in BaP-treated cultures are shown in blue.

# Supplementary material for: Transcriptomic profiling of Debaryomyces hansenii reveals detoxification and stress responses to benzo(a)pyrene exposure
**Source:** Appl Environ Microbiol. 2025 Sep 16;91(10):e01557-25. doi: 10.1128/aem.01557-25
**Supplement:** Figure S4 — Predicted metabolic pathways associated with energy metabolism and redox balance in Debaryomyces hansenii under YNBG + BaP treatment.

RIBOSOME

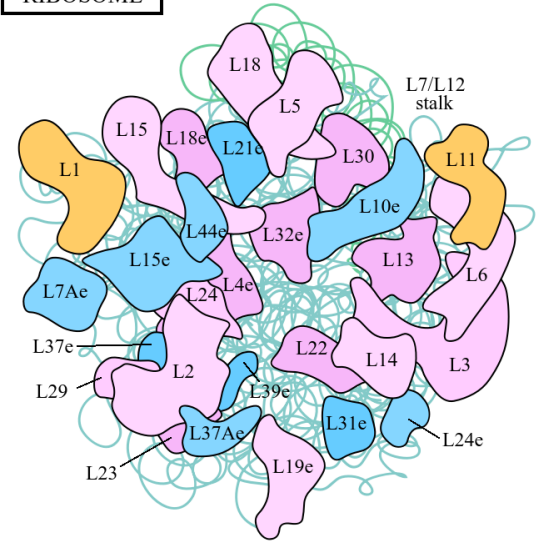

Large subunit (*Haloarcula marismortui*)

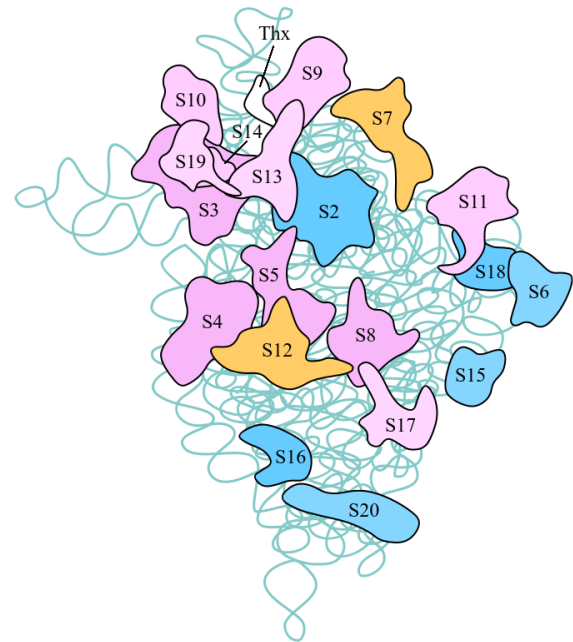

Small subunit (*Thermus aquaticus*)

Ribosomal RNAs

|                                  |     |    |      |     |
|----------------------------------|-----|----|------|-----|
| Bacteria / Archaea<br>Eukaryotes | 23S | 5S |      | 16S |
|                                  | 25S | 5S | 5.8S | 18S |

Ribosomal proteins

|       |      |     |     |       |     |      |      |     |     |      |
|-------|------|-----|-----|-------|-----|------|------|-----|-----|------|
| EF-Tu | S10  | L3  | L4  | L23   | L2  | S19  | L22  | S3  | L16 | L29  |
|       | S20e | L3e | L4e | L23Ae | L8e | S15e | L17e | S3e |     | L35e |

|      |      |      |     |      |      |       |     |      |      |     |     |     |       |
|------|------|------|-----|------|------|-------|-----|------|------|-----|-----|-----|-------|
| S17  | L14  | L24  |     | L5   | S14  | S8    | L6  |      | L18  | S5  | L30 | L15 | SecY  |
| S11e | L23e | L26e | S4e | L11e | S29e | S15Ae | L9e | L32e | L19e | L5e | S2e | L7e | L27Ae |

|     |      |      |      |      |      |      |       |      |
|-----|------|------|------|------|------|------|-------|------|
| IF1 | L36  |      |      |      | RpoA | L17  |       |      |
|     | L34e | L14e | S13  | S11  |      | L13  | S9    |      |
|     |      |      | S18e | S14e |      | L18e | L13Ae | S16e |

|         |     |      |      |      |        |         |     |       |      |     |
|---------|-----|------|------|------|--------|---------|-----|-------|------|-----|
| EF-Tu,G | S7  | S12  |      | L7A  | RpoC,B | L7/L12  | L12 | L10   | L1   | L11 |
|         | S5e | S23e | L30e | L7Ae |        | LP1,LP2 | LP0 | L10Ae | L12e |     |

|       |     |     |      |     |     |     |     |     |     |     |    |     |    |
|-------|-----|-----|------|-----|-----|-----|-----|-----|-----|-----|----|-----|----|
| EF-Ts | S2  | IF2 | S15  | IF3 | L35 | L20 | L34 | RF1 | L31 | L32 | L9 | S18 | S6 |
|       | SAe |     | S13e |     |     |     |     |     |     |     |    |     |    |

|     |     |     |     |          |     |     |    |     |     |     |
|-----|-----|-----|-----|----------|-----|-----|----|-----|-----|-----|
| L28 | L33 | L21 | L27 | FtsY,Ffh | S16 | L19 | S1 | S20 | S21 | L25 |
|-----|-----|-----|-----|----------|-----|-----|----|-----|-----|-----|

|      |      |      |      |      |      |       |      |       |      |      |      |      |
|------|------|------|------|------|------|-------|------|-------|------|------|------|------|
| L10e | L13e | L15e | L21e | L24e | L31e | L35Ae | L37e | L37Ae | L39e | L40e | L41e | L44e |
|------|------|------|------|------|------|-------|------|-------|------|------|------|------|

|      |     |     |      |      |      |      |      |      |       |      |      |    |
|------|-----|-----|------|------|------|------|------|------|-------|------|------|----|
| S3Ae | S6e | S8e | S17e | S19e | S24e | S25e | S26e | S27e | S27Ae | S28e | S30e | LX |
|------|-----|-----|------|------|------|------|------|------|-------|------|------|----|

|     |       |      |      |      |      |      |      |
|-----|-------|------|------|------|------|------|------|
| L6e | L18Ae | L22e | L27e | L28e | L29e | L36e | L38e |
|-----|-------|------|------|------|------|------|------|

|     |      |      |      |
|-----|------|------|------|
| S7e | S10e | S12e | S21e |
|-----|------|------|------|

In all figures, white indicates enzymes absent in *Debaryomyces hansenii*, green indicates those present but not expressed, and blue indicates those that were overexpressed.

## OXIDATIVE PHOSPHORYLATION

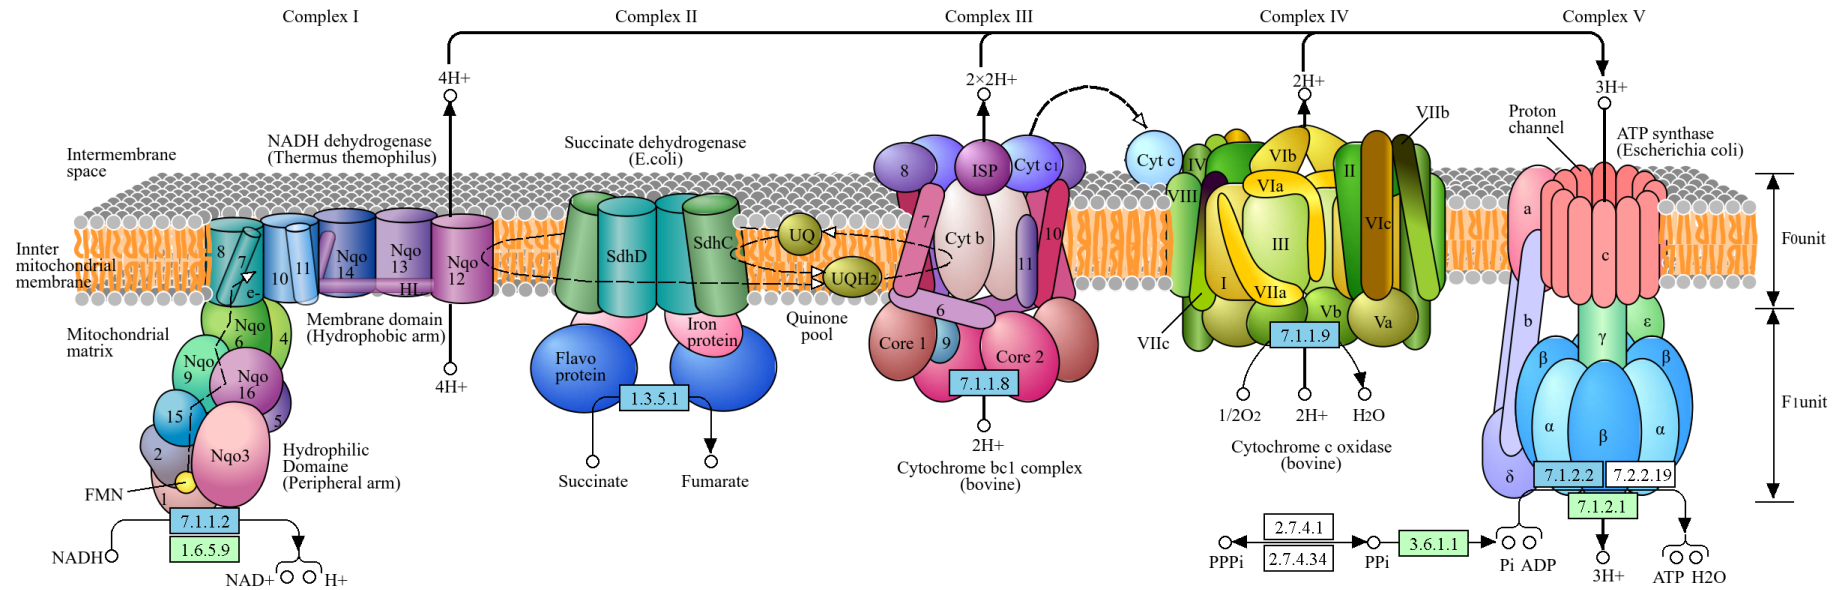

NADH dehydrogenase

|     |        |        |        |        |        |        |        |        |        |         |         |         |         |         |      |      |      |
|-----|--------|--------|--------|--------|--------|--------|--------|--------|--------|---------|---------|---------|---------|---------|------|------|------|
| E   | ND1    | ND2    | ND3    | ND4    | ND4L   | ND5    | ND6    |        |        |         |         |         |         |         |      |      |      |
| E   | Ndufs1 | Ndufs2 | Ndufs3 | Ndufs4 | Ndufs5 | Ndufs6 | Ndufs7 | Ndufs8 | Ndufv1 | Ndufv2  | Ndufv3  |         |         |         |      |      |      |
| B/A | NuoA   | NuoB   | NuoC   | NuoD   | NuoE   | NuoF   | NuoG   | NuoH   | NuoI   | NuoJ    | NuoK    | NuoL    | NuoM    | NuoN    |      |      |      |
| E/B | NdhC   | NdhK   | NdhJ   | NdhH   | NdhA   | NdhI   | NdhG   | NdhE   | NdhF   | NdhD    | NdhB    | NdhL    | NdhM    | NdhN    | HoxE | HoxF | HoxU |
| E   | Ndufa1 | Ndufa2 | Ndufa3 | Ndufa4 | Ndufa5 | Ndufa6 | Ndufa7 | Ndufa8 | Ndufa9 | Ndufa10 | Ndufab1 | Ndufa11 | Ndufa12 | Ndufa13 |      |      |      |
| E   | Ndufb1 | Ndufb2 | Ndufb3 | Ndufb4 | Ndufb5 | Ndufb6 | Ndufb7 | Ndufb8 | Ndufb9 | Ndufb10 | Ndufb11 | Ndufc1  | Ndufc2  |         |      |      |      |

Succinate dehydrogenase / Fumarate reductase

|     |      |      |      |      |      |      |
|-----|------|------|------|------|------|------|
| E   | SDHC | SDHD | SDHA | SDHB |      |      |
| B/A | SdhC | SdhD | SdhA | SdhB |      |      |
|     |      |      | FrdA | FrdB | FrdC | FrdD |

## Cytochrome c reductase

|       |     |       |       |      |      |      |      |      |      |       |
|-------|-----|-------|-------|------|------|------|------|------|------|-------|
| E/B/A | ISP | Cyt b | Cyt 1 |      |      |      |      |      |      |       |
| E     |     |       |       | COR1 | QCR2 | QCR6 | QCR7 | QCR8 | QCR9 | QCR10 |

Cytochrome c oxidase

E COX10 COX3 COX1 COX2 COX4 COX5A COX5B COX6A COX6B COX6C COX7A COX7B COX7C COX8 E/B/A COX11 COX15 COX17  
 B/A CyoE CyoD CyoC CyoB CyoA  
 CoxD CoxC CoxA CoxB  
 QoxD QoxC QoxB QoxA  
 SoxD SoxC SoxB SoxA  
 Cytochrome c oxidase, cbb3-type  
 B I II IV III  
 Cytochrome bd complex  
 B/A CydA CydB CydX  
 Cytochrome c  
 CYC

### F-type ATPase (Bacteria)

|       |      |       |       |         |
|-------|------|-------|-------|---------|
| alpha | beta | gamma | delta | epsilon |
| a     | b    | c     |       |         |

### F-type ATPase (Eukaryotes)

|       |      |       |       |         |   |
|-------|------|-------|-------|---------|---|
| alpha | beta | gamma | delta | epsilon |   |
| OSCP  | a    | b     | c     | d       | e |
| f     | g    | f6/h  | j     | k       | 8 |

## V/A-type ATPase (Bacteria, Archaea)

|   |   |   |   |   |   |     |
|---|---|---|---|---|---|-----|
| A | B | C | D | E | F | G/H |
| I | K |   |   |   |   |     |

### V-type ATPase (Eukaryotes)

|   |   |   |   |     |   |   |   |
|---|---|---|---|-----|---|---|---|
| A | B | C | D | E   | F | G | H |
| a | c | d | e | \$1 |   |   |   |

## CARBON METABOLISM

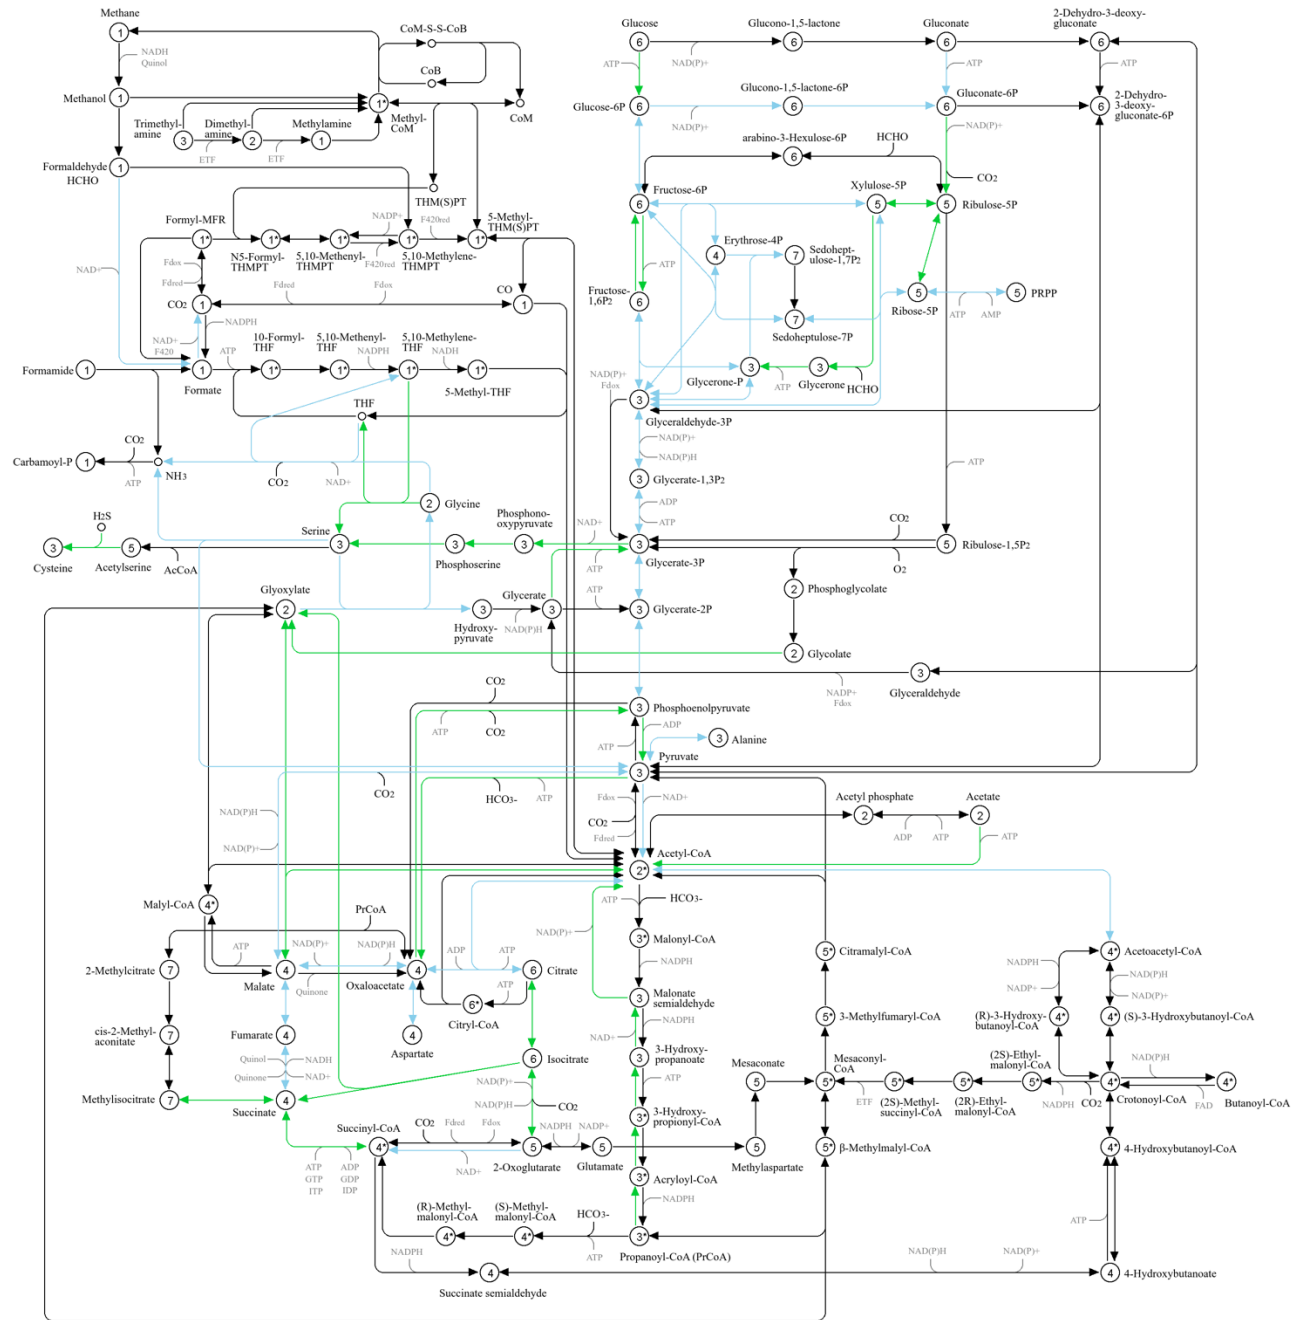

# PEROXISOME

## Peroxisome biogenesis

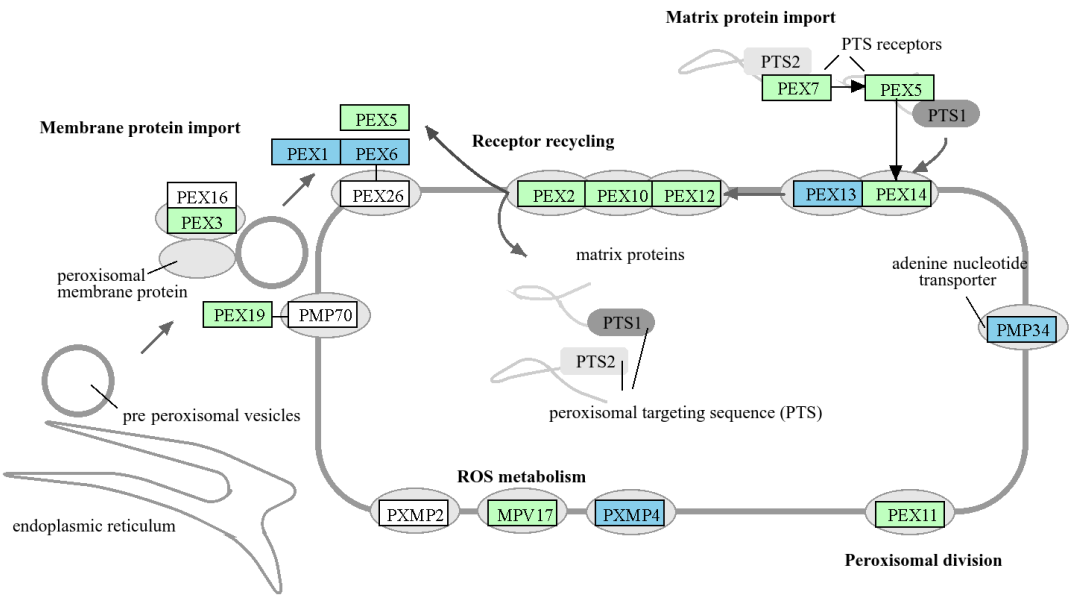

## Peroxisomal proteins

### fatty acid-oxidation

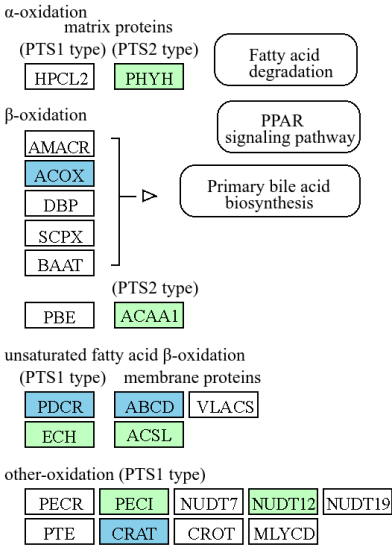

### etherphospholipid biosynthesis

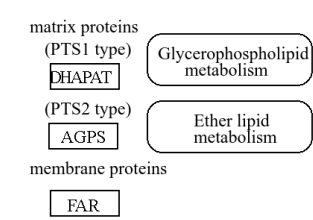

### sterol precursor biosynthesis

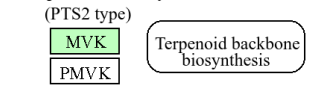

### amino acid metabolism (PTS1 type)

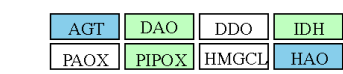

### antioxidant system

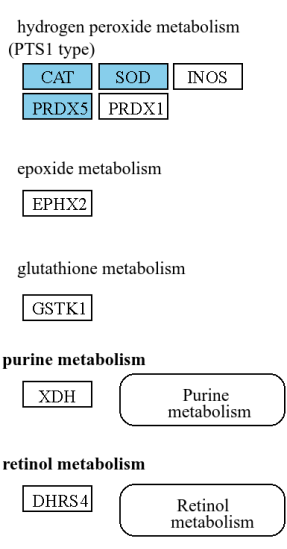

# FATTY ACID DEGRADATION

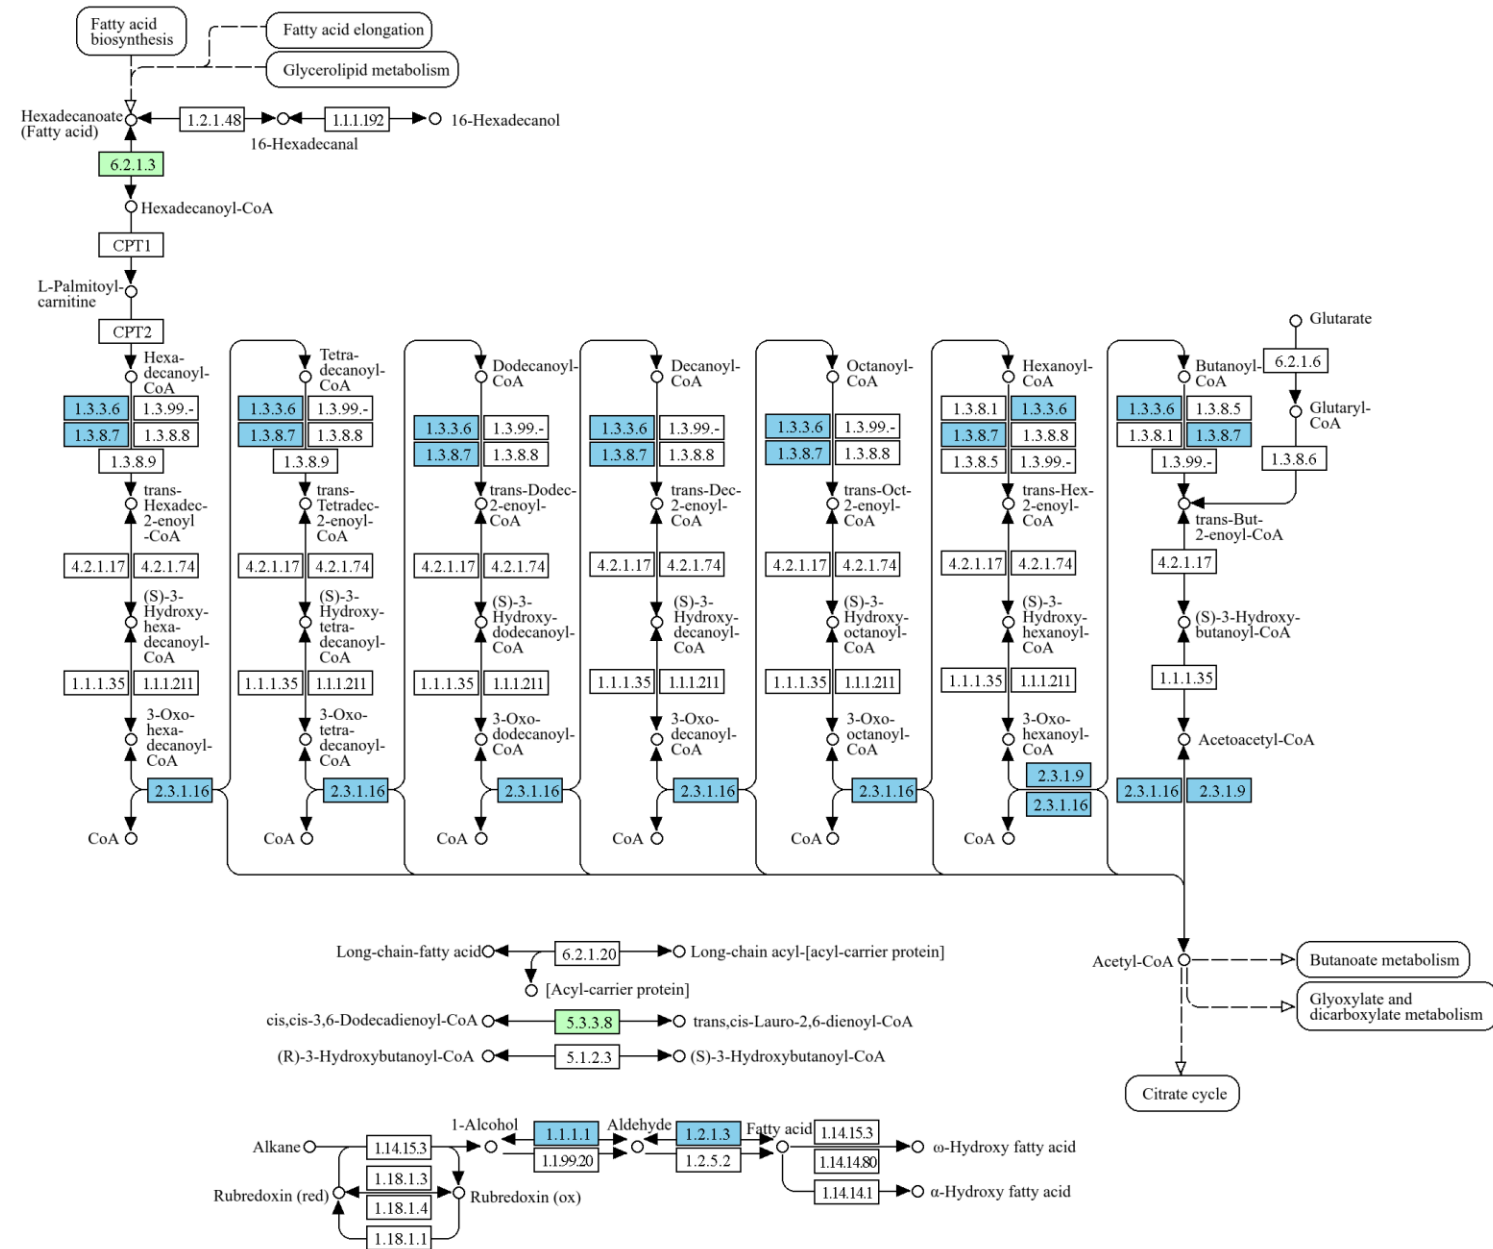

# GLYOXYLATE AND DICARBOXYLATE METABOLISM

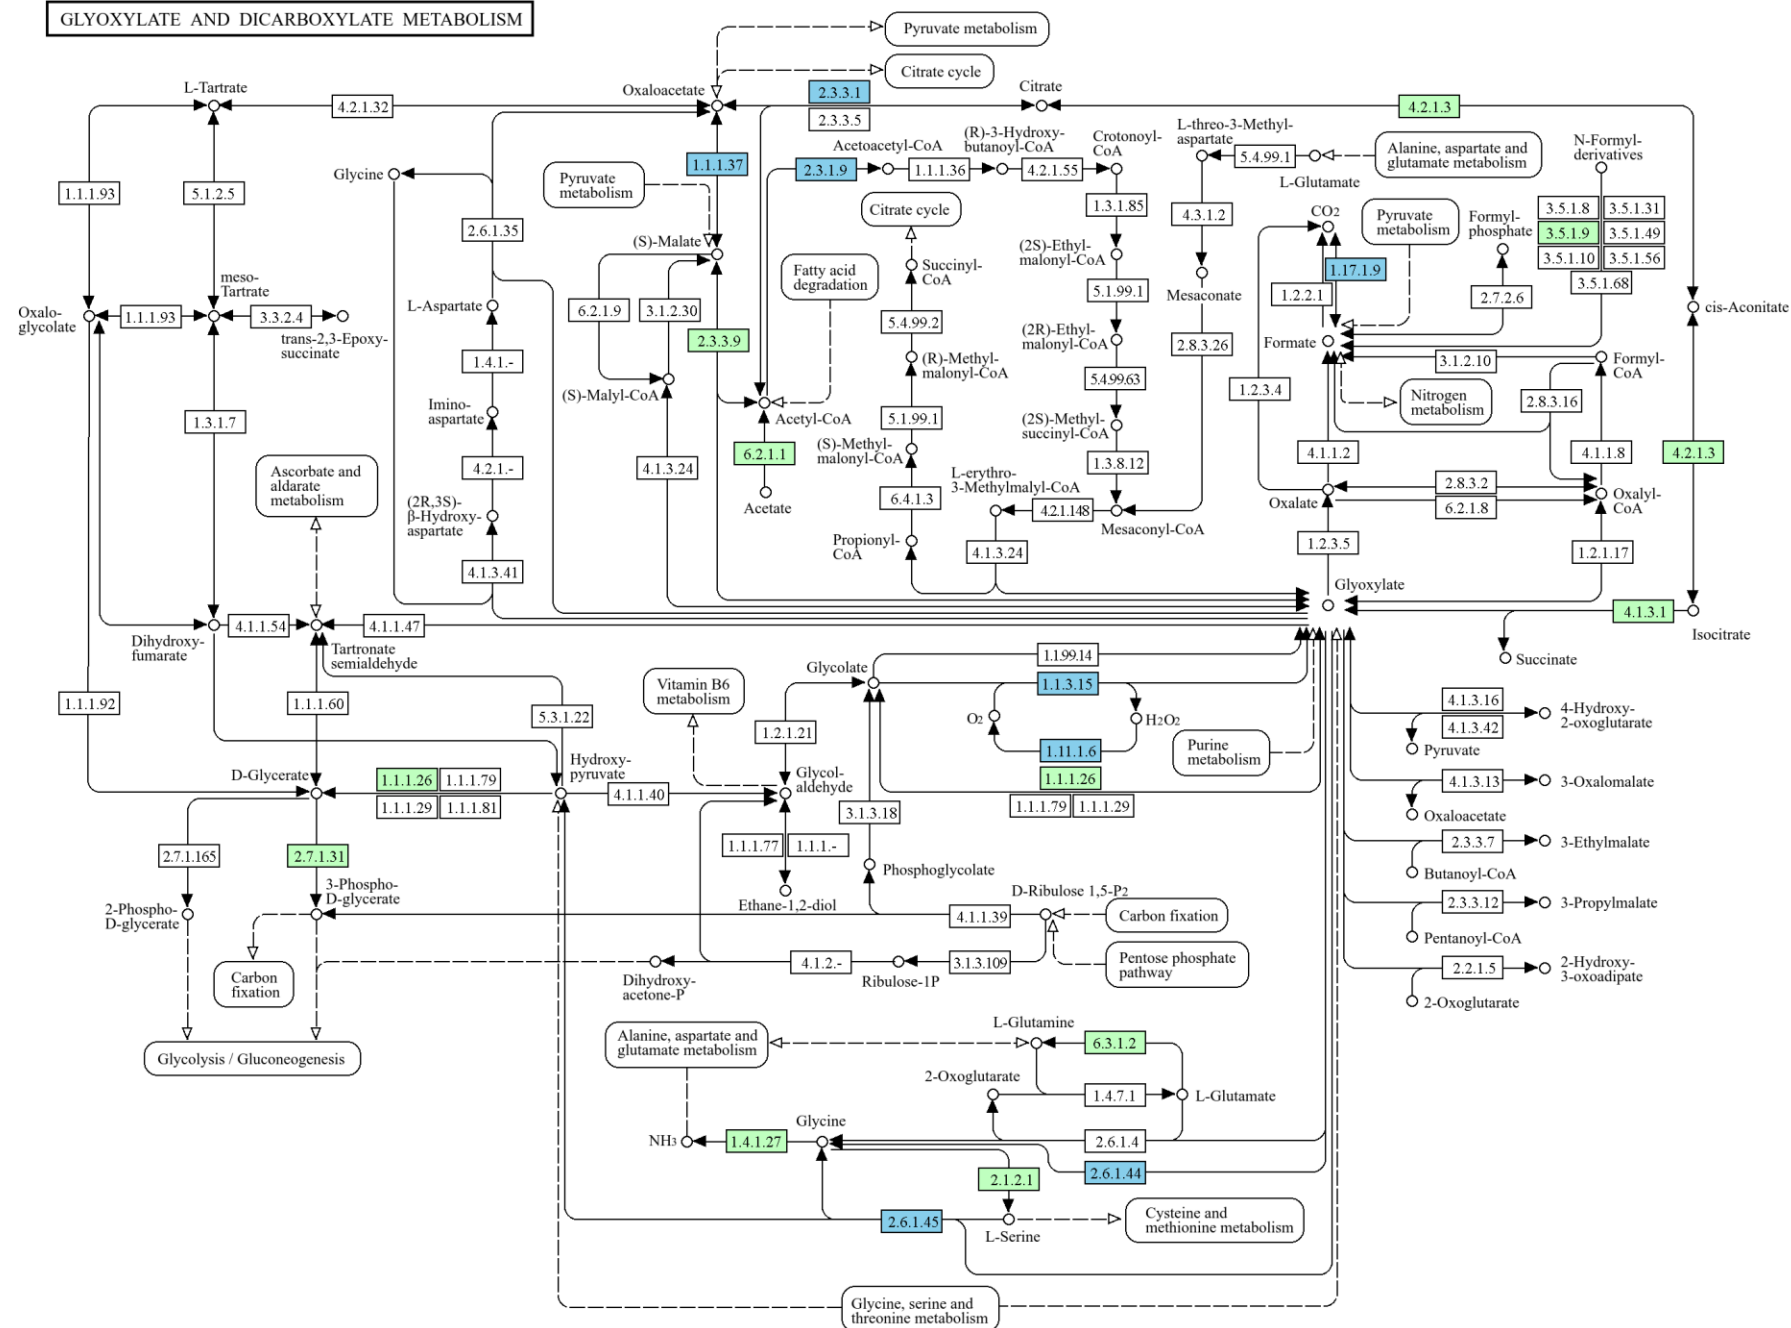

# CITRATE CYCLE (TCA CYCLE)

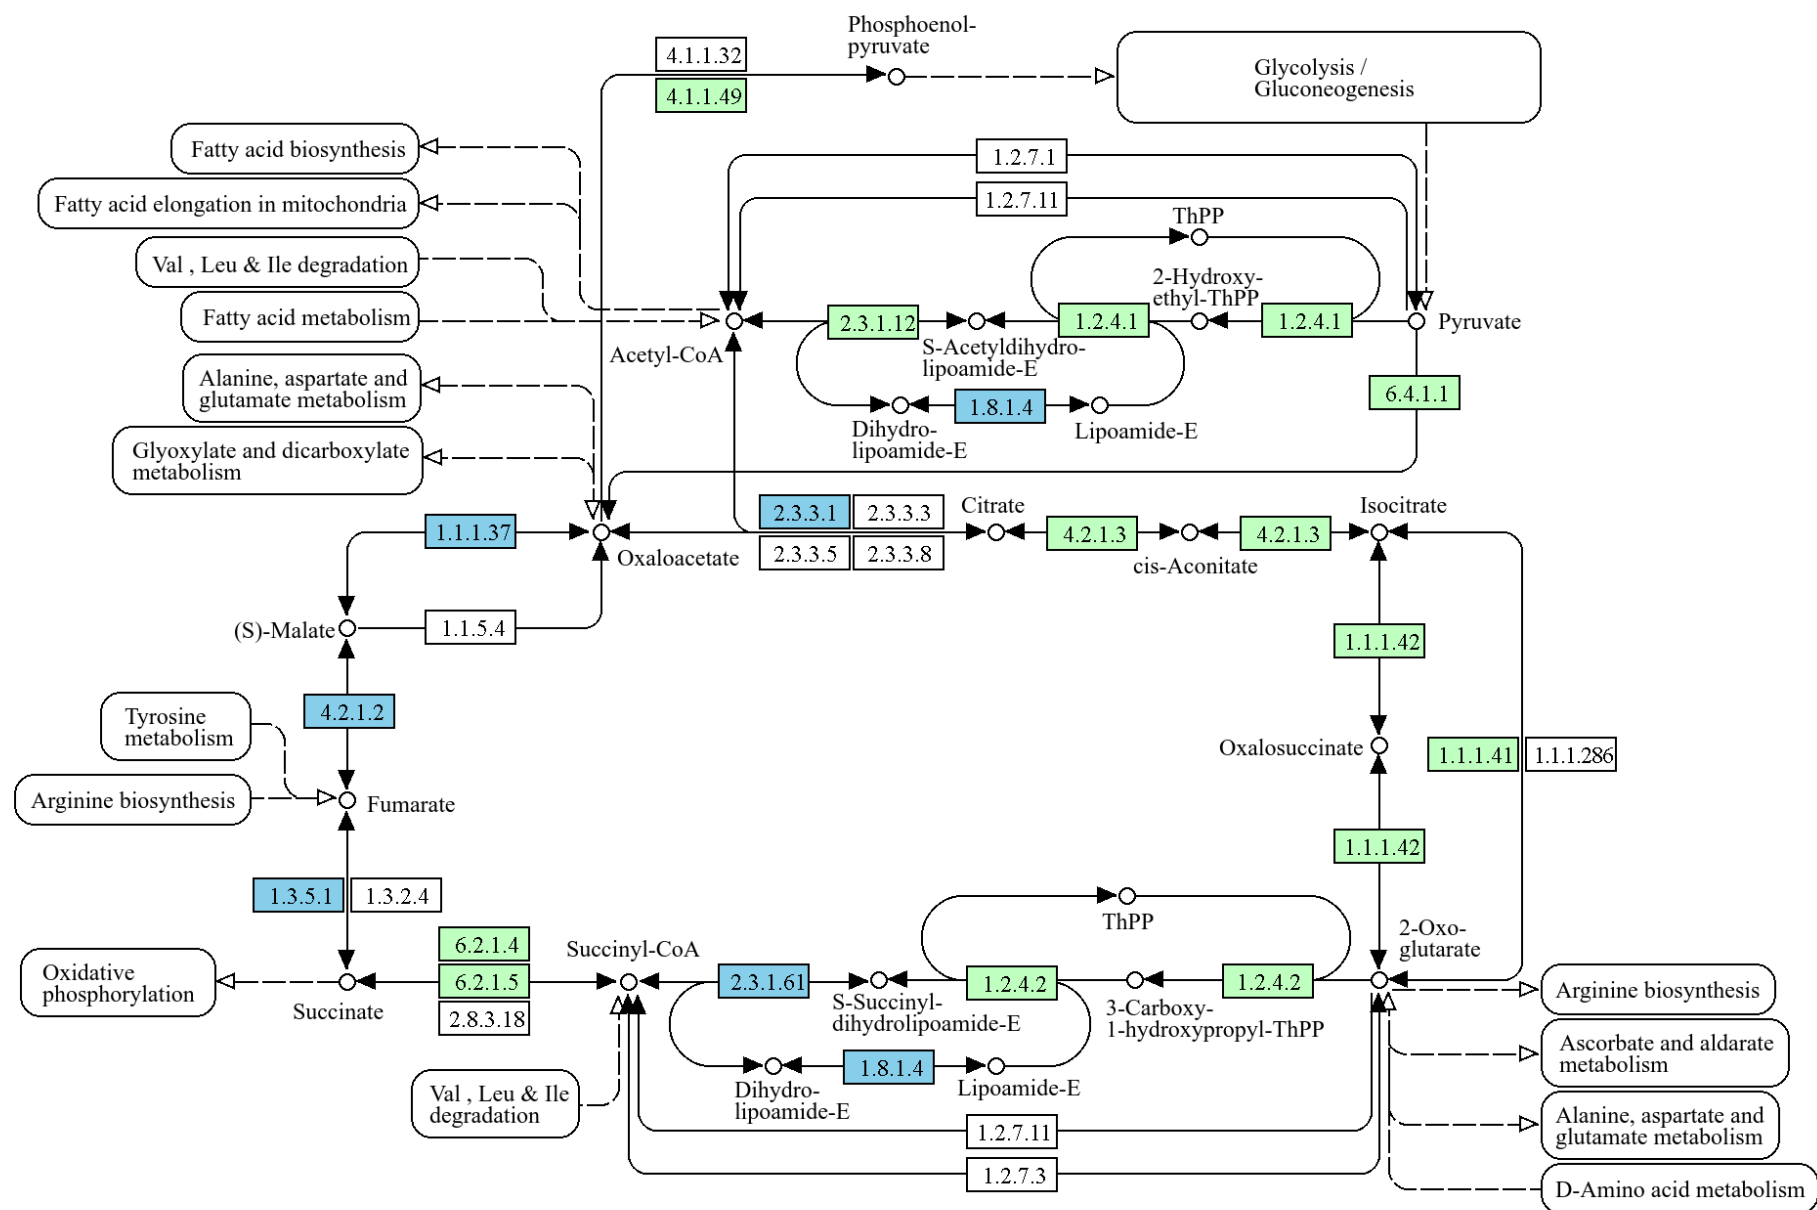

## PENTOSE PHOSPHATE PATHWAY

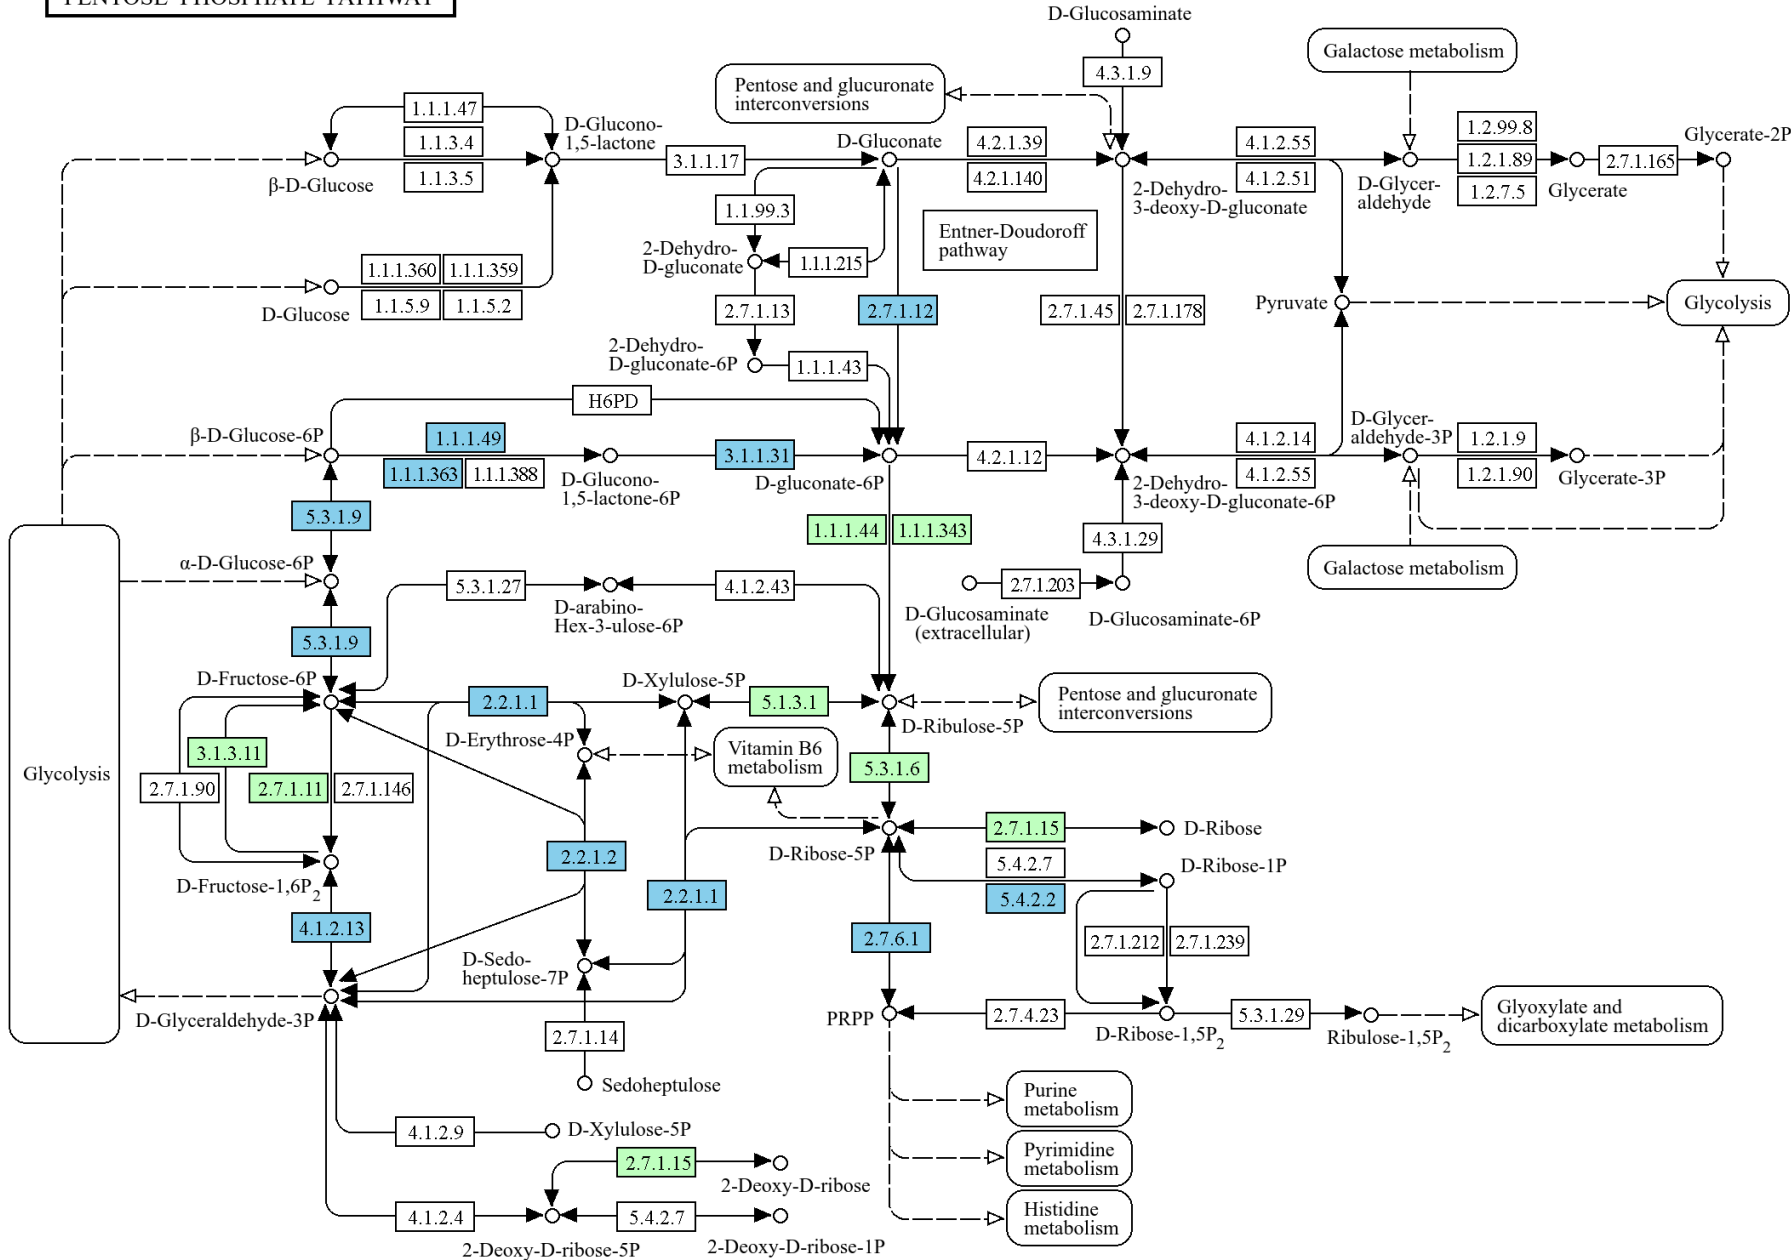

**Supplementary Figure 4.** Predicted metabolic pathways associated with energy metabolism and redox balance in *Debaryomyces hansenii* under YNBG + BaP treatment. Enzymes absent in the genome are shown in white, enzymes present but not expressed are indicated in green, and enzymes overexpressed in BaP-treated cultures are shown in blue.

# Supplementary material for: Transcriptomic profiling of Debaryomyces hansenii reveals detoxification and stress responses to benzo(a)pyrene exposure
**Source:** Appl Environ Microbiol. 2025 Sep 16;91(10):e01557-25. doi: 10.1128/aem.01557-25
**Supplement:** Figure S5 — Metabolites proposed by GC-MS analysis as potential products of BaP catabolism by Debaryomyces hansenii.

## Supplementary Figure 5. Metabolites proposed by GC-MS as a result of BaP catabolism by *D. hansenii*.

### n-hexadecanoic acid

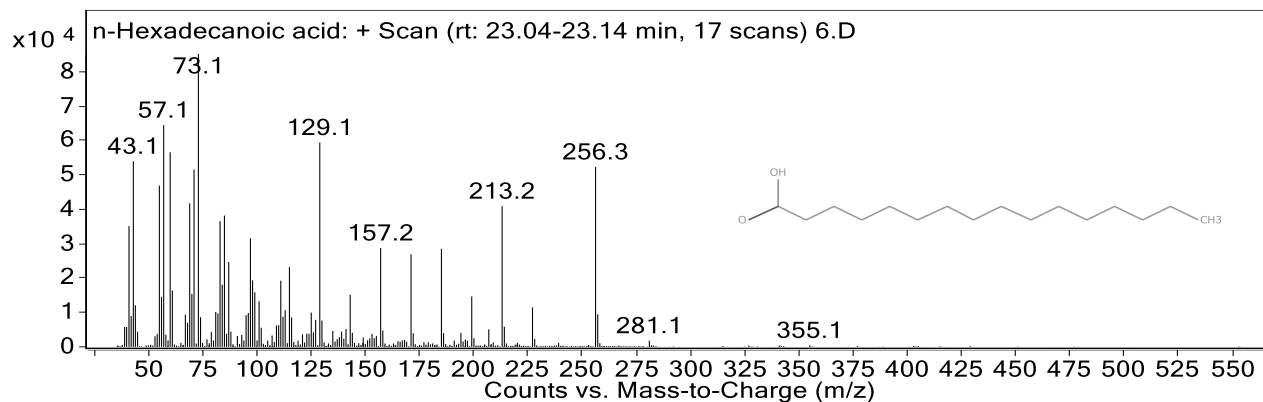

### Phenol, 2,2'-methylenebis[6-(1,1-dimethylethyl)-4-ethyl]

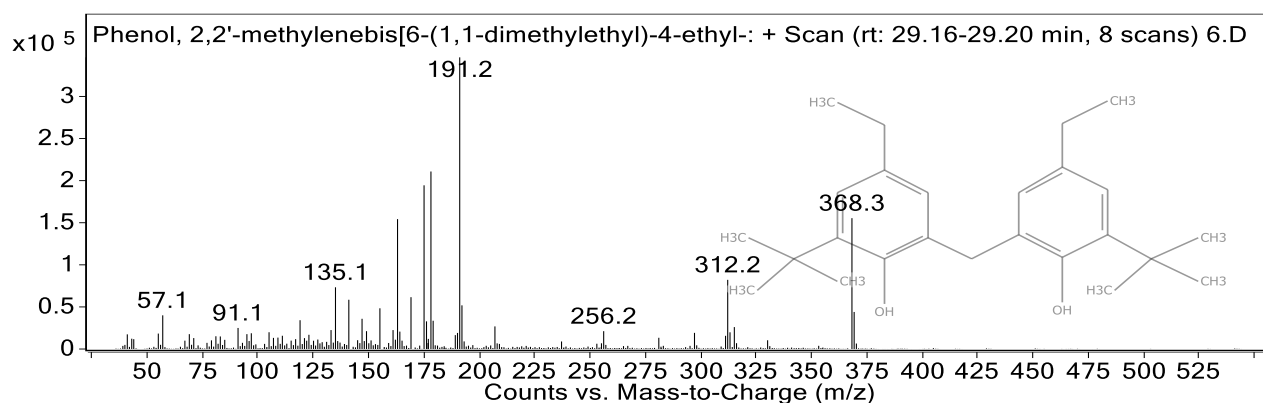

# Phthalic acid, di(2-propylpentyl) ester

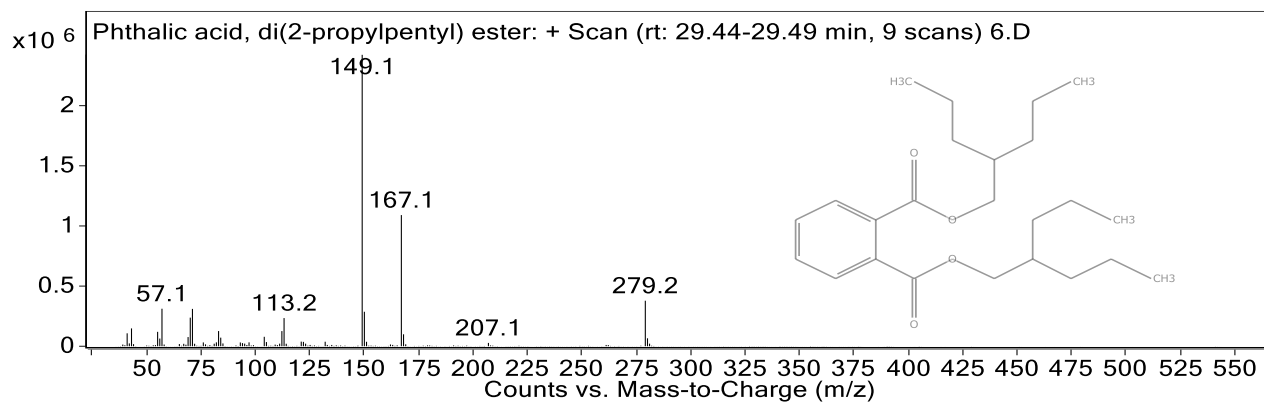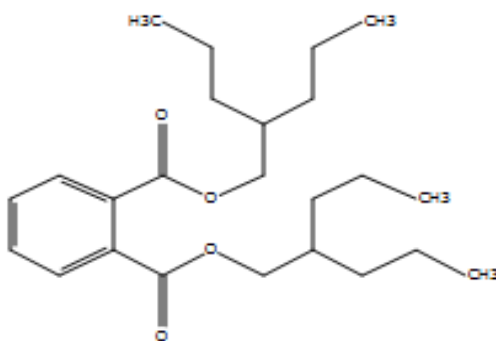

# 1,3-Benzenedicarboxylic acid, bis(2-ethylhexyl) ester

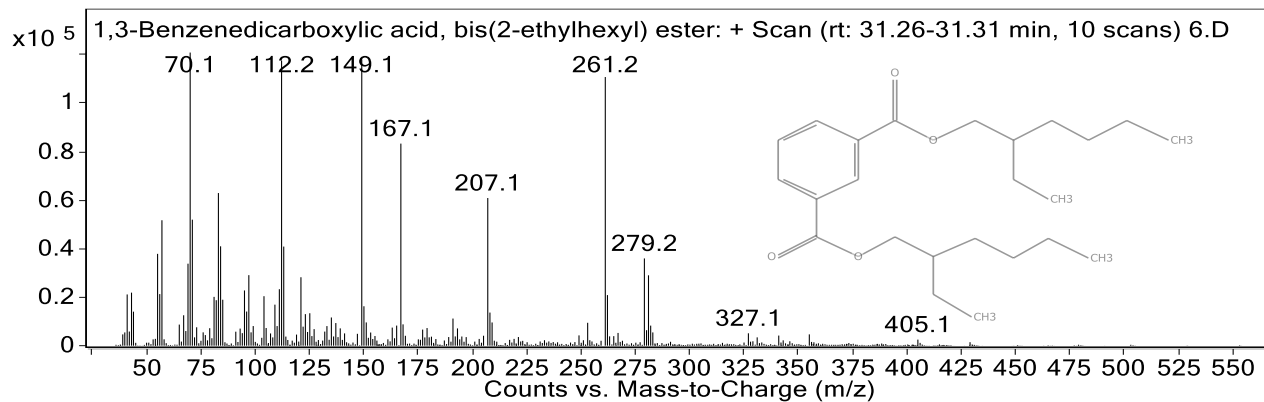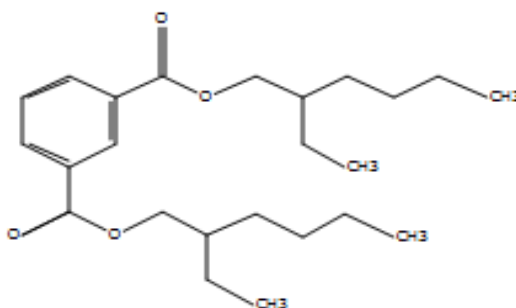

## Bis(2-ethylhexyl) phthalate

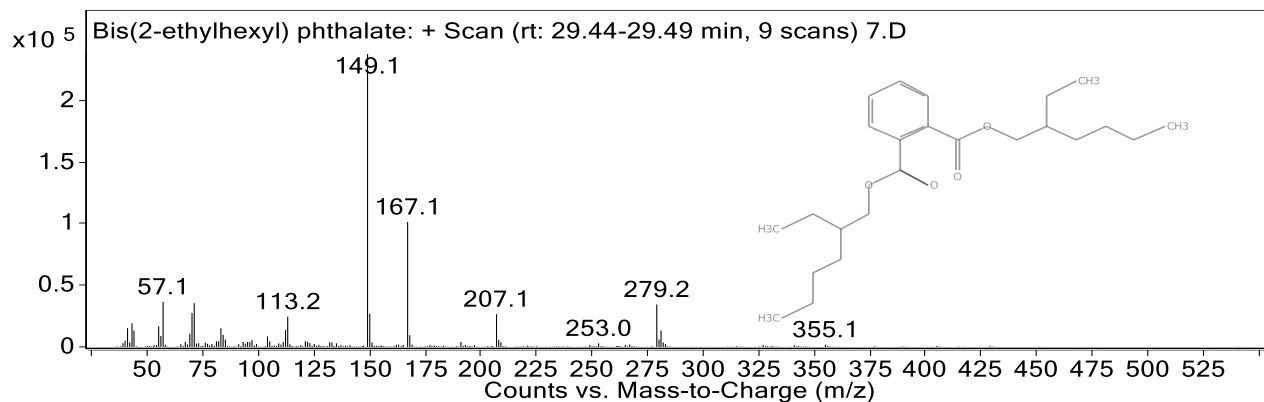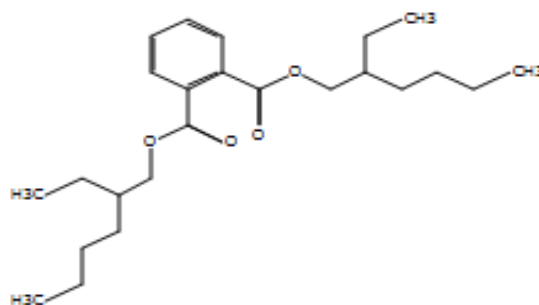

## Phthalic acid, butyl tetradecyl ester

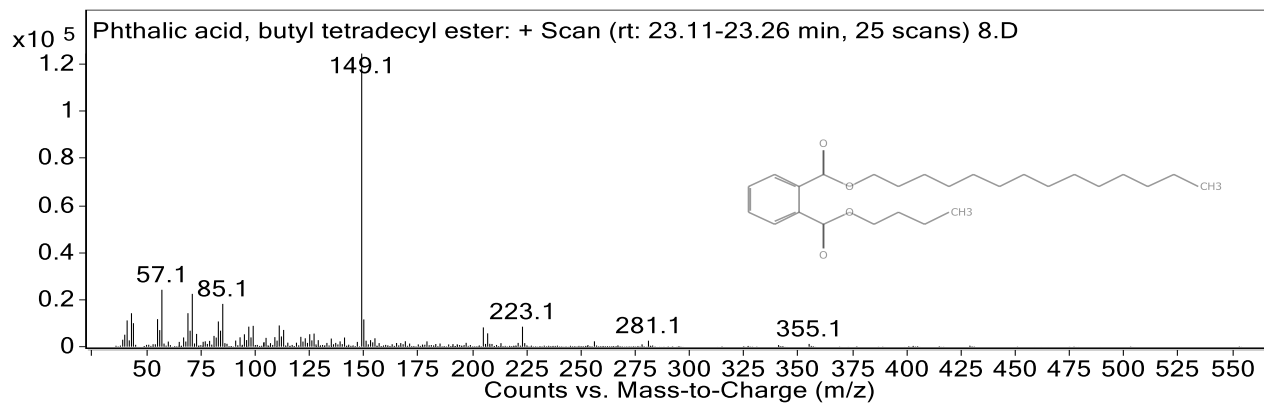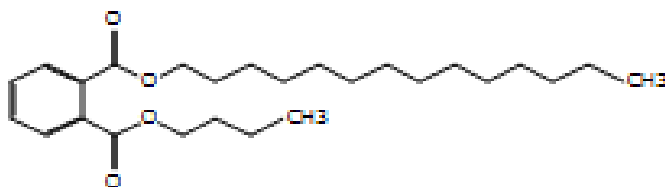

## Phenol, 2,6-bis(1,1-dimethylethyl)

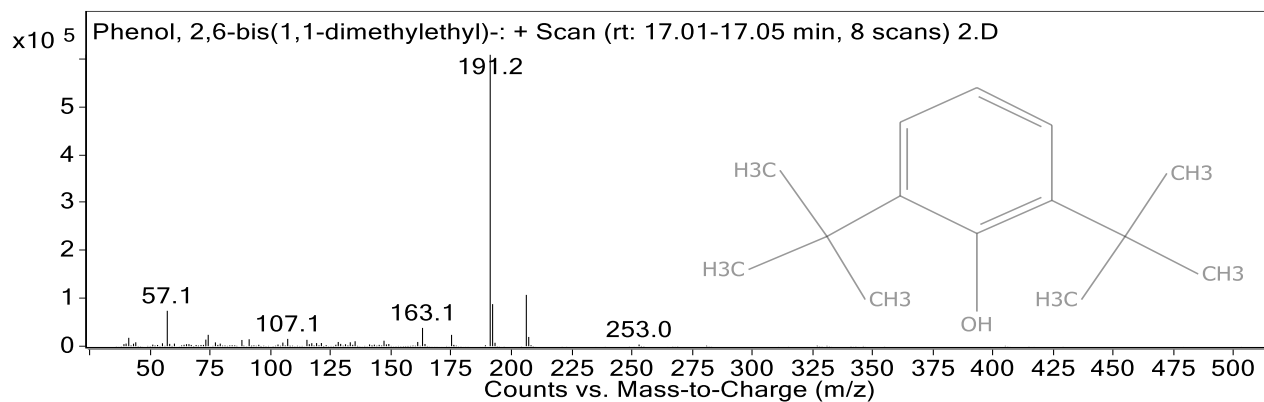

## Phenol, 2,5-bis(1,1-dimethylethyl)

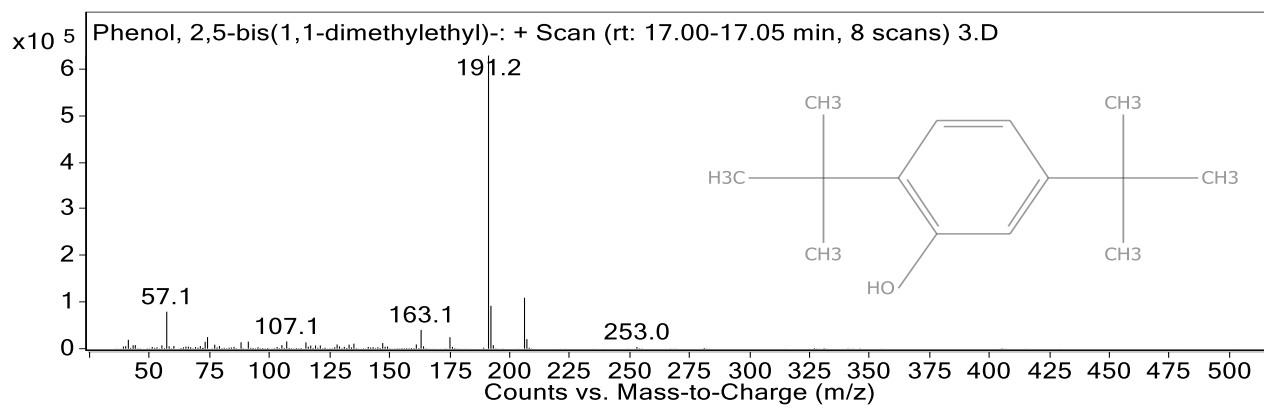

# Benzyl Benzoate

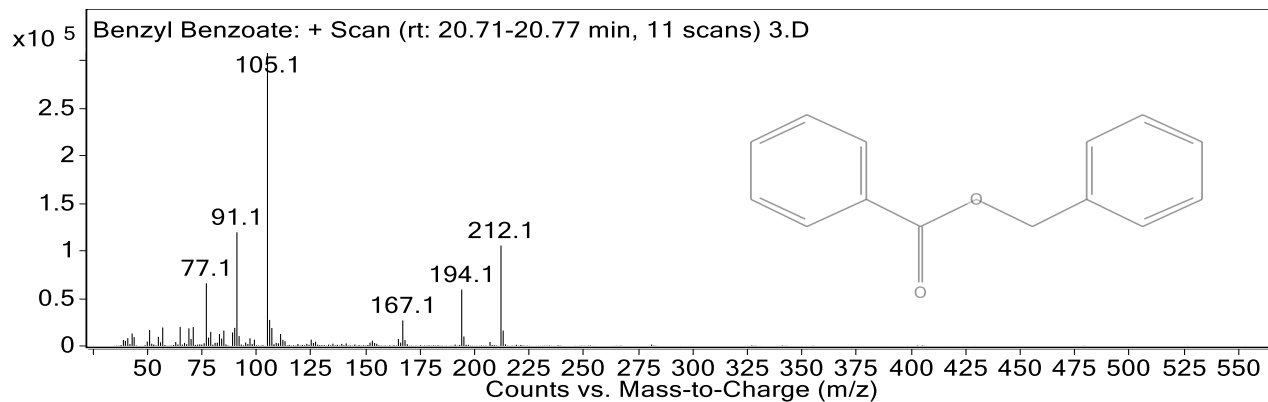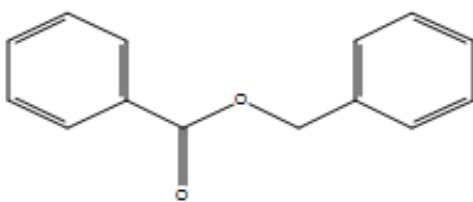

# 1,2-Benzenedicarboxylic acid, butyl 8-methylnonyl ester

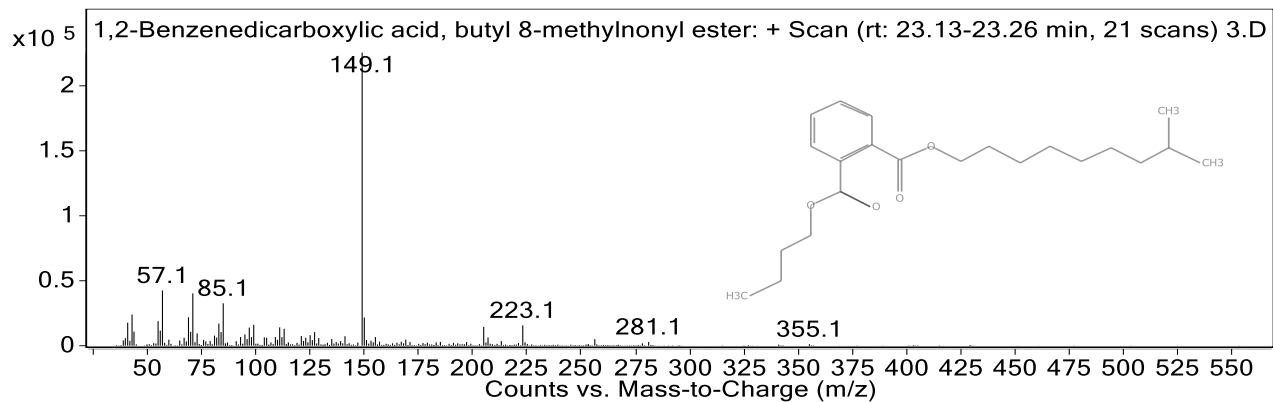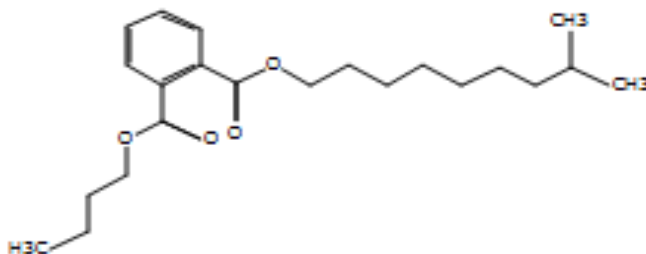

# Octadecanoic acid

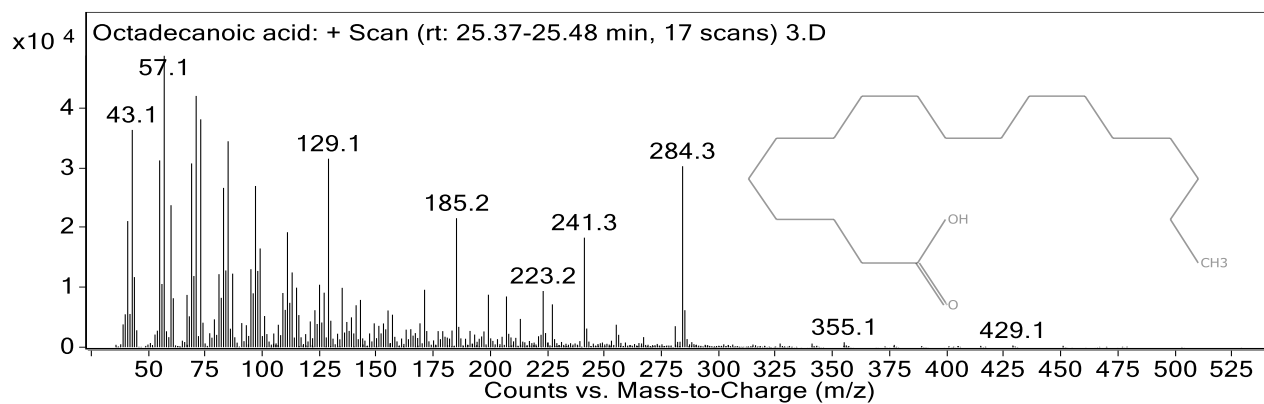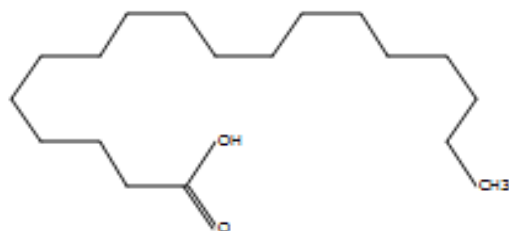

# 2,4-Di-tert-butylphenol

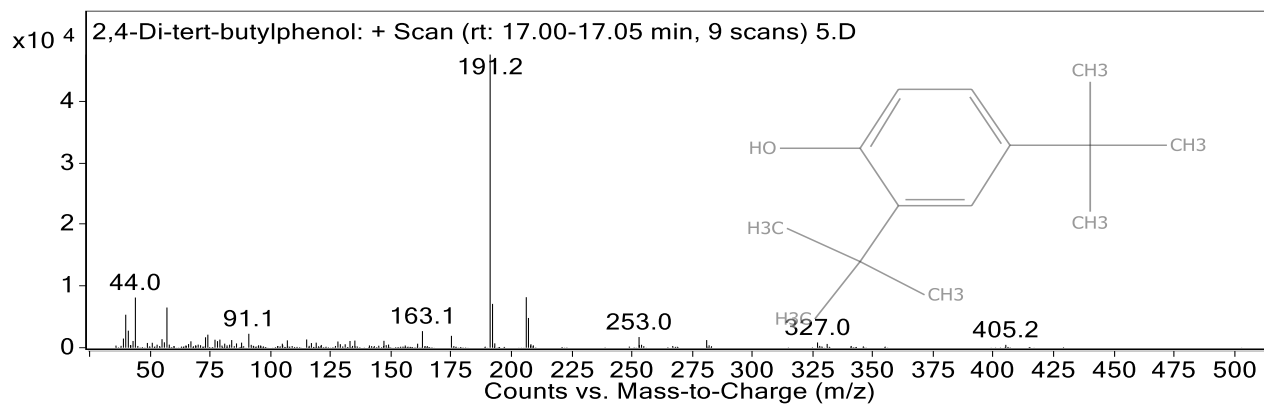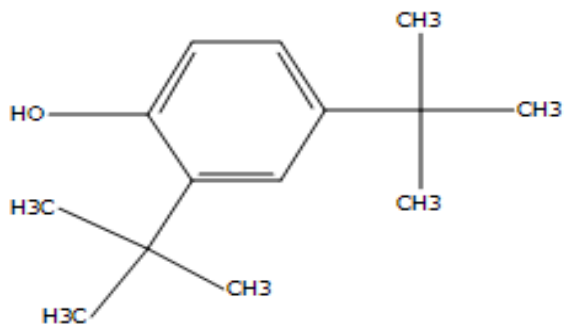

**Supplementary Figure 5.** Metabolites proposed by GC–MS analysis as potential products of BaP catabolism by *Debaryomyces hansenii*. Identified compounds include n-hexadecanoic acid, phenol derivatives [e.g., 2,2'-methylenebis(6-tert-butyl-4-ethyl)phenol; 2,6-di-tert-butylphenol; 2,5-di-tert-butylphenol], phthalic acid esters [e.g., di(2-propylpentyl) phthalate; bis(2-ethylhexyl) phthalate; butyl tetradecyl phthalate; bis(2-ethylhexyl) 1,3-benzenedicarboxylate; butyl 8-methylnonyl 1,2-benzenedicarboxylate], benzyl benzoate, octadecanoic acid, and 2,4-di-tert-butylphenol.

# Supplementary material for: Transcriptomic profiling of Debaryomyces hansenii reveals detoxification and stress responses to benzo(a)pyrene exposure
**Source:** Appl Environ Microbiol. 2025 Sep 16;91(10):e01557-25. doi: 10.1128/aem.01557-25
**Supplement:** Table S1 — Oligonucleotides used in RT-qPCRs.

**Supplementary Table 1. Oligonucleotides used in qPCRs**

# Supplementary material for: Transcriptomic profiling of Debaryomyces hansenii reveals detoxification and stress responses to benzo(a)pyrene exposure
**Source:** Appl Environ Microbiol. 2025 Sep 16;91(10):e01557-25. doi: 10.1128/aem.01557-25
**Supplement:** Table S2 — ORFs of interest.

**Supplementary Table 2. ORFs of interest**

How the deposited data were processed for this re-analysis (not part of the article)

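RNA-Seq counts of 15 *D. hansenii* libraries were analysed, with 3 biological replicates in each of 5 groups. In the first experiment these were YNBG at 0 h, YNBG at 72 h and YNB + BaP at 72 h, and in the second YNBG at 72 h and YNBG + BaP at 72 h. Groups were assigned from the sample labels of the series record. The authors deposited raw counts, which they had made with snakePipes by trimming with Cutadapt, aligning to the CBS767 genome with STAR and counting with featureCounts. Counting used the reverse strand (setting 2), primary alignments, a mapping quality of at least 10 and pairs with both ends mapped and no chimeras. The counts had not been normalized or filtered. The table of RefSeq genes matched all 6520 feature identifiers by locus tag and gave their class but no product descriptions.
Counted fragments per library ranged from 8921110 to 12469573 in the first experiment and from 14427202 to 20835490 in the second. Counting noise is thus small for most genes, and the spread between replicates, estimated from 3 libraries per group, limits the precision. With 3 libraries against 3, an exact permutation test of a single value has a smallest p of 0.1, so tests that share the estimate of spread across genes were used.
Each comparison used only its own 6 libraries, and the difference between the effects of both experiments used the 12 libraries at 72 h. Features were filtered with filterByExpr (minimum count 10), scaled by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with robust estimates. The p were adjusted by the Benjamini-Hochberg method and the threshold was 0.05, with no minimum fold change. Standard errors were taken as the absolute log2 fold change divided by the square root of F. Lists of ORFs were taken from the paper's text, figures and tables, counted over all genes tested and after adjustment over the list alone, and tested with camera (preset correlation 0.01) and fry of limma 3.58.1. KEGG lists printed incompletely in Tables S3 and S4 were left out. Principal components were computed from log2 CPM with a prior count of 2 over the genes that passed the filter, centred and unscaled. Distances between libraries are root mean square differences per gene of the same values.
ORFs named individually were those that the paper names or draws, *ACT1*, and up to 5 ORFs with the largest rise and 5 with the largest fall per comparison among those past the threshold, with an average log2 CPM of at least 3 and no overlap between groups. This rule and the alternatives were set before the data were examined, but which of the ORFs in Table S2 to name for the GABA shunt and for gluconeogenesis was decided after their values were seen.
The alternatives were DESeq2 1.42.0 with its own size factors, upper quartile normalization, total count scaling, scaling to the *ACT1* count, other filters, thinning to the smallest library, removal of the trend with gene length (loess, span 0.5), the replicate number as a block, a fit of all 15 libraries, other thresholds and leaving out each library in turn. A principal component analysis of the 500 most variable genes after the variance stabilizing transform of DESeq2 was added after seeing the data.
The test was run on simulated counts with 200 genes changed by a log2 fold change of 1. For the first experiment, with 6188 genes, edgeR recovered 99.5% of the changed genes and called 10 unchanged genes. For the second, with 6218 genes, it recovered 98.5% and called 7 unchanged genes. For the difference between experiments, with 6241 genes, it recovered 93.5% and called 14. The simulated changes were fewer and larger than those called in the data. There, 2291 and 2215 genes were called in the 2 experiments, with median absolute log2 fold changes of 0.40 and 0.26. The recovered shares therefore do not apply to such smaller changes, and the simulation does not test the scaling where many genes change. With a length trend added to the simulated counts, removing the trend lowered the number of unchanged genes called from 2583 to 17 in the first experiment and from 3465 to 34 in the second.
The RT-qPCR data, degradation measurements, growth data and sequencing reads were not used here. Bias from GC content was not examined, since no genome sequence was used.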

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

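The tests of depth, glucose consumption and growth state for the YNBG libraries of both experiments were chosen after the results were seen.
The change from YNBG to the cultures with BaP differed between the experiments, by a test of the difference itself, for 1738 genes. Only 1 of 100 drawn regroupings of the libraries within each experiment, the real grouping itself, gave as many, and the next largest gave 1112. The regrouping that exchanges the groups of the second experiment as a whole was not among those drawn, and it gave more, 2707. Thinning to the smallest library gave 1543 genes, removing the trend with gene length gave 1898, and leaving out each library in turn gave between 1293 and 2049. The values after thinning and after removing the length trend argue against depth and gene length as the whole explanation. Regroupings that mix libraries with and without BaP add any effect of BaP to the spread. Their lower numbers therefore cannot show whether the effects of the experiments differ. The share with a more positive effect without glucose reached 64.0% without YNB + BaP replicate 3. Glucose differed between the groups in the first experiment and not in the second, which is a biological explanation that the design gives and that was not tested separately. A constant difference between batches drops out of the comparison, but a batch that changes the response itself cannot be told apart from it, since each experiment had its own cultures.
The paper's results do not report on the YNBG libraries at 0 h. Between 0 h and 72 h in YNBG, 4582 of 6177 genes were called, with 2375 higher and 2207 lower at 72 h. Between YNBG at 0 h and YNB + BaP at 72 h, 4958 of 6159 were called, with 2543 higher and 2415 lower. Groups did not overlap in normalized CPM for 76.4% and 81.4% of the genes, against 10% by chance. In each comparison the real split was the only 1 of 10 splits of the 6 libraries with as many genes, which is the smallest share that this design can give. Both comparisons use the same 0 h libraries and so are not independent. The directions depended on the scaling. Total count scaling gave 4309 higher and 887 lower for YNBG and 4163 higher and 1184 lower for YNB + BaP, shifting the median of all genes by 0.65 and 0.53. Scaling to *ACT1* shifted them by 1.78 and 1.56. At 0 h the 10 most abundant genes held between 14.1% and 14.2% of the counts, more than at 72 h. Growth over 72 h is the biological explanation that the design gives, and it was not tested against other explanations.
The YNBG libraries at 72 h of both experiments have the same stated condition, and the paper does not compare them. Between them, 4687 of 6229 genes were called, with 2365 higher and 2322 lower in the second experiment. Groups did not overlap in normalized CPM for 77.9% of the genes, and the real split was the only 1 of 10 splits with as many genes, again the smallest share possible. Thinning all libraries to the smallest gave 4615 genes, which argues against the difference in depth as the explanation. If glucose had been used up by 72 h in the first experiment and not in the second, the 4 ORFs for gluconeogenesis and the glyoxylate cycle would be lower in the second. Of these, 3 were lower, DEHA2E18568g by a log2 fold change of -6.80, DEHA2E13530g of -1.96 and DEHA2D12936g of -1.27, while DEHA2C01584g, at 0.21, was not called, and was higher in the second experiment, at 0.28 each, without YNBG replicate 1 of the first experiment or YNBG replicate 3 of the second. DEHA2E18568g had 18.4 ± 0.913 normalized CPM in YNBG of the second experiment and 2057 ± 76.7 in YNBG of the first. As a set the 4 ORFs were lower in the second (camera, unadjusted p = 6.3e-07, and fry, unadjusted p = 3.5e-06). The set thus goes with the prediction, although 1 ORF does not. It does not decide the question, since it cannot tell glucose apart from other differences between the cultures. The paper reports glucose left in control cultures at day 6 (Fig. 1e), and glucose in the sequenced cultures was not analysed here. A different growth state of the YNBG cultures was weighed as well. The difference between the YNBG libraries ran opposite to the change from YNBG at 0 h to YNB + BaP at 72 h, which shares no library with it, with a correlation of -0.49 across genes and 28.5% of the genes at the same sign, picked from 15 pairs of comparisons. The value nearest 0 with a library left out was -0.477. Growth state stays open, since it cannot be told apart from other differences between the cultures. Sequencing batch and cultures cannot be told apart, since each experiment is a single batch with its own cultures.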

How the results depend on the processing

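The principal component analysis of the 500 most variable genes after the variance stabilizing transform was chosen after seeing the data. The other alternatives were set before the data were examined.
The number of differentially expressed genes in the first experiment, 2291, stayed within 1.5 times under DESeq2, other normalizations, filters, thinning, removal of the length trend and the fit of all 15 libraries. It fell to 1248 at an adjusted p under 0.01 and to 98 with an absolute log2 fold change of at least 1. Across the 6 fits that each left out a library it ranged from 1437 (without YNB + BaP replicate 2) to 2971 (without YNBG replicate 1). The second experiment's 2215 genes stayed within 1.5 times throughout, apart from 79 with an absolute log2 fold change of at least 1. The smaller numbers at stricter thresholds follow from the thresholds themselves. For the changes with leave-outs the cause was not tested.
The correlation between the experiments was 0.50 over the genes called in both, which are selected for large changes, and ranged from 0.241 (without YNBG replicate 3 of the first experiment) to 0.314 (without its replicate 1). For the 27 ORFs of Fig. 4 in the first experiment, the fits that each left out a library called from 4 (without YNB + BaP replicate 1 or 2) to 16 (without YNBG replicate 1). In the second experiment, scaling to *ACT1* called 6 of the 27. The log2 fold change of *ACT1* in the first experiment was 0.10 under total count scaling, no longer past the threshold, and ranged from 0.20 to 0.23 across the leave-outs, with the call lost without YNBG replicate 2 or any YNB + BaP replicate. The cause was not tested. All 20 ORFs of Table 1, all 20 of Fig. 5c and all 20 of Fig. 5d had the same direction and passed the adjusted p of 0.05 under the alternatives run for these lists, which were DESeq2, the other scalings, at least 10 counts in every library, removal of the length trend, the block and the leave-outs.
Fry called 23 of the maps of Table S3 in the second experiment and 8 of the maps of Table S4 in the first, and camera with an estimated correlation called 0 of each, with 3 and 1 at an unadjusted p under 0.05. The leave-outs gave from 1 (without YNBG replicate 2 or 3) to 4 (without YNBG replicate 1 or YNB + BaP replicate 3) maps of Table S4. The cause was not tested.
PC1 of the first experiment held 75.5% of the variance with the 500 most variable genes, 52.8% with each gene scaled to unit variance and 89.1% with the 500 most variable genes after the variance stabilizing transform. Leaving out each library gave from 67.5% to 74.9%. In the second experiment PC1 held 47.5% with unit variance, 70.3% after the variance stabilizing transform, 93.5% with its 500 most variable genes and 55.6% with a prior count of 0.5, and from 59.0% to 62.5% with each library left out. The cause was not tested.
For DEHA2C01584g, compared between the YNBG libraries of both experiments, the log2 fold change of 0.21 turned to -0.97 when scaled to *ACT1*, which itself differed by 1.17 between them. Among 663 other-setting values of 57 individual results, 610 were the same, 36 weaker, 16 stronger and this 1 reversed. The values counted as the same include 9 that changed sign without being called on either side.
Replicate numbers occur in each group, but same-numbered libraries did not deviate together in every pair. Their correlations ranged from 0.048 to 0.153 in the first experiment and from -0.043 to 0.023 in the second, so the numbers do not pair the libraries. With the replicate number as a block, 2537 genes were called in the first experiment, 2261 in the second, 4746 between YNBG at 72 h and 0 h, 4962 between YNB + BaP and 0 h, 4634 between the YNBG libraries of both experiments and 1716 for the difference between experiments.
Sets of genes by annotated product were planned and not run, since no product descriptions were at hand. At the depth of these libraries, ORFs of a few CPM, such as DEHA2F27016g, have the largest standard errors among the ORFs named.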

Differences from the paper's values

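The 5 values of Fig. 5d that were compared match only after a change of direction. In that panel DEHA2D03234g is at about 2.0 and DEHA2C03476g at about 1.9 (Fig. 5d, read by eye), against -2.03 and -1.92 here for YNBG + BaP relative to YNBG, which are 2.03 and 1.92 for YNBG relative to YNBG + BaP. DEHA2E14564g is at about -1.5, DEHA2C12716g at about -1.6 and DEHA2D01474g at about -1.6 (Fig. 5d, read by eye), against 1.53, 1.62 and 1.59 here, or -1.53, -1.62 and -1.59 in the other direction. All 20 ORFs of Fig. 5d were called opposite to the direction drawn, under each alternative run for this list, while the 20 ORFs of Fig. 5c were called in the direction drawn there.
The paper gives the numbers of the second experiment in both orders, with more downregulated genes in the Results sentence that cites Fig. 5b and more upregulated genes in that panel. Here 1141 were upregulated and 1074 downregulated, and with DESeq2 1067 and 977. Upper quartile normalization (872 and 1395) and total count scaling (706 and 1648) gave more downregulated genes, as did the fit of all 15 libraries (722 and 801).
The share of PC1 is about 52% in Fig. 2a and about 47% in Fig. 5a, read by eye, against 68.5% and 57.9% here, and scaling each gene to unit variance gave 52.8% and 47.5%.
For the enzymes of Fig. 4 and Fig. 7, the paper also reports RT-qPCR, which it describes as following the RNA-Seq trends. Those measurements were not analysed here, so the differences given next concern the RNA-Seq counts alone. The paper states that 4 CYPs and their reductases were strongly induced with glucose and BaP. Here 2 of 4 CYPs were upregulated, the higher by a log2 fold change of 0.66, and of 6 CPRs 2 were upregulated and 1 downregulated. It states that EHs rose there, where 0 of 2 were called (0 at an unadjusted p under 0.05), and that CAT and GP were activated, where neither was called. No alternative run for these lists in the second experiment called an EH, CAT or GP, or more than 2 CYPs.
The paper states that DEHA2C02596g was strongly upregulated. It was not called in either experiment, at log2 fold changes of 0.13 and 0.07, and of the settings run only the first experiment without YNBG replicate 1, at 0.16, called it. The paper states that CPRs were strongly upregulated in phase I, and in the first experiment 1 of 6 was.
The paper states that GR, GP, GS and CAT rose with BaP. None was called in either experiment over all genes tested. With the first experiment's libraries, GP was called without YNBG replicate 1, and GS without YNBG replicate 1, without YNBG replicate 3 and in the fit of all 15 libraries. No setting run called GR or CAT there.
The paper states that upregulation of the GABA shunt was not significant. The 3 ORFs of Table S2 for 4-aminobutyrate aminotransferase and glutamate decarboxylase were all upregulated in the first experiment, with a median log2 fold change of 0.47. In the second, 0 of these ORFs were upregulated (2 at an unadjusted p under 0.05). They were chosen after their values were seen, from a table in which 92 of 99 ORFs were upregulated in the first experiment, so their count there is no test of the shunt. The paper describes the expression of the 5 ORFs of Fig. 7 as alike with and without glucose, and the effect differed between the experiments for 3 of the 5, DEHA2A08404g, DEHA2E18590g and DEHA2C07238g, the last taken for the CPR that Fig. 7 prints as DEHA2C07228g.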

Other observations

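The tests of growth state and gene length for the relation of the second experiment to the change over time, and of single libraries and poly(A) selection for the mitochondrial genes in the second experiment, were chosen after the results were seen.
For the first experiment and for the second, the real split was the only 1 of 10 splits of the 6 libraries with as many genes past the threshold, the smallest share that 10 splits can give. Removing the trend with gene length gave 2647 genes in the first experiment and 2194 in the second, which argues against gene length as the whole explanation of either number.
Exchanged labels were weighed for both experiments. In the first, 20 of the 20 ORFs of Table 1 were called in the listed direction, which argues against an exchange relative to the paper, although an exchange that the study's own analysis shared would leave no trace there. In the second, 20 of the 20 ORFs of Fig. 5c were called in the direction drawn, but the ORFs of Fig. 5d were opposite to theirs, so an exchange cannot be told apart from a panel drawn in the other direction. The names of the deposited files carry initials that the record does not explain. Read as B for BaP, G for glucose and C for control, they go against the sample labels in both experiments. Groups were not taken from these names, and what the initials stand for stays open. 
The log2 fold changes of the second experiment ran opposite to those of YNBG between 0 h and 72 h in the first experiment, which share no library, with a correlation of -0.33 across genes and 37.5% of the genes at the same sign. This was picked from 15 pairs of comparisons. The value nearest 0 with a library left out was -0.304, and with the gene length trend removed it was -0.339, which argues against gene length. An earlier growth state in the libraries labelled YNBG + BaP could give such a relation. It cannot be told apart from an effect of BaP on the same genes, since growth was not recorded with the libraries, and exchanged labels would turn the sign of the correlation around.
The 5 mitochondrially encoded genes that passed the filter had a median log2 fold change of 0.47 in the first experiment, with 0 called (0 at an unadjusted p under 0.05), and of 1.12 in the second, with 2 called higher in YNBG + BaP. In the first experiment the median was -0.36 without YNB + BaP replicate 1, so a single library decides that shift. In the second, the lowest median with a library left out was 0.70, which argues against a single library. Less complete selection of poly(A) RNA with BaP would raise nuclear features that are not protein coding as well. Their mean share differed by -0.00945 percentage points in the first experiment, lower with BaP. A mean cannot decide the question there, since a single library decides the shift. That library, YNB + BaP replicate 1, had 0.02078%, against 0.0181% and 0.01838% in the other YNB + BaP replicates. The YNBG libraries had more, at 0.03418%, 0.02793% and 0.02349%. In the second experiment, the mean share of these nuclear features in the libraries labelled YNBG + BaP was 1.03 times that in YNBG. The mitochondrial share was 2.13 times its value in YNBG. A rise by the mitochondrial factor would lie far outside the SD of 0.000363 and 0.000692 percentage points between replicates, so these nuclear features did not rise alike. Most features that are not protein coding are tRNA genes (225 in all), and fragments that fit several loci were not counted. Their share may therefore miss a change in poly(A) selection, which stays open. An effect of BaP on mitochondrial transcripts in the second experiment stays open and was not tested.
Large changes, past the threshold with an absolute log2 fold change of at least 1, lay near chromosome ends more often than elsewhere. Of 77 in the second experiment, 36 lay within 50 kb of an end, 34 of them lower in YNBG + BaP, where rotating the genes along the chromosomes gave 3.13 on average (permutation test, one-sided p = 1e-04, the smallest possible with 10000 rotations). Among genes with an average log2 CPM of at least 3, 12 lay near ends, where rotation gave 1.05 on average (permutation test, one-sided p = 3e-04). This argues against low counts. All 12 were lower, but the rotations counted changes of either direction, so the directions were not tested. The first experiment had 26 of 98 near ends, 10 higher and 16 lower in YNB + BaP. The 11 large changes near ends that both experiments shared had the same direction. Reads shared between paralogs, a difference between the strain and the reference and the culture conditions stay open and were not tested.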
